# Diurnal cycles drive rhythmic physiology and promote survival in facultative phototrophic bacteria

**DOI:** 10.1038/s43705-023-00334-5

**Published:** 2023-11-24

**Authors:** Camille Tinguely, Mélanie Paulméry, Céline Terrettaz, Diego Gonzalez

**Keywords:** Water microbiology, Bacterial genetics

## Abstract

Bacteria have evolved many strategies to spare energy when nutrients become scarce. One widespread such strategy is facultative phototrophy, which helps heterotrophs supplement their energy supply using light. Our knowledge of the impact that such behaviors have on bacterial fitness and physiology is, however, still limited. Here, we study how a representative of the genus *Porphyrobacter*, in which aerobic anoxygenic phototrophy is ancestral, responds to different light regimes under nutrient limitation. We show that bacterial survival in stationary phase relies on functional reaction centers and varies depending on the light regime. Under dark-light alternance, our bacterial model presents a diphasic life history dependent on phototrophy: during dark phases, the cells inhibit DNA replication and part of the population lyses and releases nutrients, while subsequent light phases allow for the recovery and renewed growth of the surviving cells. We correlate these cyclic variations with a pervasive pattern of rhythmic transcription which reflects global changes in diurnal metabolic activity. Finally, we demonstrate that, compared to either a phototrophy mutant or a bacteriochlorophyll *a* overproducer, the wild type strain is better adapted to natural environments, where regular dark-light cycles are interspersed with additional accidental dark episodes. Overall, our results highlight the importance of light-induced biological rhythms in a new model of aerobic anoxygenic phototroph representative of an ecologically important group of environmental bacteria.

## Introduction

In natural environments, free-living bacteria face, between short intervals of fast multiplication, long periods of stasis or very slow growth [1–3]. To survive such periods, they have evolved diverse strategies to optimize resource utilization and spare energy [4–7]. Facultative photoheterotrophy is such a strategy that a subset of environmental bacteria use to supplement their mostly heterotrophic growth. It can be based on two main molecular mechanisms: retinalophototrophy, which uses rhodopsins to pump ions through the membrane, and chlorophototrophy, which is based on photochemical reaction centers containing chlorophylls or bacteriochlorophylls [8]. Aerobic Anoxygenic Phototrophy, hereafter AAnP, is a common chlorophototrophic pathway, whereby usable energy is produced from light under aerobic conditions in the absence of H_2_O dissociation and O_2_ release [9, 10].

Aerobic anoxygenic phototrophic bacteria include, among others, members of the alpha-, beta- and gammaproteobacteria [11]. These represent an important fraction of the prokaryotes present in the upper layers of seas and lakes, but are also widespread in environments as diverse as the phyllosphere, soil crusts, or thermal springs [12–14]. These bacteria encode a set of about 45 genes required to produce bacteriochlorophyll *a*, the main pigment needed for phototrophy, and the components of their light-harvesting complexes, including carotenoids [15]. While these bacteria are in general not able to grow photoautotrophically, with the notable exception of *Dinoroseobacter shibae* which can use the ethylmalonyl-CoA pathway [16], they can benefit from light exposure to maintain higher concentrations of intracellular ATP, incorporate limited amounts of CO_2_ via substrate co-assimilation or anaplerotic reactions, and spare organic carbon through downregulation of respiration [17–21]. However, bacteriochlorophyll *a* biosynthesis and AAnP represent a significant energy investment and are known to generate toxic byproducts, especially singlet oxygen and other reactive oxygen species, in the presence of oxygen and light [11, 22, 23]. That is why many aerobic anoxygenic phototrophs tend to regulate bacteriochlorophyll *a* production strictly and limit its synthesis to dark phases [24, 25].

The life history of aerobic anoxygenic phototrophs is likely to be deeply affected by diel cycles, both because these bacteria can actively utilize light when needed and because they tend to associate and cooperate with obligate photoautotrophs [23, 26–29]. While we know the preferences of some species in terms of light intensity and adaptations to non-optimal light conditions [30, 31], our understanding of the rhythmic physiology of these bacteria in response to diurnal cycles and more generally of the adaptive value of AAnP under different light regimes is still limited [32]. Indications can be found scattered in literature pertaining to quite diverse microbiological fields. Field studies in microbial ecology suggest that the transcription of AAnP genes may vary throughout the day, being maximal at night, and that cell division and cell activity are also driven by diurnal cycles in AAnP-competent bacteria [33–35]; in freshwater natural communities grown ex situ, respiration rates and organic substrate assimilation can vary in response to periodic infrared light exposure, suggesting that these variations are driven by AAnP [36]. Laboratory based studies of AAnP models show clear differences in global transcription patterns between cells cultured in the dark and in the light, some of these differences being directly connected to light-stress responses [37, 38]. Finally, studies on pure cultures of *Roseobacter* sp. OCH 114 and *Dinoroseobacter shibae* DFL12 under controlled conditions showed that these bacteria benefit from exposure to continuous light or dark-light cycles for their survival, although this survival benefit was never genetically linked to phototrophy [17, 39]. Despite these convergent indications, consistent evidence on a single experimental model, ranging from genetics to fitness measurements, is actually missing. Moreover, it is generally unclear how AAnP affects bacterial fitness under diel cycles and how facultative aerobic anoxygenic phototrophs navigate the tradeoff between costs and benefits of phototrophy.

Here, we investigate how a new freshwater model of AAnP-competent bacteria, *Porphyrobacter* sp. ULC335, responds to and benefits from diel dark-light cycles. When grown to stationary phase under dark-light alternance, *Porphyrobacter* sp. ULC335 presents rhythmic patterns of density variation that were not reported in most other species capable of AAnP. We explain these patterns by connecting them to variations in mortality and reproduction rates due to phototrophy, study their transcriptional correlates, and reveal their impact on fitness. In so doing, we contribute to a better understanding of the rhythmic patterns governing the physiology and lifestyle of bacteria prevalent in photic aquatic layers.

## Methods

Detailed methods are available in a “Supplementary Methods” file.

### Standard growth conditions

*Porphyrobacter* sp. ULC335 was grown in BG11 media [40] supplemented with 0.5 g/L tryptone, 0.25 g/L yeast extract, and vitamins. Standard batch growth took place at 30 °C with agitation (180 rpm). Growth in the Photon Systems Instruments MC1000 took place at 28 °C. Batch cultures for competition and survival experiments were done in 24-well plates at 28 °C with agitation.

### Pigment characterization

Cell pellets were extracted with 7:2 acetone-methanol for 5 min; the absorbance of the supernatant was measured in quartz cuvettes (Genesys 10 s, Thermo Scientific) or in 96-well plates (SpectraMax i3x, Molecular Devices). For Thin Layer Chromatography, 100 µl of extract were spotted onto a Silica 60 F_254_ plates (Merk, art. 5554). The plate was migrated in 8:0.75:0.2:0.8:0.25 petroleum ether:hexane:isopropanol:acetone:methanol.

### Transposon library

The plasmid pRL27 [41] was conjugated into *Porphyrobacter* sp. ULC335 and several mutants whose color differed from the wild type were isolated. The insertion sites were identified using the method previously published [41]. Four mutants are central to our study: mutant B^+^C^−^ (insertion in *crtI*, coding for the phytoene synthase, required for carotenoid production), mutant B^−^C^+^ (insertion in *bchH*, coding for a subunit of the magnesium chelatase, required for Bchl*a* synthesis), mutant B^−^C^−^ (insertion in *ispA*, coding for the farnesyl diphosphate synthase, required to synthesize a precursor of both Bchl*a* and carotenoids), mutant B^++^C^++^ (insertion in the *ppaA* gene coding for an AAnP regulator).

### Genome sequencing and annotation

The genomic DNA was purified using the Qiagen Genomic-tip 20/g kit and sequenced on PacBio Sequel instruments. The genome was assembled using PacBio *CCS* 4.1.0 for the read correction step and *Flye* 2.6 [42] for the assembly. The functional classification of the genome content was done using the online *blastKOALA* service with the genus *Porphyrobacter* as a reference.

### RNA-sequencing

RNA was extracted from 1 ml culture using TRIzol (Invitrogen) followed by purification on RNeasy mini-kit columns (Qiagen). RNA-sequencing was carried out at Novogene on Illumina NovaSeq systems after ribosomal depletion and in-house library construction. Reads were trimmed and filtered using *fastP* [43], mapped using *bowtie2* [44], and counted using *featureCounts* [45]. Comparison between wildtype and B^−^C^+^ strains was done using the *DESeq2* package [46]. Temporal analysis of individual genes was done using the *ImpulseDE2* package [47]. Each temporally regulated gene was assigned to a cluster using *hclust* (Euclidian algorithm, 15 clusters) on the Z-scores of the *rlog*-transformed count data for all four timepoints. The *ggVennDiagram* [48] and *ggplot* [49] libraries were used to plot the summary figures.

### Phylogenetic analysis

Fourteen protein sequences characteristic of the AAnP system from complete alphaproteobacterial genomes were concatenated and aligned using *muscle* 3.8.31 [50]; a phylogenetic tree was constructed using *iqtree* 2.1.1 [51] with default parameters (evolution model chosen automatically). In parallel, a set of conserved ribosomal proteins, elongation factors, and gyrases were retrieved and a phylogenetic tree was constructed following the same procedure. Strains were considered to encode the anoxygenic phototrophy gene cluster if they gave positive *blastp* matches with at least 13 out of the 14 proteins.

### Flow cytometry and fluorescence microscopy

Cells stained with LIVE/DEAD BacLight (Invitrogen) were analyzed by flow cytometry (BD Accuri C6 Plus). The zones corresponding to the dead, compromised, and live subpopulations were determined empirically based on the density distribution of live and 2.5% glutaraldehyde-fixed cells. Visualization and quantification were done with *R* [52] using *flowCore* [53]. The same cells were analyzed using fluorescence microscopy, where only dead and live subpopulations could be distinguished.

Cells stained with DyeCycle Orange (Invitrogen) were analyzed by flow cytometry. The coordinates of the highest density in the regions of the 1 N and 2 N peaks (green fluorescence) were determined empirically. The lowest density point between the 1 N and the 2 N peaks on the empirical density plot was used as a proxy for the “actively replicating” population.

### Survival and competition experiments

For survival experiments, late exponential phase cultures of wild type, B^−^C^+^, and B^++^C^++^ were diluted and grown under continuous light, continuous dark, or 12 h/12 h dark-light cycles in triplicates. At the beginning of stationary phase (48 h) and after four additional days (144 h), CFUs were determined and the survival rate (144 h vs 48 h) was calculated.

For competition experiments, exponential phase cultures of the two mutant strains were mixed with the wild type strain in equal proportions and grown under continuous light, continuous dark, or 12 h/12 h dark-light cycles in triplicates. The dual cultures were plated at 48 h and 144 h like for the survival experiment, and the ratios of the mutant to the wild type were calculated for both timepoints based on CFUs.

In survival and competition experiments, irradiance during light periods was 80 µmol/s/m^2^.

## Results

### Strain ULC335 is a representative of the *Porphyrobacter* genus, in which AAnP is ancestral

In the course of a study on a bacterial community associated with a single cyanobacterial species (ULC335) [54] (Suplementary File 1), we isolated a nonmotile dark-red colony-forming bacterial strain which, based on its 16S ribosomal RNA sequence, was assigned to the *Porphyrobacter-Erythrobacter* group (Erythrobacteraceae genus I–VI) [55]. The strain encoded an allele of the *pufM* gene, coding for a light-harvesting complex subunit, and readily produced, under standard aerobic culture conditions, bacteriochlorophyll *a* (hereafter “Bchl*a*”) (Suplementary Figs. 1 and 2), suggesting that the strain was capable of AAnP [56, 57].

Bacteria belonging to the *Porphyrobacter-Erythrobacter* group are ubiquitous in aquatic environments and often found associated with Cyanobacteria [58–61]. While many genera among alphaproteobacteria contain members capable of anoxygenic phototrophy (Suplementary Fig. 3), the *Porphyrobacter-Erythrobacter* group is one of the few taxonomic units in which the AAnP gene cluster is most likely ancestral and present in the vast majority of sequenced strains (Figs. 1A, SFig. 4). Moreover, very few members of the *Porphyrobacter-Erythrobacter* have lost the gene cluster, which indicates that it consistently provides a benefit. Noteworthy, the dominant mode of transmission of the genes coding for anoxygenic phototrophy within alphaproteobacteria, including within the *Porphyrobacter-Erythrobacter* group, is vertical, suggesting that the gene cluster has extensively co-evolved and co-adapted with the core genome (Suplementary Figs. 5 and  6). On this basis, we consider the *Porphyrobacter-Erythrobacter* group as an excellent model to study the effects of long-term adaptation to AAnP.

**Fig. 1:**
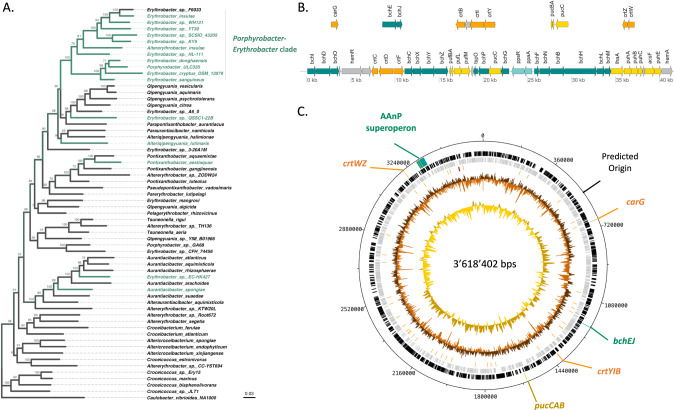
*Porphyrobacter* sp. ULC335 is an aerobic anoxygenic phototroph. **A** Simplified phylogenetic tree made from an alignment of concatenated core-genome proteins of Erythrobacteraceae rooted on *Caulobacter crescentus* (Caulobacterales); a tree comprising more strains can be found in Suplementary Fig. 4. *Porphyrobacter* sp. ULC335 branches within the *Porphyrobacter-Erythrobacter* clade, in which the anoxygenic phototrophy gene cluster is quasi-ubiquitous (branches in green). Scale bar: average number of substitutions per site. Numbers at the nodes are support values (percent of generated trees supporting the branch). **B** The aerobic anoxygenic phototrophy (AAnP)-associated genes found in *Porphyrobacter* sp. ULC335. The AAnP-associated genes are scattered in six loci, one major locus more than 40 kb in length, and five minor loci, comprising two or three genes. The color codes indicate the predicted functional categories of the products: dark green for proteins involved in bacteriochlorophyll *a* synthesis, yellow for structural proteins of the reaction centers, orange for proteins involved in carotenoid synthesis, light green for regulatory genes, gray for genes associated with the AAnP genes but whose function is not clear. **C** Schematic overview of the genome of *Porphyrobacter* sp. ULC335. The concentric circles represent, from inside out, the GC skew (yellow and gold), the GC content (light and dark brown), RNAs (red), genes encoded on the reverse and forward strand (gray and black), AAnP-related loci (same color code as in **B**), genome coordinates using the coding sequence of *dnaA* as a reference.

To further characterize *Porphyrobacter* sp. ULC335, we sequenced its genome, obtaining a single closed circular sequence of 3.6 Mbps. Besides the typical genetic complement of free-living alphaproteobacteria (Suplementary Fig. 7A, B), it encoded a complete AAnP gene cluster comparable to the one found in sequenced members of the *Porphyrobacter-Erythrobacter* group (Fig. 1B) [15] and no less than five blue-light responsive proteins including a BLUF domain [26, 62] (Suplementary Fig. 7C). Some of the genes coding for the carotenoid synthesis pathway are found in the AAnP gene cluster (*crtC, crtD, crtF*), others in secondary loci (*crtZ, crtW; crtB, crtI, crtY; crtG)* (Fig. 1B, C). Thin layer chromatography revealed that, besides Bchl*a* and its intermediates, *Porphyrobacter* sp. ULC335 synthesizes a number of red and yellow pigments (Suplementary Fig. 8). *Porphyrobacter* sp. ULC335 does not encode a full carbon fixation pathway and is unlikely to grow autotrophically. However, like *Erythrobacter* sp. NAP1, it produces key enzymes of the 3-hydroxypropionate bicycle pathway for carbon fixation, which would give it the capacity to co-assimilate CO_2_ while using glycolate, glyoxylate, or acetate, among others, as carbon sources (Suplementary Fig. 9) [19, 63]. Altogether, these data suggest that *Porphyrobacter* sp. ULC335 could make use of light to spare organic substrates under nutrient limitation [20].

### In stationary phase, *Porphyrobacter* sp. ULC335 presents light-induced rhythmic growth patterns dependent on a functional photosystem

When monitored under 12 h/12 h dark-light cycles, *Porphyrobacter* sp. ULC335 presented, during stationary phase, strong variations in optical density in response to light in a range of light intensities (Fig. 2A, Suplementary Fig. 10). The bacterial density increased during the light phase and decreased during the dark phase; the rhythms strictly followed the photoperiod and did not persist under constant light or darkness (Fig. 2A, Suplementary Fig. 11), which suggests that they were not driven by a circadian clock but by external light variations. We hypothesized that such variations in optical density could be a consequence of the phototrophic activity of the organism, although, to our knowledge, such conspicuous rhythms have not been reported so far in bacteria capable of AAnP in the absence of additional phototrophic systems. To test this hypothesis, we generated a Tn5 transposon mutant library of the strain and screened for color variations which would betray an alteration of Bchl*a* or carotenoid content. We obtained four mutants of interest (Fig. 2B): strain B^+^C^−^ produced Bchl*a* but no carotenoids (insertion in *crtI*, coding for the phytoene synthase), strain B^−^C^+^ produced carotenoids, although less than the wild type, but no Bchl*a* (insertion in *bchH*, coding for a subunit of the magnesium chelatase required for Bchl*a* synthesis), strain B^−^C^−^ produced neither Bchl*a* nor carotenoids (insertion in *ispA*, coding for the farnesyl diphosphate synthase, required to synthesize a precursor of both Bchl*a* and carotenoids), strain B^++^C^++^ overproduced both Bchl*a* and carotenoids, especially in rich medium and under continuous light (insertion in the *ppaA* gene coding for an AAnP regulator) (Fig. 2C; Suplementary Fig. 12). Of the four mutants, only the B^++^C^++^ strain presented rhythmic growth similar to the wild type strain (Fig. 2D). By contrast, strains B^−^C^−^ and B^−^C^+^ did not present any periodic optical density variation (Fig. 2E). The strain B^+^C^−^ was very sensitive to light: as soon as light was switched on the density started decreasing and continued during the subsequent cycles (Fig. 2E); upon light exposure, the viability of cells, as quantified by Life/Dead staining and CFUs, decreased by at least two orders of magnitude (Suplementary Fig. 13). This suggests that, in the absence of carotenoids, Bchl*a* production might be toxic to the cells, especially in the presence of light. Overall, these data indicate that the rhythmic density variations in response to light depend on a functional reaction center including both Bchl*a* and carotenoids.

**Fig. 2:**
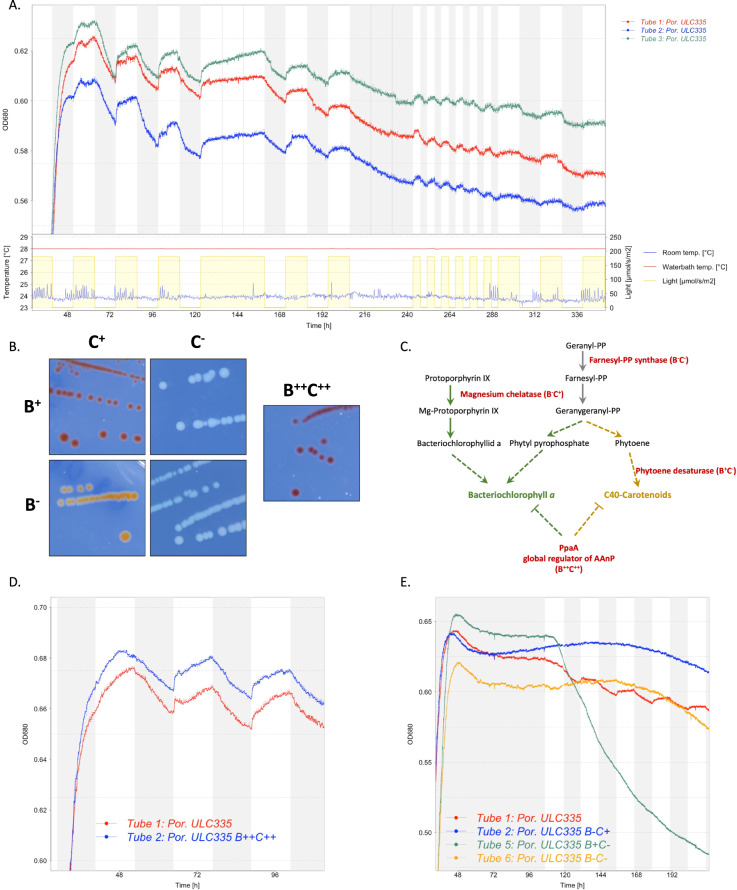
*Porphyrobacter* sp. ULC335 presents rhythmic growth patterns in stationary phase that are dependent on functional anoxygenic phototrophy. **A** Rhythmic variations in optical density (measured at 680 nm) of three replicate cultures of *Porphyrobacter* sp. ULC335 under dark-light alternance (light at 180 µmol/s/cm^2^). Light intensity, culture temperature (water bath), and room temperature are shown as evidence that density changes are from biological and not technical origin. Cultures were maintained in 80 ml tubes in a device adapted for the culture of cyanobacteria or algae. The rhythms do not present persistence under continuous light (120 h–156 h) or continuous darkness (204 h–240 h), and follow light variation seamlessly when the period is shorter than 24 h (240 h–288 h). **B** Colony phenotype of *Porphyrobacter* sp. ULC335 (B^+^C^+^) and four transposon mutants grown on BG11-P-agar in the dark. The color of colonies are in agreement with the absorbance profiles of liquid cultures (Suplementary Fig. 12). **C** Simplified pathway of carotenoid and bacteriochlorophyll *a* biosynthesis. In red, the genes in which the transposon is inserted for each of the mutant strains. Ticked lines represent multiple synthesis steps (enzymatic reactions) or multiple convergent effects (regulators). **D** Rhythmic variations in optical density (measured at 680 nm) of the wild type compared with the bacteriochlorophyll *a* and carotenoid overproducer strain. No significant difference in pattern is apparent between the two strains. The culture conditions are similar to (**A**). **E** Variations in optical density (OD, measured at 680 nm) of the wild type compared with the three bacteriochlorophyll *a* and/or carotenoid mutant strains. B^−^C^+^ and B^−^C^−^ did not present any rhythmic growth pattern; B^+^C^−^ presented slight variations in slope between dark and light phases, the speed of the OD decline increasing during light phases. Because B^+^C^−^ was strongly inhibited by light, the cultures were maintained under continuous darkness until stationary phase, when a 12 h/12 h dark-light alternance illumination regime was started.

### The optical density variations in response to light correlate with changes in cell viability and DNA replication

To further investigate the origin of these rhythms, we sought to determine what happens to *Porphyrobacter* sp. ULC335 cells when they are exposed to darkness. To do so, we sampled six parallel cultures of *Porphyrobacter* sp. ULC335 grown to stationary phase and maintained under continuous light for two days; three of the cultures were switched to the dark for 12 h before sampling (Time Point 1 [TP1]) and switched back to light immediately after sampling (dark treatment); a second sample of all six tubes was taken eight hours after the switch back to light (TP2) (continuous light treatment) (Fig. 3A, Suplementary Fig. 14). Using spectrophotometry and flow cytometry, we did not find any difference in pigment content, cell morphology or aggregation between the treatments (Suplementary Fig. 15). However, using Live/Dead staining, we observed a clear difference in the proportion of living and compromised (permeable) cells between the two treatments: while 70% cells cultured under continuous light were viable and non-compromised, based on fluorescence microscopy, this proportion dropped to 40% after 12 h in the darkness; interestingly, it was enough for the latter cultures to be exposed back to light for 8 h to restore the proportion of viable cells to original levels (Fig. 3B). Colony forming units confirmed this trend (Suplementary Fig. 16). Flow cytometry revealed that three subpopulations coexist in the cultures, independently of the treatment: viable noncompromised cells, compromised (permeable) cells, and dead cells (Fig. 3C; controls: Suplementary Fig. 17). Like the “dead” subpopulation, the “compromised” subpopulation was significantly larger in the cultures exposed to 12 h of darkness than in the cultures exposed to continuous light (Suplementary Fig. 18). Moreover, by analyzing the DNA content of the cells, we found that the frequency of cells undergoing DNA replication was significantly lower in the cultures exposed to darkness than in the cultures kept under continuous light; upon reexposure to light, the two populations were indistinguishable again (Fig. 3D; Suplementary Fig. 19). Taken together, these results suggest that the life history of *Porphyrobacter* sp. ULC335 follows alternate phases in response to illumination conditions: during dark-phases, cells slow down replication and a significant proportion of them dies; during light-phases, part of the surviving cells replicate and divide, and this, possibly along with the partial recovery of some compromised cells, leads to the restoration of previous viability levels in the population.

**Fig. 3:**
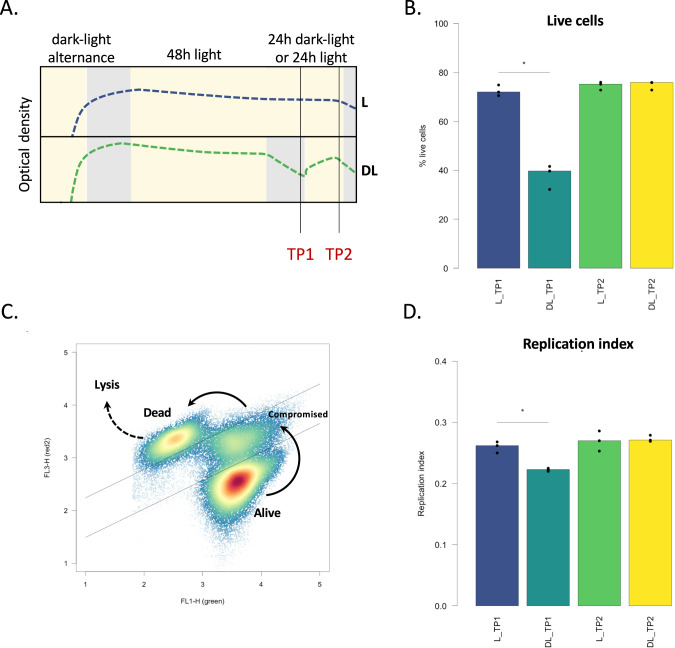
Variations in optical density correlate with differences in cell death and replication rates. **A** Experimental design. Six *Porphyrobacter* sp. ULC335 cultures were maintained in parallel under dark-light alternance up to stationary phase to allow for carotenoid and bacteriochlorophyll *a* accumulation; then, the cultures were exposed for 48 h to continuous light, before three of the six cultures were switched to the dark for 12 h and back again to light for another 12 h. Two series of samples were taken, one at the end of the dark period and one 8 h after return to light, and analyzed using fluorescence microscopy and flow cytometry. **B** Living cells as determined using fluorescence microscopy on Live/Dead stained cells. The proportion of living cells dropped after the dark phase and returned to baseline after exposure to light. At least 500 cells were counted per replicate. **C** Dead, compromised, and alive subpopulations as observed using flow cytometry after Live/Dead staining. The arrows indicate the probable path from alive to compromised to dead cells, as membrane permeability increases; lysed cells have released their cellular content, including DNA, and cannot be observed using flow cytometry. **D** The proportion of replicating cells, as determined by flow cytometry using DyeCycle Orange stain, decreased during the dark phase and returned to baseline after reexposure to light. A total of 40'000 cells was analyzed. The calculation of the replication index is explained in the methods; see Suplementary Fig. 19 for a more detailed representation of flow cytometry data. Amount of light during light periods: 150 µmol/s/m^2^. Asterisks indicate statistically significant differences (bilateral Student’s *t*-test, *p*-value < 0.05).

### In *Porphyrobacter* sp. ULC335, direct responses to light and responses to electron flow underlie rhythmic physiology

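The RNA-seq data comprise 24 libraries, from 3 replicate cultures of the wild type and 3 of B-C+, each sampled at 4 time points. B-C+ is a Bchl*a* null mutant that carries a Tn5 transposon in *bchH*, the gene for the H subunit of the magnesium chelatase. The cultures had been in stationary phase for 3 days under 12 h of light and 12 h of darkness. Early Day (ED) was sampled 1 h after the switch to light and Late Day (LD) 1 h before the switch to darkness. Early Night (EN) was sampled 1 h after the switch to darkness and Late Night (LN) 1 h before the switch to light. The light is given as 150 µmol per second and square metre in the sample labels, and with the same number per square centimetre in the supplementary methods. RNA was depleted of ribosomal RNA and sequenced as 150 bp read pairs. The authors trimmed the reads with fastP, mapped them with bowtie2 and counted read pairs per gene with featureCounts 2.0.0, strand by strand and without pairs that map to several genes. The deposited values are these counts, without normalization. They cover 3420 genes, of which 3372 are coding sequences, 44 tRNA genes, 3 rRNA genes and 1 the tmRNA gene. The paper states an average of 40 to 70 M paired-end reads per sample, whereas the counts, which all values here use, add up to between 771608 and 5634009 read pairs per library. Wild-type totals ranged from 3062971 to 5185807 at ED (median 3807663), from 3294457 to 3523313 at LD (median 3309166), from 1552232 to 1792505 at EN (median 1569532) and from 771608 to 1043706 at LN (median 787886). Totals of B-C+ ranged from 4066594 to 5634009 at ED (median 4272239), from 4311995 to 5122267 at LD (median 4956920), from 3993364 to 4611697 at EN (median 4333783) and from 4174565 to 5346763 at LN (median 5018576). The wild-type night libraries were the shallowest, and the main counts of genes were also computed after all libraries had been thinned to 717817 coding counts.
The counts of coding sequences were scaled with TMM factors and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Differences between strains and their dependence on time were tested in 1 fit of the 24 libraries, for 3342 genes that passed edgeR's filterByExpr with a minimum count of 10. Changes over time were tested in a fit of the 12 libraries of each strain, for 3244 genes in the wild type and 3332 in B-C+. A gene is called at an adjusted p below 0.01, between strains with a change of more than 2-fold as well. Expression is given as CPM, the counts scaled by edgeR to a common library size with TMM factors, with the standard deviation of the 3 cultures. At each time point, the log2 fold changes between the strains lay within a root mean square difference of 0.04 to 0.08 of those in the part of the paper's Supplementary File 2 at hand. Log2 fold changes are B-C+ over wild type, day over night, or later over earlier time point. The biological coefficient of variation between replicate cultures was largest in the wild type at LN (16.6%) and lay between 8.92% and 13.6% in the other groups.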

To understand the physiological correlates of this behavior, we sequenced the full transcriptome of stationary phase cultures under 12 h/12 h darklight cycles. We were particularly interested in transcriptional responses upon light phase transition, so we sampled one hour before (Late Night, “LN”) and after (Early Day, “ED”) the switch to light, one hour before (Late Day, “LD”) and after (Early Night, ”EN”) the switch to darkness. In addition, we treated in parallel the wild type strain and the arrhythmic phototrophy mutant B^−^C^+^ in order to be able to discriminate between direct responses to light (independent of Bchl*a*) and responses due to the electron flow generated by phototroph.

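The interrupted gene, *bchH* (KVF90_15790, positions 3316158 to 3319796 on the plus strand), was transcribed in both strains. The supplementary list of strains gives the *bchH* insertion under the name B+C+, which is taken here as B-C+. By the position given there, most of the gene lies upstream of the transposon. A count per gene does not separate read pairs from the 2 sides of the transposon. In the wild type, *bchH* reached 2428 ± 185 CPM (SD, n = 3) at ED, 2754 ± 277 at LD, 4008 ± 415 at EN and 5056 ± 1555 at LN. In B-C+, it reached 1900 ± 212 CPM at ED, 246 ± 17.1 at LD, 6594 ± 386 at EN and 12370 ± 765 at LN. Between strains, *bchH* did not pass the threshold at ED (log2 fold change -0.35, adjusted p = 0.0362, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, it was lower in B-C+ at LD (-3.48, adjusted p = 2.1e-16) and higher at LN (1.29, adjusted p = 3.8e-08).
Averaged over the 4 time points, 486 genes were called between strains, 232 higher and 254 lower in B-C+. Without the fold limit the number rose to 2192, and with a test against a 2-fold change it fell to 269. With libraries scaled by total counts only, 706 genes were called, 578 higher and 128 lower, so the near-even split rests on the scaling. The number ranged from 446 to 512 with 1 culture left out. The averaged comparison treats the 12 libraries of a strain as independent, although they come from 3 cultures. Its p values may therefore be too small. Among the called genes whose 12 B-C+ libraries all lay on the same side of the 12 wild-type libraries, the largest rise was that of KVF90_00755, which encodes an RNA-binding protein, with a log2 fold change of 4.09 (standard error 0.13, adjusted p = 1.4e-20, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by *rtcA* (KVF90_00765), which encodes an RNA 3′-terminal phosphate cyclase (3.59), and KVF90_01960, a P-II family nitrogen regulator (3.54). The largest falls were in the phototrophy locus downstream of the transposon. The reaction center gene *puhA* (KVF90_15810) had a log2 fold change of -6.69 (standard error 0.10, adjusted p = 7.1e-28, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1150 to 9402 counts per wild-type library and 55 to 153 per B-C+ library. It was followed by *bchL* (KVF90_15795, -6.50) and KVF90_15805, a transporter of the BCD family (-6.17).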

Disrupting photosynthesis had massive consequences at the transcriptional level. 

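At 1 or more of the 4 time points, 1500 of the 3372 coding sequences (44.5%) were called between the strains. Of these, 800 were higher and 774 lower in B-C+ at some time point, and 74 were higher at 1 and lower at another. Of the 1500 genes, 692 were called at 1 time point only, and 118 at all 4, of which 100 in the same direction. The number of genes depended most on the limits. Without the fold limit 2624 genes were called, and 692 with a test against a 2-fold change. With each culture left out in turn, the number lay between 1445 and 1568. With libraries scaled by total counts only, 1457 genes were higher and 448 lower, so the even split rests on a scaling that assumes no overall shift between strains.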

Among protein-coding genes, 1533 out of 3418 were differentially regulated more than two-fold at least at one of the four timepoints in the phototrophy mutant, about half being downregulated and half being upregulated (Fig. 4A; Suplementary File 2). The time of day had a strong influence on the divergence of the transcriptional profile between the two strains. 

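At EN, 938 genes were called between the strains, against 715 at ED, 721 at LD and 454 at LN. The wild-type LN libraries are the shallowest, with the largest variation between cultures, so the numbers were also computed at equal depth and without a test. After thinning, 876 genes were called at EN, 676 at ED, 674 at LD and 423 at LN. Irrespective of any test, 30.7% of the genes changed by more than 2-fold at EN, 22.4% at ED, 22.7% at LD and 16.0% at LN. The median standard error of the log2 fold changes was 0.15 at ED and LD, 0.17 at EN and 0.18 at LN. The root mean square difference between the mean log2 profiles of the strains was 0.977 at ED, 0.947 at LD, 1.05 at EN and 0.832 at LN. With 1 culture left out, the number of genes ranged from 386 to 538 at LN and from 896 to 984 at EN. The difference between strains itself depended on time in 1884 genes (interaction of strain and time, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a number that ranged from 1530 to 1719 with 1 culture left out.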

The number of differentially regulated genes between the two strains differed the most at the EN time point and differed the least at the LN time point, suggesting that, in the prolonged absence of light exposure, the physiologies of the two strains tended to converge. Globally, the mutant and the wild type seem to time transcription differently. Genes more transcribed in the mutant compared to the wild type were most abundant during the day (and EN), while genes less transcribed in the mutant compared to the wild type were most abundant during the night. 

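Genes called higher in B-C+ numbered 364 at ED, 406 at LD, 481 at EN and 170 at LN. Genes called lower numbered 351 at ED, 315 at LD, 457 at EN and 284 at LN. Genes called at a single time point numbered 154 at ED, 109 at LD, 286 at EN and 143 at LN. TMM scaling places the median log2 fold change of all genes near 0 at each time point. With total counts only, the median became 0.45 at ED, 0.40 at LD, 0.65 at EN and 0.03 at LN. The split between higher and lower genes then became 750 to 172 at ED, 745 to 142 at LD, 1139 to 167 at EN and 192 to 266 at LN. With RLE factors it was 351 to 355 at ED, 397 to 317 at LD, 450 to 486 at EN and 154 to 295 at LN. The lower genes thus outnumbered the higher ones at LN and the higher ones the lower at LD under these 3 scalings, while the majority at ED and EN depended on the scaling.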

Among genes downregulated in the mutant, functions linked to photosynthesis, including porphyrin metabolism, and ribosome biogenesis were enriched, especially during the day; genes upregulated in the mutant included categories linked to DNA repair, translation, and energy metabolism (Fig. 4B; Suplementary File 3). This indicates that the transcriptional investment into energy metabolism, especially photosynthesis, and translation machinery is modified, both in terms of timing and intensity, in the phototrophy mutant compared to the wild type.

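Gene sets were compared with limma's camera test, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 30 tests. The 51 ribosomal protein genes were higher in B-C+ than in the wild type during the day, with a median log2 fold change of 2.04 at ED (camera, adjusted p = 3.8e-20, limma) and 1.83 at LD (camera, adjusted p = 5.9e-21, limma). They were higher at EN as well (1.88) and lower at LN (-0.65), where 42 of the 51 genes were lower. The 31 genes for tRNA ligases and translation factors had medians of 0.93 at ED, 0.73 at LD and 0.89 at EN, all called, and -0.02 at LN, which was not. The 21 genes of the respiratory chain and ATP synthase were higher in B-C+ at ED (0.47), LD (0.85) and EN (1.06) and not at LN (-0.06). The 30 DNA repair genes were called by camera at LN only (median 0.55, adjusted p = 0.00168, camera of limma). Their medians were -0.03 at ED, -0.30 at LD and -0.29 at EN. These turn positive with total counts only, where the median of all genes was 0.455 at ED, 0.40 at LD and 0.65 at EN. Fry called the DNA repair genes lower at LD (adjusted p = 7.0e-05, limma) and EN (adjusted p = 9.7e-04, limma). The 41 AAnP genes, here the 38 coding sequences of the phototrophy locus with *bchE*, *bchJ* and *crtY*, were lower at ED (-1.18) and LD (-3.07). At EN their median was -0.51, a sign that it loses with total counts only, while the set was called lower under both scalings. At LN their median was 0.37, but their mean was -0.92 and camera, which did not call the set, pointed down, as did fry, which called it (adjusted p = 7.5e-06, limma). The 10 genes downstream of the transposon had a median of -4.69 at EN and -5.53 at LN. The 18 genes upstream of it on the same strand had medians of -0.02 and 0.84. The calls at EN and LN therefore do not show lower expression of the set as a whole. Of the 19 sets and comparisons called by camera, 18 were also called by fry, which called another 5, and with an estimated correlation only the AAnP genes in the day and night comparison of B-C+ were.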

**Fig. 4:**
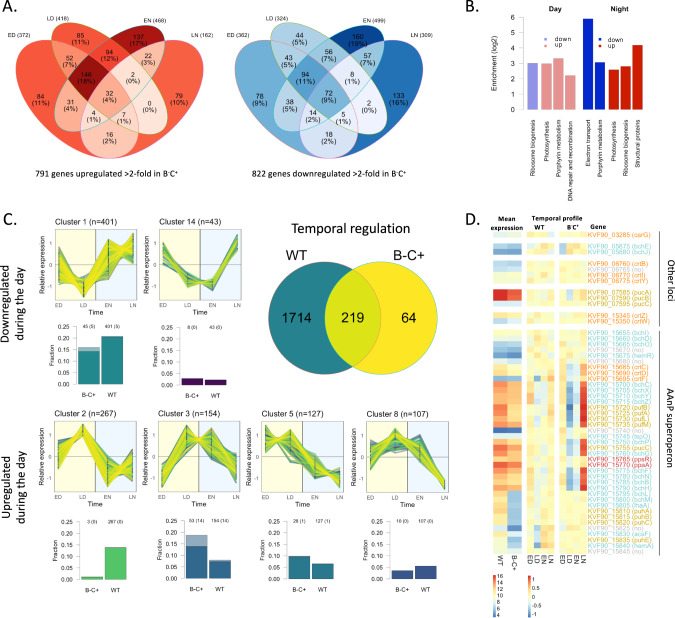
Diel dark-light cycles drive extensive transcriptional rhythms in *Porphyrobacter* sp. ULC335. **A** Summary of the experiment: number of genes upregulated (right) or downregulated (left) in the Bchl*a* null mutant compared to the wild type at different timepoints (ED: early day; LD: late day; EN: early night; LN: late night). **B** KEGG categories enriched among differentially regulated genes in the Bchl*a* null mutant compared to the wild type; ED and LD on one side and EN and LN on the other side are considered together in this analysis. **C** The figure summarizes information about the temporal regulation of genes in the wild type strain and its Bchl*a* null mutant. The Venn diagram indicates the number of temporally regulated genes in the two strains. The major clusters of genes showing a consistent light-response pattern in either of the two strains are presented based on their temporal profile (upper plot; the datapoints represent the relative transcription rates [the Z-scores of the rlog-transformed count data]) and the fraction they represent among temporally regulated genes in both strains (lower plot; light colors represent genes falling in the same cluster in the wild type and the Bchl*a* null mutant). The same data split by strain is presented in Suplementary Fig. 20. **D** Heatmap of gene expression for the AAnP-associated genes. The first two columns show the relative expression of each gene in the two strains; the next eight columns represent the variation over time of the two strains. The gene number and name are shown in cyan for Bchl*a* biosynthesis genes, gold for reaction center genes, orange for carotenoid biosynthesis genes, and red for regulators; gray is used for genes whose function is dubious.

We then identified genes differentially regulated over time (Impulse DE algorithm, *p*-value < 0.01) in either the wild type or the B^−^C^+^ strain, clustered them by temporal profile and compared the different sets of genes between the two strains (Suplementary File 4; Suplementary Fig. 20). Again, photosynthesis disruption had a huge impact: only 283 genes (8% of the genome) varied over time in the B^−^C^+^ strain, compared to 1933 genes (56% of the genome) in the wild type strain. This indicates that functional AAnP not only provides energy to the cells, but also drives a pervasive rhythmic physiology that is entirely absent in the phototrophy mutant. 

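The expression of 2047 genes (60.7% of the coding sequences) varied over time in the wild type and that of 246 (7.30%) in B-C+, at an adjusted p below 0.01. At an unadjusted p below 0.05, the numbers were 2447 and 944. The list of the wild type holds 1909 of the 1916 genes of the paper's list that are in the deposited counts, and that of B-C+ 239 of 280. The lists of the strains share 198 genes, and 48 were called in B-C+ only. Of the 1849 genes called in the wild type only, 1575 also differed between strains in their time course (interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The range between the highest and lowest time point was larger in the wild type for 1965 of the 2047 genes, with a median of 1.17 (log2) against 0.30 in B-C+. Over all genes tested, the median range was 0.93 in the wild type and 0.31 in B-C+. After thinning to equal depth, 1738 genes were called in the wild type and 185 in B-C+. The replicate cultures varied more in B-C+, with a median biological coefficient of variation of 11.9% against 9.97%. With the spread estimated over both strains together, 2134 and 295 genes were called. The number in B-C+ was 499 with scaling by total counts, 467 with the culture as a block, and 120 with a 2-fold limit as well. The number in the wild type ranged from 1383 to 1855 with 1 culture left out. In B-C+ it was 199 without replicate 1, 148 without replicate 2 and 124 without replicate 3, and the number shared by the strains was 125 without the second of these and 105 without the last. From the small number of temporally regulated genes in B-C+ next to that of the wild type, the paper concludes that functional AAnP, beyond its supply of energy, drives a rhythmic physiology that the mutant lacks.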

More than half of the genes temporally regulated in the wild type strain show opposite expression trends during daytime and nighttime. 

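For each gene, the direction from ED to LD was compared with that from EN to LN. The directions were opposite in 1255 of the 2047 genes that varied over time in the wild type (61.3%). Over all genes tested, most of which do not vary over time in B-C+, the share was 58.6% in the wild type and 60.0% in B-C+. The share of the genes that varied in the wild type ranged from 59.4% to 61.7% with 1 culture left out. When both steps had to be called, 341 genes were left, of which 237 (69.5%) went in opposite directions. Of these, 94 rose in the day and fell in the night, and 143 fell in the day and rose in the night. In B-C+, the directions were opposite in 167 of the 246 genes (67.9%), and in 23 of the 24 genes with both steps called. The percentage in B-C+ ranged from 58.9 to 66.9 with 1 culture left out.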

Four gene clusters (655 genes in total) are consistently upregulated during the day and downregulated during the night (Fig. 4C, lower part), while two clusters (444 genes in total) are downregulated during the day and upregulated during the night (Fig. 4C, upper part). 

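The groups of clusters were taken from the authors' list of clusters for the wild type. The authors formed these clusters from the time profiles of the same libraries, so the directions here are no independent test. Clusters 2, 10, 13 and 16 hold 655 genes, of which 650 were tested. Their expression was higher in the day than in the night in 386 genes and lower in 26, and their median day-to-night log2 fold change was 0.40. From ED to LD and from EN to LN, 392 of them (60.3%) rose and then fell, and 62 (9.54%) did the opposite. Cluster 10 (267 genes) had its highest Z score at EN (0.80, against 0.12 at ED and 0.35 at LD). In this cluster, 118 genes were called higher in the day and 9 in the night. Clusters 1 and 4 hold 444 genes, of which 440 were tested. Night expression was higher in 287 and lower in 9 of these, with a median log2 fold change of -0.63. In this group 295 genes (67.0%) fell in the day and rose in the night, and 12 (2.73%) did the opposite.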

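In the wild type, the mean of ED and LD differed from that of EN and LN in 1268 genes (37.6% of the coding sequences), of which 642 were higher in the day and 626 in the night. More than 2-fold changes were seen in 277 of them. In B-C+, 162 genes differed, 96 higher in the day and 66 in the night. The difference between day and night itself differed between strains in 1105 genes (interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number of wild-type genes was 696 without wild-type replicate 2 and ranged up to 1146 with another culture left out. With total counts only, the median of all genes shifted to 0.16 in the wild type and 0.23 in B-C+, and the split of higher to lower genes became 971 to 424 and 379 to 35. The other pairings of the time points gave 1092 wild-type genes for ED and EN against LD and LN, and 1375 for ED and LN against LD and EN. The numbers in B-C+ were 71 and 186.
The largest falls from night to day in the wild type, among genes whose 6 day libraries all lay on the same side of the 6 night libraries, were those of *ald* (KVF90_03235), for alanine dehydrogenase, KVF90_05710, for a heme oxygenase, and KVF90_07685, for a transporter. Their log2 fold changes were -4.09, -3.74 and -3.03, and that of *ald* had a standard error of 0.18 and an adjusted p of 4.2e-12 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest rises were those of KVF90_08220 and KVF90_08215, of unknown function, and *cobA* (KVF90_08225), neighbors on the minus strand, with log2 fold changes of 4.32, 4.29 and 4.04. Their rise lies at ED, where *cobA* reached 1613 ± 275 CPM (SD, n = 3) against 271 ± 194 at LD. In B-C+, KVF90_06925, KVF90_12265 and KVF90_11545 rose most (2.94, 2.90 and 2.84). The light-harvesting genes *pufB* and *pufA* and the reaction center gene *pufL* fell most (-4.68, -4.33 and -4.42). With the ED and EN labels exchanged, a setting added after the data had been seen, all 3 rises in each strain and the fall of KVF90_05710 change sign.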

Overall, this suggests that the transcriptional profile, and consequently the physiology, of *Porphyrobacter* sp. ULCC335 presents a marked contrast between day and night involving opposed regulation of more than 1000 genes (31% of the genes). 

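Of the gene sets, ribosomal proteins differed most between day and night in the wild type. All 51 genes were lower in the day, 47 of them called, with a median log2 fold change of -1.19 (adjusted p = 4.7e-19, camera of limma with Benjamini-Hochberg adjustment). The AAnP genes were lower in the day as a set (adjusted p = 0.00147, camera of limma). This call was lost without wild-type replicate 1, when the median was -0.36. The respiratory chain and ATP synthase genes had a median of -0.33, with 7 of 21 called lower and 4 higher, and were not called by camera (adjusted p = 0.155, limma) but by fry (adjusted p = 0.0014, limma). Their median was -0.099 without wild-type replicate 1. The DNA repair genes were higher in the day (median 0.26, adjusted p = 0.0097, camera of limma), but not without wild-type replicate 2 or 3 (0.20 without replicate 3) or with the culture as a block (adjusted p = 0.0127, camera of limma). In B-C+, the ribosomal protein genes went the other way, with a median of 0.17 (adjusted p = 3.4e-05, camera of limma), which fry did not call (adjusted p = 0.158, limma). The respiratory chain genes of B-C+ were not called (median -0.18, adjusted p = 0.0268, camera of limma). They passed the threshold without B-C+ replicate 2, with a median of -0.20, and with total counts only. In the last setting their median was 0.047 and that of all genes 0.23, so the set still lay below all genes. No set of transporter genes was tested.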

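Of the genes that the paper assigns to the 3-hydroxypropionate bicycle, *Pcs* (KVF90_08260), *Mcr* (KVF90_08265) and *AccA* (KVF90_08270) are neighbors on the plus strand between positions 1752496 and 1762721. *Pcs* reached 2063 ± 136 CPM (SD, n = 3) at ED, 936 ± 231 at LD, 361 ± 69.8 at EN and 270.3 ± 51.3 at LN in the wild type. Its log2 fold change from night to day was 2.13 (standard error 0.12, adjusted p = 1.4e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the wild type. In B-C+ it was 2.58 (standard error 0.21, adjusted p = 1.3e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and this change did not differ between the strains (adjusted p = 0.191, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mcr* rose by 1.98 in the wild type and 2.50 in B-C+, and *AccA* by 0.58 and 0.67, although *AccA* was not called in the wild type without replicate 2 (0.44). *Mch* (KVF90_00360) was higher in the day in the wild type (0.65), a call lost without wild-type replicate 2 (0.57), and not in B-C+ (-0.16). *Meh* (KVF90_03630) and *Mct* (KVF90_03640) were lower in the day in the wild type (-1.69 and -0.97), the latter not without replicate 3 (-0.64), and not in B-C+ (-0.12 and 0.10). For *Mch*, *Meh* and *Mct* the day and night change differed between the strains by -0.84, 1.55 and 1.05. *SmtB* (KVF90_00365, 0.19) and *Mcl* (KVF90_09475, 0.06) were not called in the wild type, although *SmtB* was with total counts only (0.36). Of the 8 genes, 6 were called in the wild type and 3 in B-C+, over all genes tested and adjusted over the list alone. With the ED and EN labels exchanged, most of these changes move. In the wild type, *Pcs* (-0.42), *Mch* (-0.18) and *Meh* (0.079) change sign, and *Mcr* (0.12) and *AccA* (0.095) are not called, and *SmtB* (0.63) is. In B-C+, *Pcs* (-1.73), *Mcr* (-1.46) and *AccA* (-0.54) change sign.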

Genes downregulated during the day and upregulated during the night are enriched for the AAnP pathway, ribosome biosynthesis, and oxidative phosphorylation, including the electron transfer chain; genes upregulated during the day and downregulated during the night include transporters, energy metabolism and especially genes involved in the 3-hydroxypropionate bicycle and possibly implicated in CO_2_ co-assimilation (Suplementary File 5). This suggests that the night is dedicated to replenish Bchl*a* and the ribosomal content of the cells, while nutrient assimilation might be privileged during the daytime.

Like in other AAnP-competent bacteria, genes involved in Bchl*a* biosynthesis and components of the light-harvesting complexes tended to be downregulated during the day and upregulated at night in both the wild type and the Bchl*a* null mutant strain (Fig. 4D; Suplementary Fig. 21). However, the amplitude of expression changes across the four timepoints was attenuated in the wild type strain compared to the Bchl*a* null mutant. 

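Of the 41 AAnP genes, 40 passed the filter in the wild type, and all did in B-C+. Of the wild-type genes, 35 varied over time, and their median log2 fold change from night to day was -0.51. Single genes were called lower in the day 22 times and higher 6 times. In B-C+, 26 varied over time, and 25 were lower and 1 higher in the day (median -1.08). The 10 genes downstream of the transposon on the strand of *bchH* were called lower in B-C+ than in the wild type at LN, so they say little about its day and night. Without these and *bchH*, 19 of 29 genes were lower and 4 higher in the day in the wild type (median -0.57), and 24 of 30 were lower and 1 higher in B-C+ (median -2.65). The set as a whole was called in B-C+ with an adjusted p of 1.5e-36 (camera of limma). Among the 14 Bchl*a* synthesis genes named in the legend of Supplementary Fig. 21, 11 were called between day and night in the wild type and 10 in B-C+, and the numbers were the same when adjusted over the list alone. Among them, *bchD* (1.03) and *bchE* (1.68) were higher in the wild-type day, while *bchC* (-1.68), *bchF* (-1.64) and *bchY* (-1.83) were lower. The light-harvesting genes *pufB* and *pufA* were lower in the day in the wild type by -0.84 and -1.02.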

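The change from LD to LN was compared between strains as an interaction in the fit of the 24 libraries. Of the 41 AAnP genes, 24 shifted more toward higher expression at LN in B-C+ than in the wild type and 5 less, with a median difference of 1.44 (log2). The largest difference was that of *pufB* (6.74). Among the 30 genes outside the part of the locus that starts with *bchH*, 23 shifted more toward LN and 0 less by edgeR and by DESeq2 (median difference 3.02). At an unadjusted p below 0.05, both tools gave 24 and 0. These counts go by the sign of the difference and not by the size of the change. By size, the change was larger in B-C+ in 22 of the 29 genes that differed and smaller in 7, and among the 23 outside that part larger in 21 and smaller in 2. The 2 are *bchD*, which fell by 1.25 in the wild type and rose by 1.04 in B-C+, and KVF90_15670 (-1.29 and 0.10), which was named after its values had been seen. The number of all AAnP genes that shifted more toward LN was 21 with total counts only and 23 after thinning, and it ranged from 23 to 25 with 1 culture left out. The median range over the 4 time points was 1.41 in the wild type and 1.78 in B-C+ for all AAnP genes, and 1.44 against 3.09 without the part that starts with *bchH*. Expression in B-C+ relative to the wild type changed along the locus. At LN, the 18 genes upstream of the transposon on the strand of *bchH* had a median log2 fold change of 0.84, and the 9 genes of the other strand 0.57. The 10 genes downstream of it had a median of -5.53 (from -6.73 to -4.29), all called.

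**Figure D1:**
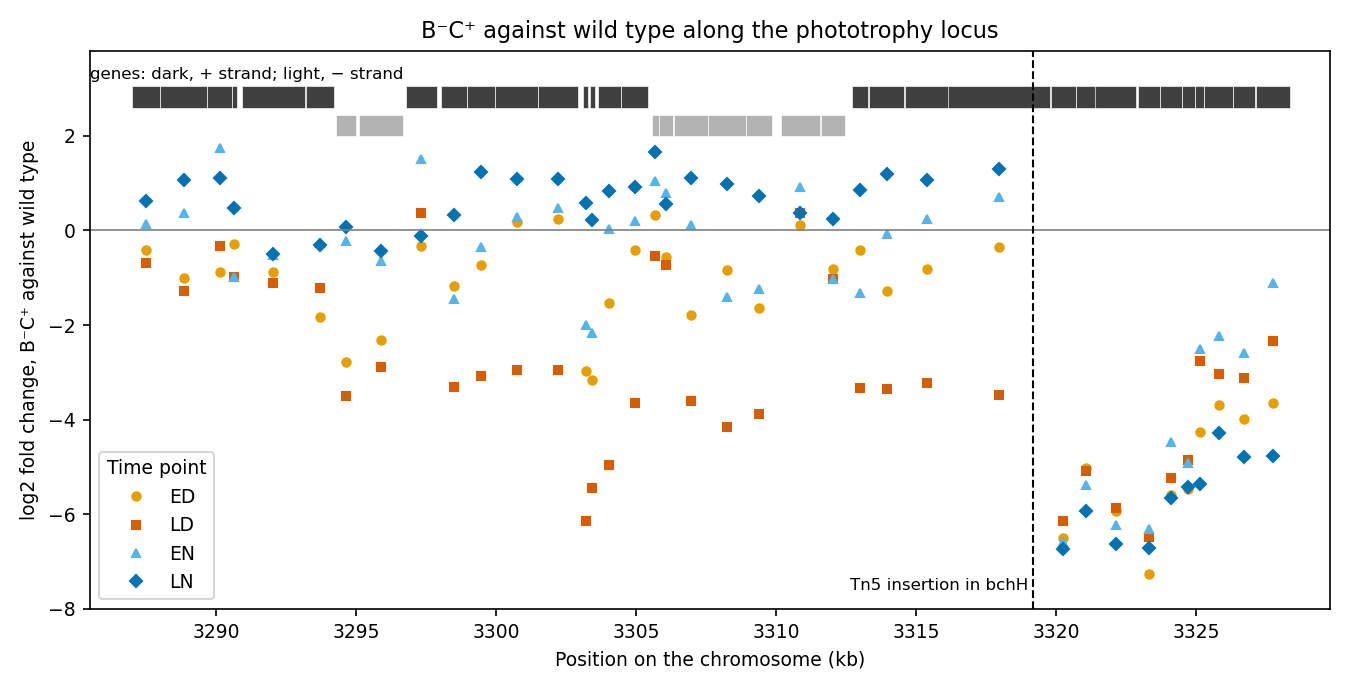
Log2 fold change of B-C+ over the wild type for each gene of the phototrophy locus (vertical axis) at its position in kb (horizontal axis). The 4 time points are overlaid in different colors and symbols. Bars along the top mark the genes, with the plus strand in dark and the minus strand in light color. The dashed line marks the transposon, downstream of which the median at LN is -5.53, against 0.84 for the genes of the same strand upstream.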

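Between LD and LN, 18 of the 41 AAnP genes (43.9%) rose by more than 4-fold in B-C+, and 2 of 40 (5%) in the wild type. The log2 fold change from LD to LN had a median of 1.44 in B-C+, from -1.03 to 7.23, with 25 genes called higher and 0 lower at LN by edgeR and by DESeq2. At an unadjusted p below 0.05, 3 genes were lower by edgeR and 2 by DESeq2. Its median in the wild type was 0.57, from -1.69 to 2.97, with 23 genes called higher and 4 lower. The choice of genes moved the share in B-C+ most. When *bchH* and the genes downstream of it in the locus were left out, 17 of 30 genes (56.7%) rose by more than 4-fold in B-C+ and 1 of 29 (3.45%) in the wild type. The medians were then 3.09 and 0.36. In the locus alone, 18 of 38 genes (47.4%) did so in B-C+. With 1 culture left out, the share over all genes ranged from 43.9% to 46.3% in B-C+ and from 5% to 7.5% in the wild type.

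**Figure D2:**
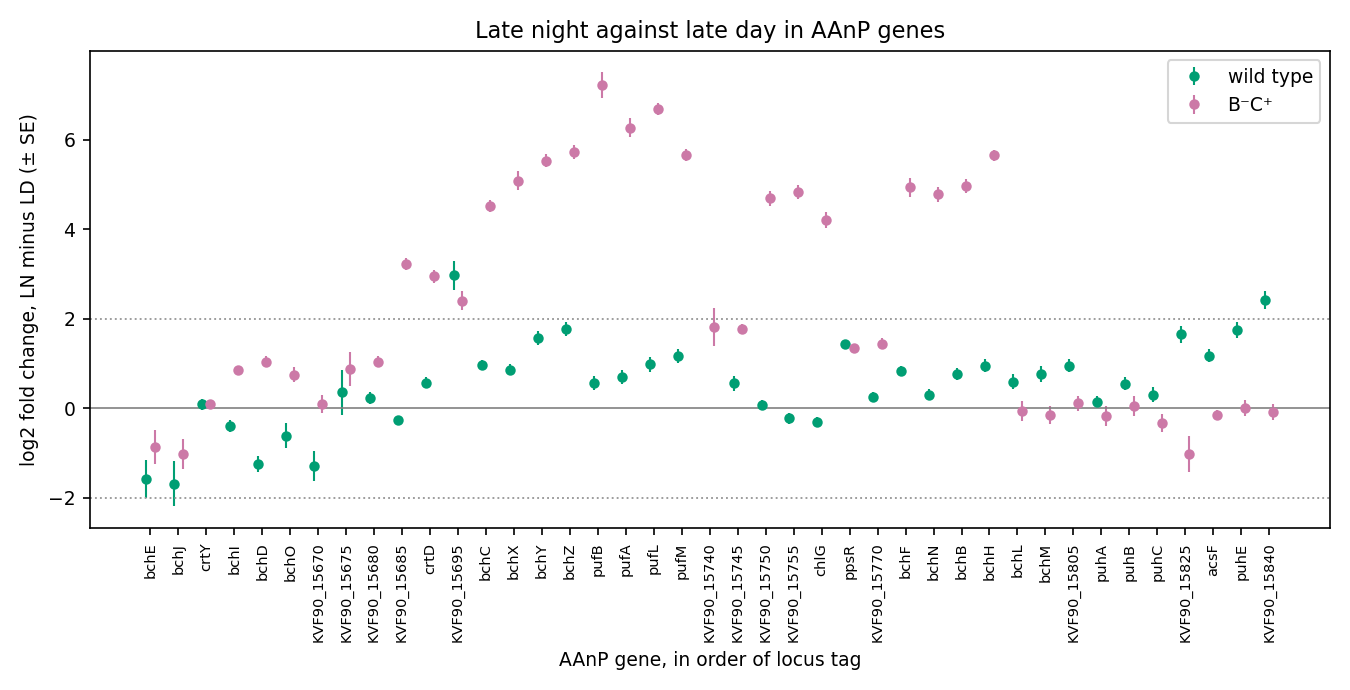
Log2 fold change from LD to LN (vertical axis) of each AAnP gene in the wild type (green) and B-C+ (pink), with standard errors as bars and dotted lines at a 4-fold change. In B-C+ 18 genes lie above the upper line, and in the wild type 2.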

In B^−^C^+^, more than half of the expressed genes presented a four-fold difference in expression between late night (maximal expression) and late day (minimal expression), while a variety of attenuated and shifted profiles was represented in the wild type. These differences in the expression of AAnP-related genes suggest that genes which mainly respond to light cues in the B^−^C^+^ strain are tuned, in the wild type, via mechanisms sensitive to energy flow which are only active when AAnP is functional.

Overall, our transcriptome analysis revealed that diel light cycles have a major impact on the transcriptional program and physiology. The activity of the cells differs markedly between the daytime and the nighttime, and there is a clear physiological shift between early and late timepoints in either day or night. 

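In the wild type, 587 genes changed from ED to LD (239 rose and 348 fell) and 1419 from EN to LN (739 and 680). Over the light switches, 884 changed from LD to EN (457 and 427) and 1415 from LN to ED (712 and 703). More than 2-fold changes were seen in 163, 806, 241 and 662 genes for these 4 steps. In B-C+, 174 genes changed from ED to LD, 73 from LD to EN, 43 from EN to LN and 154 from LN to ED. With the culture as a block, 335 changed from ED to LD, 154 from LD to EN and 92 from EN to LN. With DESeq2, the numbers for ED to LD, LD to EN and EN to LN were 266, 121 and 85. The root mean square difference between mean log2 profiles was 0.509 between ED and LD and 1.06 between EN and LN in the wild type, and 0.385 and 0.266 in B-C+. LN was in the wild type the time point of highest expression for 740 genes and of lowest for 742, more than any other time point. With total counts only, the median of all genes shifted by 0.14 from ED to LD, -0.44 from LD to EN and 0.39 from EN to LN in the wild type, and the split of risen to fallen genes became 424 to 251, 156 to 1189 and 1072 to 389. The shift in B-C+ was -0.20 from LD to EN, -0.15 from EN to LN and 0.26 from LN to ED, with splits of 32 to 107, 22 to 77 and 144 to 31. The split from ED to LD in B-C+ became 109 to 86, from 64 to 110. From LN to ED it became 623 to 745 in the wild type. After thinning, 367 genes changed from ED to LD in the wild type. Without wild-type replicate 2, 193 genes changed from ED to LD, 358 from LD to EN and 916 from LN to ED. Without B-C+ replicate 3, 94, 47 and 3 genes changed in B-C+ from ED to LD, LD to EN and EN to LN. Without B-C+ replicate 2, 9 genes changed in B-C+ from EN to LN.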

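Each of the 12 B-C+ libraries was compared with the mean wild-type profile of each time point, by the root mean square difference of log2 CPM over 3342 genes. The nearest wild-type time point was LN for 7 libraries and LD for 5. The mean difference over the 12 libraries was 0.897 ± 0.0459 (SD) to LN, 0.914 ± 0.0597 to LD, 0.982 ± 0.0482 to ED and 1.15 ± 0.0727 to EN, so that LN and LD were separated by less than the spread between libraries. Libraries of B-C+ sampled at LN were all nearest to the wild type at LN (0.858 ± 0.0048, n = 3, against 0.915 ± 0.0279 to LD), and those sampled at LD were so on average and in 2 of 3 libraries (0.919 ± 0.0178 against 0.967 ± 0.0595). Those sampled at ED and EN were on average nearer to LD (0.932 ± 0.0229 and 0.842 ± 0.0473) than to LN (0.954 ± 0.0227 and 0.856 ± 0.0176). By 1 minus the Spearman correlation, 9 libraries were nearest to LN and 3 to LD. The numbers were the same with only the genes that varied over time in the wild type, without the phototrophy locus, and after thinning. The order depended on single cultures. Without wild-type replicate 1, 5 libraries were nearest to LN and 7 to LD. Without wild-type replicate 2 the numbers were 6 and 6, and without wild-type replicate 3 they were 7 and 5. With a B-C+ culture left out, 8 libraries remain. Of these, 4 were nearest to LN and 4 to LD without replicate 1 or 2, and 6 and 2 without replicate 3. The comparison was tested on simulated counts. Counts drawn from a wild-type time point were nearest to that time point in all 12 libraries, and counts drawn from the mean of the 4 time points were nearest to LD in all 12.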

Consistent with our observations on optical density, inactivation of AAnP hampers rhythmic transcription and leads to a transcriptional profile that is most similar to the one presented by the AAnP-competent strain at the end of the night, when the benefits of phototrophy wear off.

### Phototrophy provides a survival benefit in stationary phase that correlates with Bchl*a* production

*Porphyrobacter* sp. ULC335 cultures present oscillations in density in stationary phase that correlate with changes in mortality and reproduction rates. However, it is unclear how these variations affect the overall survival of the bacteria, especially in view of the absence of any density variation in Bchl*a* null strains (B^−^C^+^ and B^−^C^−^). We took advantage of the set of mutants we had generated (Fig. 2B, C) to ask whether AAnP actually provides some fitness advantage to *Porphyrobacter* sp. ULC335 depending on the illumination regime (DL: 12 h/12 h Dark-Light alternance, D: constant Dark, L: constant Light).

While AAnP did not provide a significant advantage in exponential up to early stationary phase (Suplementary Figs. 22 and 23), survival after 96 h spent in stationary phase was strongly affected by the genotype and the illumination regime. This is consistent with the accumulation pattern of Bchl*a* and carotenoids, whose content increases a lot between 24 h and 48 h of growth, especially in the D and DL treatments, in the two strains capable of AAnP (Fig. 5A). When AAnP was impossible, either in the absence of light or in the absence of Bchl*a* (B^−^C^+^ mutant), the CFUs decreased by about two orders of magnitude leading to survival rates around or below 5% (Fig. 5B). The capacity to produce energy through AAnP helped the wild type and B^++^C^++^ strains survive better under the DL regime, reaching 35% and 60% survival respectively. Under continuous light, again, the wild type and B^++^C^++^ strains survived better than the Bchl*a* null mutant, but mortality was nonetheless much higher than under the DL regime, presumably because Bchl*a* accumulation was impaired (Fig. 5A). These results demonstrate that AAnP provides a survival advantage to *Porphyrobacter* sp. ULC335 that depends on both growth phase and illumination regime, and partially correlates with Bchl*a* accumulation. In our strain, AAnP is therefore not primarily used to supplement active heterotrophic growth, but to enhance survival during periods of starvation, especially under DL illumination.

**Fig. 5:**
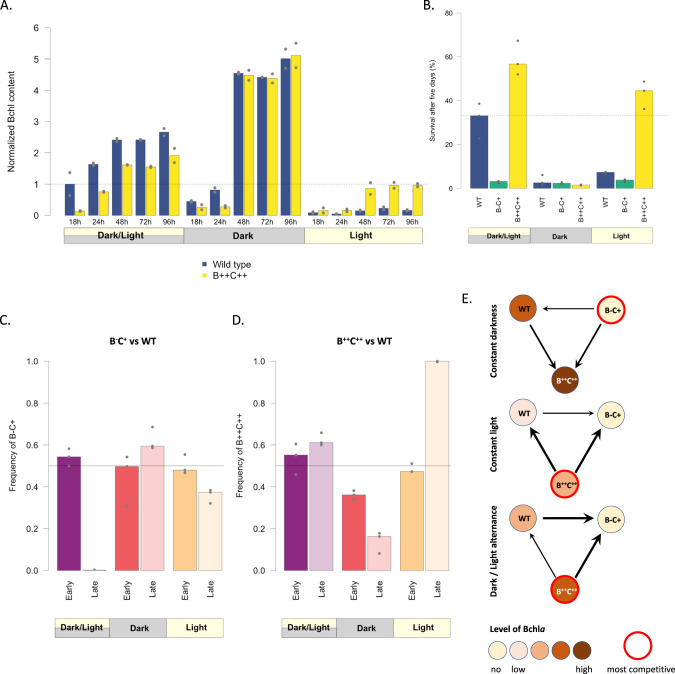
Phototrophy provides a major benefit to *Porphyrobacter* sp. ULC335 in stationary phase. **A** Bchl*a* content at different timepoints during batch culture. The barplots represent the absorbance at 770 nm (Bchl*a*) corrected by the optical density of the culture (average of two replicates), normalized so that the average of the first timepoint of the wild type strain equals 1. The wild type strain is shown in blue, the Bchl*a* overproducer (B^++^C^++^) in yellow. The experiment was done under 12 h/12 h dark-light cycles, under continuous darkness, or under continuous light. **B** Percent survival, based on colony forming units, of the wild type, the Bchl*a* null mutant (B^−^C^+^) and the Bchl*a* overproducer (B^++^C^++^) after five days in stationary phase. The experiment was done under 12 h/12 h dark-light cycles, under continuous darkness, or under continuous light. The baseline is taken in early stationary phase (48 h of growth). **C**, **D** Outcome of competitions between the wild type and each of the two mutants after five days in stationary phase. The two competing strains were mixed in equal proportions after they had reached stationary phase (48 h of growth). **E** Figure summarizing the competitiveness of each strain under different illumination conditions. The inner color of the circles varies with relative Bchl*a*/carotenoid content; the most competitive strains are outlined in red; the relative competitiveness is represented by arrows of three different thicknesses.

To complement these conclusions, we ran competition experiments in which the wild type strain and a competitor strain (either B^−^C^+^ or B^++^C^++^) were grown together in batch under a DL, D, or L regime. We sampled the cultures at 48 h (start of stationary phase) and at 144 h (late stationary phase), and compared the ratios between the strains. The competitiveness of the strains varied depending on the light regime in predictable ways (Fig. 5C, D). In the absence of light (D), the Bchl*a* null mutant outcompeted both Bchl*a* producers, and the wild type strain outcompeted the B^++^C^++^ strain. In the presence of light, under both the DL and L regimes, the B^++^C^++^ strain outcompeted the wild type strain which, in turn, outcompeted the Bchl*a* null mutant. Altogether, these results indicate that, in *Porphyrobacter* sp. ULC335, AAnP has a significant cost, including in stationary phase, but that the fitness advantages it provides as soon as light is present—even when light is continuous and prevents the efficient accumulation of Bchl*a*—warrants its maintenance in natural populations.

It stands out that, in our experimental conditions, the wild type strain is less fit than the Bchl*a* and carotenoid overproducer B^++^C^++^ whenever light is present. This suggests that, in the natural environment of *Porphyrobacter* sp. ULC335, the photoperiod is on average lower than 12 h or that the regular diel dark-light alternance can often be interrupted by periods of continuous accidental darkness (Fig. 5E).

## Discussion

In this work, we have isolated and described a new *Porphyrobacter* strain, which we found associated with a freshwater cyanobacterium (*Snowella* sp.). In stationary phase, this strain presented rhythmic variations in optical density in response to dark-light cycles, that we correlated with phases of high mortality and low reproduction in the darkness and phases of lower mortality and higher reproduction in the light. This behavior is dependent on Bchl*a* production and a functional reaction center, including carotenoids contributing to photoprotection and light-harvesting. Underlying the cycles, we found pervasive rhythmic transcription patterns arising from direct responses to light, possibly driven by any of the five BLUF-domain containing proteins encoded in the genome, and indirect responses to increased electron flow and oxidative stress caused by phototrophic activity. 

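The genes for proteins with a BLUF domain, which senses blue light, are KVF90_01410, KVF90_02750, KVF90_02755, KVF90_08400 and KVF90_16685. KVF90_01410 was among the most abundant transcripts of both strains. It reached 21764 ± 961 CPM (SD, n = 3) at ED, 23013 ± 1516 at LD, 46128 ± 3319 at EN and 13057 ± 2384 at LN in the wild type. Its day and night means did not differ at the threshold (-0.16, adjusted p = 0.104, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although they did without wild-type replicate 3 (-0.27), and the sign changes with total counts only. KVF90_16685 was higher in the day in the wild type by 0.92 (standard error 0.09, adjusted p = 1.3e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not in B-C+ (-0.09, adjusted p = 0.516, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the day and night change differed between the strains by -1.03 (adjusted p = 6.8e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KVF90_08400 was lower in the day in the wild type (-0.42, adjusted p = 0.00466, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 2 or 3 (-0.32 without the latter) and with total counts only (-0.25). It did not change in B-C+ (0.08), and the day and night change differed between the strains by 0.49. KVF90_02755 was not called (-0.51 in the wild type), except without wild-type replicate 3 (-0.89), and KVF90_02750 (0.12) was near the limit of detection, with 6.29 CPM at ED. The other light sensor that the paper names, the GAF domain protein KVF90_05705, was lower in the day in both strains, by -1.76 in the wild type and -2.90 in B-C+, a difference of -1.16 (adjusted p = 7.9e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 6 genes, 3 were called in the wild type and 1 in B-C+, over all genes tested and adjusted over the list alone. With the ED and EN labels exchanged, the changes of KVF90_01410 and KVF90_08400 in the wild type change sign (0.90 and 0.47).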

Production of Bchl*a* was found to be costly under continuous darkness and inefficient under continuous light; it provides maximal survival benefits in stationary phase under dark-light cycles, indicating that the strain is adapted to diurnal light cycles. So overall, in this study, we described a distinct bacterial rhythmic behavior, explained it in terms of fluctuations in death and reproduction rates at the cellular level, partially elucidated the transcriptional patterns that underlie it, and linked it to a survival benefit, providing a rationale for its evolution.

Based on average nucleotide identity with known genomes, *Porphyrobacter* sp. ULC335 is likely a new species in the *Porphyrobacter-Erythrobacter* clade (Suplementary Fig. 24). While *Porphyrobacter* sp. ULC335 probably obtains most of its energy, reductive power, and carbon from organic substrates, it can use phototrophy to supplement heterotrophic growth and to ensure survival when organic substrates become limiting like other AAnP-competent bacteria [11]. Because of the phylogenetic prevalence of AAnP in the clade, these organisms are expected to have evolved ways to tune their physiology to nutrient and light fluctuations, as evidenced by the high numbers of blue-light sensing proteins encoded in the genome of *Porphyrobacter* sp. ULC335 together with homologs for PpsR, AppA, and FnrL, known to integrate phototrophy with metabolism [64, 65]. Because *Porphyrobacter* strains are frequently associated with filamentous or colonial Cyanobacteria [58, 66, 67], their physiology could also indirectly follow the light and circadian clock-driven life cycle of their host like it has been suggested for other Cyanobacteria-associated heterotrophs [68]. This makes members of the *Porphyrobacter* genus excellent candidates for the study of bacterial rhythmic behaviors and interactions.

The conspicuous light-driven oscillations in optical density we detected in batch cultures of *Porphyrobacter* sp. ULC335 have never been reported or studied so far in AAnP-competent bacteria, with the exception of *Sphingomonas glacialis* AAP5, recently isolated from an alpine lake, which combines retinalophototrophy and chlorophotoptrophy [69]. In our case, the oscillations involve an increase in density during light phases and a decrease in density during dark phases. Interestingly, the net difference in optical density per 24-h period is almost null (Suplementary Fig. 10) suggesting that the biomass lost during dark phases is regained during light phases. The full oscillatory pattern is strictly dependent on both Bchl*a* and carotenoids; however, when Bchl*a* is produced in the absence of carotenoids, light phases trigger a sharp decrease in optical density that hardly slows down during dark phases (Fig. 2E, Suplementary Fig 13). This suggests that Bchl*a*, or some derivative of it, might become toxic, for instance by generating reactive oxygen species, in the presence of light and cause cell lysis, including in a delayed way during the dark phase [22, 70, 71]. We showed that the decrease in optical density observed during dark phases correlates with an increase in the frequency of membrane-compromised and non-viable cells and a decrease in the frequency of replicating cells in the bacterial population. Based on the decrease in optical density, which corresponds to about 2 to 3% of the total biomass, it is likely that only a fraction of the 20% to 40% of compromised or dead cells (see Fig. 3B) actually lyse during the night. The decrease in compromised or dead cell proportion during the light phases is therefore most likely due to membrane repair and, to some extent, to continued lysis of affected cells, compensated by cell multiplication. Overall, these observations suggest that AAnP functions as a double edge sword: when exposed to light, AAnP photosystems sustain energy production and recycling of organic compounds; during dark phases, however, when energy becomes scarce, a reaction consecutive to Bchl*a* exposure to light leads to membrane permeabilization and cell lysis; during the following light phase, the population recovers both in terms of membrane integrity and in terms of viability. It is however unclear whether this recovery is mostly due to compromised cells being able to repair their membrane or to the renewed growth of the surviving population based on nutrients released by lysing cells.

Physiological rhythms in bacteria and especially in heterotrophs remain understudied. Our RNA-sequencing data set reveals that, when AAnP is active, the alternance of dark and light phases affects the transcription of more than 50% of the genes. The transcripts responding to light in the absence of Bchl*a* are only a minority of at most 10%. This indicates that physiological rhythms are pervasive in AAnP-competent bacteria and most likely generated through complex interactions between direct light responses (via light sensors), and indirect responses to light stress, redox and energy state, metabolism, cell-cycle, etc. About half of the genes are consistently upregulated or downregulated by light. This suggests that there is a degree of temporal separation of cellular activities between day and night in these bacteria. 

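Beside the ribosomal proteins, genes for tRNA ligases and translation factors had a median log2 fold change from night to day of -0.30 in the wild type, with 13 of the 31 called lower and 6 higher in the day. The set was not called by camera (adjusted p = 0.0541, limma) but was by fry (adjusted p = 0.00301, limma). Away from the phototrophy locus, the light-harvesting genes KVF90_07585 and KVF90_07590 (positions 1598535 to 1598886) were also lower in the day. They were chosen after their values had been seen, because they were among the most abundant coding sequences. KVF90_07585 rose from 18362 ± 1433 CPM (SD, n = 3) at ED and 23249 ± 1663 at LD to 39569 ± 3078 at EN, and stood at 28403 ± 395 at LN, in the wild type. The log2 fold changes from night to day were -0.72 (standard error 0.06, adjusted p = 2.6e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.92.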

Night-activated genes include many genes connected to translation, especially components of the ribosome and translation complexes, as well as genes involved in phototrophy like in other AAnP-competent bacteria [37, 38]. This suggests that dark phases are dedicated to the replenishment of components essential for light-harvesting and cellular functioning; they tend to limit, however, active DNA replication as observed through flow cytometry. By contrast, light phases promote the transcription of genes involved in energy metabolism and protection against oxidative light stress, but also key genes in DNA replication (*dnaA* which falls in cluster 2, among genes maximally expressed during the day) and cell division (*ftsZ*, which falls in cluster 4, among proteins maximally expressed by the end of the day); these genes and functions would stimulate DNA replication and cell division, supporting our flow cytometry data (Fig. 3D).

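*dnaA* (KVF90_00005) reached 379 ± 36.6 CPM (SD, n = 3) at ED, 578 ± 46.6 at LD, 364 ± 29.2 at EN and 339 ± 65.1 at LN in the wild type. Its log2 fold change from night to day was 0.39 (standard error 0.09, adjusted p = 0.0014, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without wild-type replicate 2 although the value rose to 0.46. It was 0.07 (adjusted p = 0.699, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in B-C+. The difference between the strains in this day and night change did not pass the threshold (-0.35, adjusted p = 0.0267, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Averaged over the time points, *dnaA* was higher in B-C+, with log2 fold changes from 0.79 to 0.87 with 1 culture left out. *ftsZ* (KVF90_08145) reached 2008 ± 85 CPM at ED, 2040 ± 111 at LD, 2554 ± 114 at EN and 2289 ± 42.8 at LN in the wild type. It was lower in the day by -0.28 (standard error 0.06, adjusted p = 6.1e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without wild-type replicate 2 (-0.27) and with total counts only (-0.11), and with the ED and EN labels exchanged the value was 0.03. In B-C+, the log2 fold change of *ftsZ* was -0.11 (adjusted p = 0.357, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and this change did not differ between the strains (0.15, adjusted p = 0.149, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both genes were called in the wild type when adjusted over the list alone as well.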

Despite a few precursory studies, the evolutionary benefit of AAnP has not benefited from much attention. Previous research has found that exposure to light increases survival of *Roseobacter* and *Dinoroseobacter* strains in stationary phase, but without formal demonstration that this benefit can be traced back to AAnP [17, 39]. Here we provide, based on manipulation of genotypes and growth environments, an in-depth assessment of costs and benefits of AAnP in terms of its effect on survival and fitness in stationary phase. We find that Bchl*a* production has a significant cost under constant darkness, where Bchl*a* producers get outcompeted by nonproducers. By contrast, under continuous light or alternance, Bchl*a* producers outcompete nonproducers. Under continuous light and, to a lesser extent, under light alternance, strains producing higher levels of Bchl*a* and/or carotenoids get a strong selective advantage. This suggests that the regulation of AAnP in the wild type *Porphyrobacter* sp. ULC335 is adapted to dark-light cycles with a photoperiod lower than 12 h or to environments where cells can be accidentally cut off from light by opaque bodies or move out of the photic zone.

### Supplementary information

Supplementary Figures and methods

Supplementary File 1

Supplementary File 2

Supplementary File 3

Supplementary File 4

Supplementary File 5

## Data Availability

The *Porphyrobacter* sp. ULC335 genome is publicly available on the NCBI repository (SAMN19986570, GCF_025917005.1). The RNA-sequencing data is publicly available on the NCBI Gene Expression Omnibus (GEO) repository (GSE245047).

# Supplementary material for: Diurnal cycles drive rhythmic physiology and promote survival in facultative phototrophic bacteria
**Source:** ISME Commun. 2023 Nov 24;3:125. doi: 10.1038/s43705-023-00334-5
**Supplement:** Supplementary file 1 — Supplementary Figures and methods

Diurnal cycles drive rhythmic physiology and promote survival  
in facultative phototrophic bacteria

Camille Tinguely, Mélanie Paulméry, Céline Terrettaz, Diego Gonzalez

Supplementary Figures  
and  
Supplementary Methods

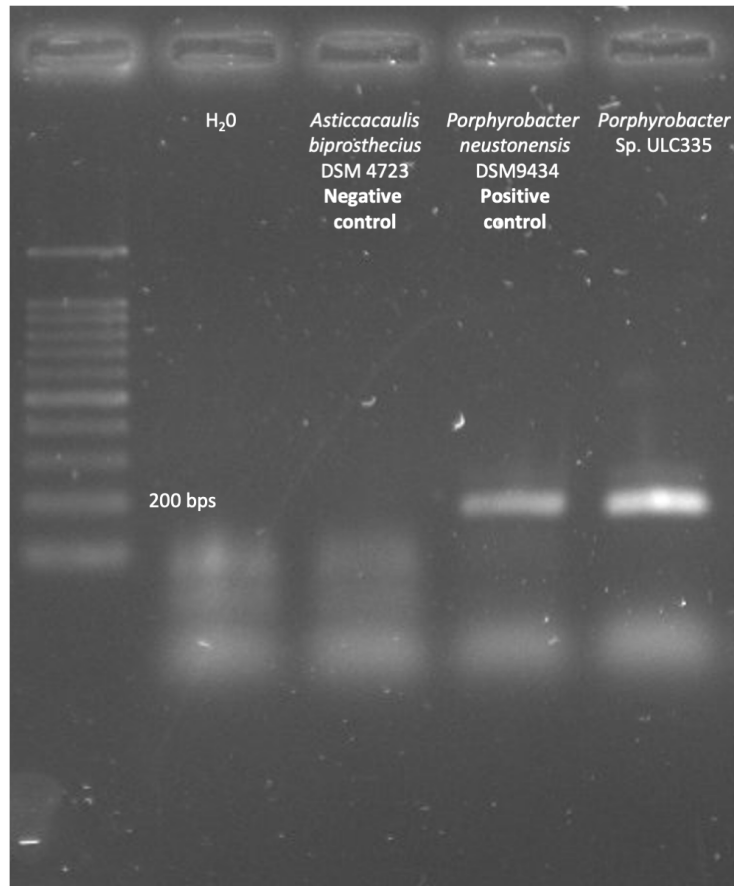

**Figure 1:** The genome of *Porphyrobacter* sp. ULC335 encodes the *pufM* gene. The figure shows the results of a PCR with primers *pufM*-F and *pufM*-R detecting the *pufM* gene (coding for a structural component of the reaction center). Like the type species *Porphyrobacter neustonensis*, *Porphyrobacter* sp. ULC335 gives a positive signal.

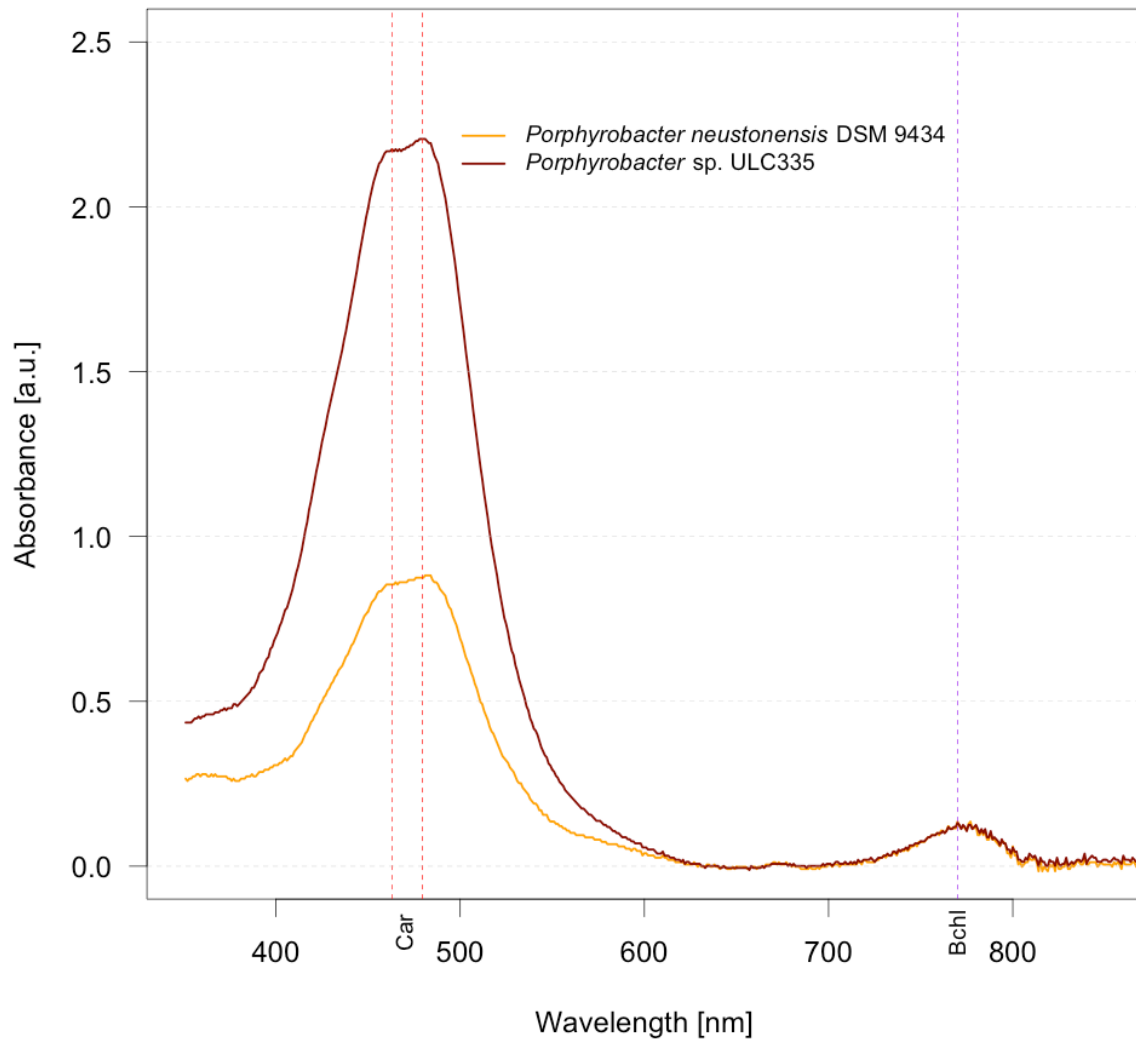

Figure 2: *Porphyrobacter* sp. ULC335 produces pigments whose absorbance is consistent with carotenoids and bacteriochlorophyll *a*. The figure shows the absorbance profile of 7:2 acetone-methanol extracts of 48-hours cultures of *Porphyrobacter neustonensis* and *Porphyrobacter* sp. ULC335. In both species, peaks are found around 460 and 480 nm (carotenoids), and around 770 nm

(bacteriochlorophyll *a*). *Porphyrobacter* sp. ULC335 is noticeably more pigmented than *P. neustonensis*. Car: maxima for carotenoids; Bchl: maximum for bacteriochlorophyll *a*.

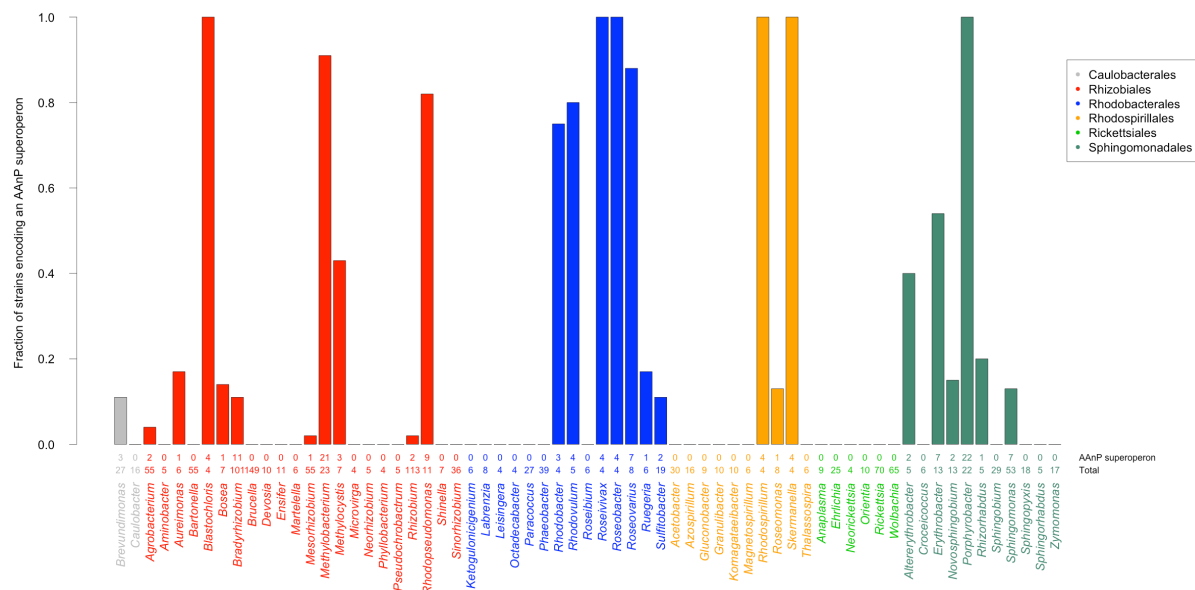

SFigure 3: Fraction of genomes per genus within alphaproteobacteria encoding the anoxygenic phototrophy superoperon. Genomes encoding at least 13 out of 14 signature proteins of the anoxygenic phototrophy superoperon were considered positive. Only genera including at least four full genomes were considered.

### Porphyro.-Erythroblast

Alteriqipengyuania

**Pontixanthobacter**

Tsuneonella

**Aurantiacibacter**

## Croceicoccus

**SFigure 4: Presence of the anoxygenic phototrophy superoperon within Erythrobacteraceae.** The phylogenetic tree was constructed from a set of conserved core proteins from all genomes of Erythrobacterales listed on the NCBI repository. The anoxygenic phototrophy operon was considered present in the genome of at least 13 out of 14 signature proteins were found in it through a *blastp* search. The superoperon is clearly overrepresented in the *Porphyrobacter-Erythrobacter* clade. Scale bar: average number of substitutions per site. Bacteria encoding the anoxygenic phototrophy operon are highlighted in orange.

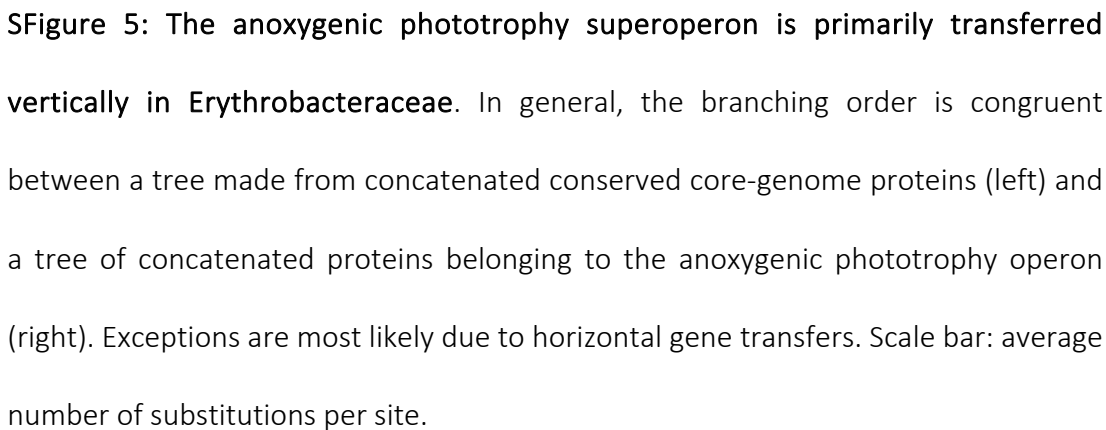

B.

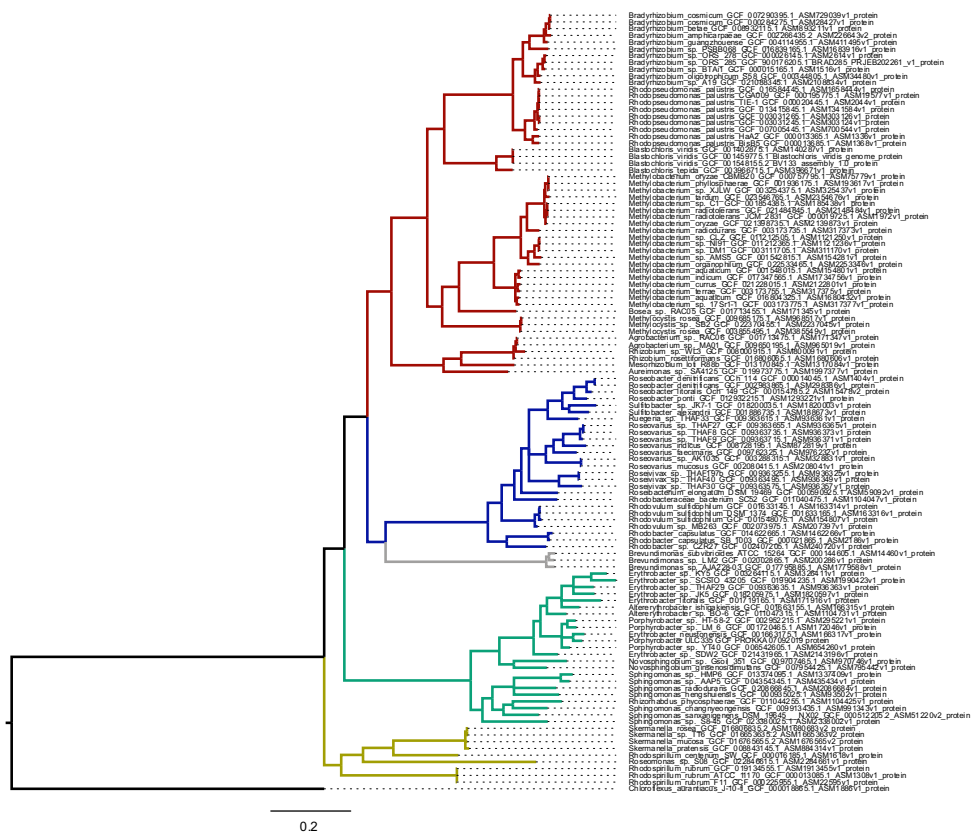

9

A.

B.

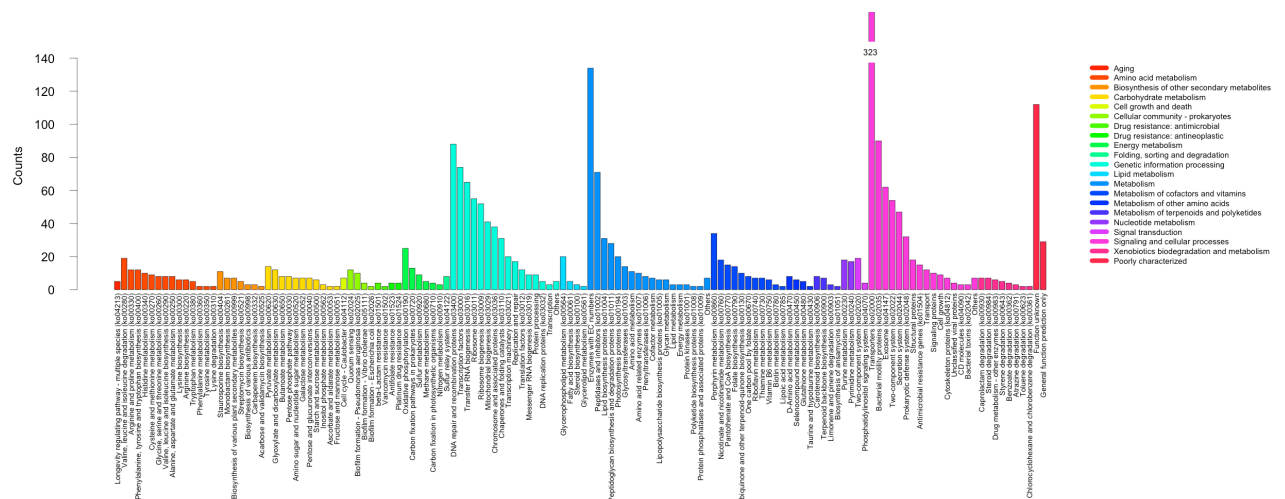

C.

**SFigure 7: Global statistics and KEGG analysis of the genome of *Porphyrobacter* sp.**

**ULC335.** A. General characteristics of the genome of *Porphyrobacter* sp. ULC335. B. Functional classification of proteins encoded in the genome based on KEGG categories (two-levels). C. Table of all *Porphyrobacter* sp. ULC335 proteins containing light sensing domains (blue-sensing LOV or BLUF domains, or red-sensing bacteriophytochrome).

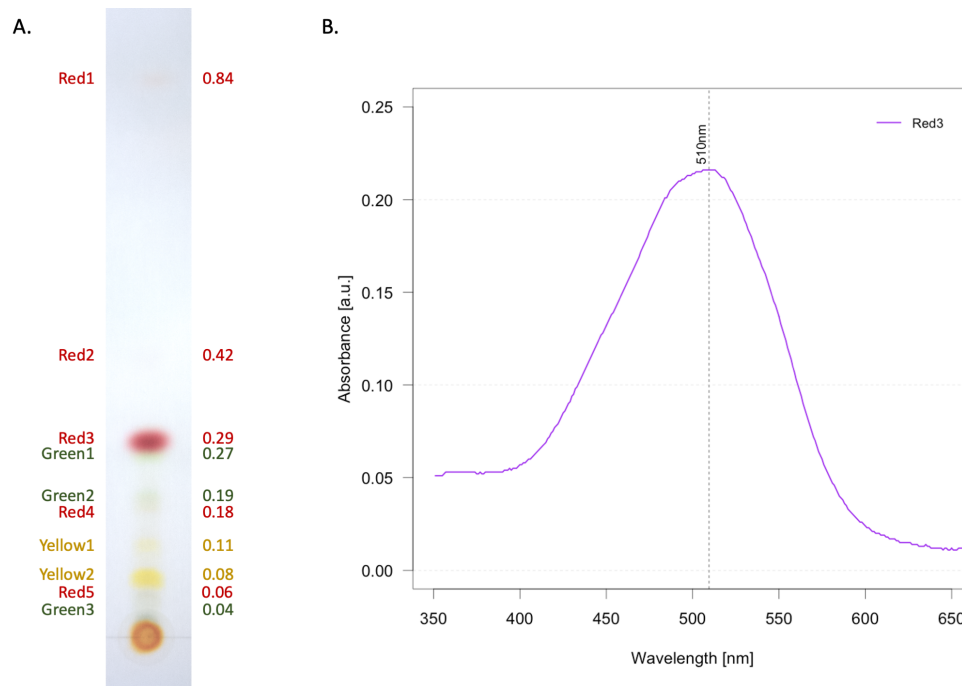

**SFigure 8: *Porphyrobacter* sp. ULC335 produces a range of carotenoids and bacteriochlorophyll *a* derivatives.** A. Thin Layer Chromatography of pigments extracted from *Porphyrobacter* sp. ULC335. Red and yellow pigments are most likely carotenoids, green pigments precursors or derivatives of bacteriochlorophyll *a*. B. Absorbance spectrum of the main red pigment (“Red3”) eluted from the TLC plate. The UV-visible absorbance spectrum of the main purple-red carotenoid is indicative of bacteriorubixanthinal, found in *Erythrobacter longus* and close relatives as the main reaction center-bound carotenoid[1–3].

A.

B.

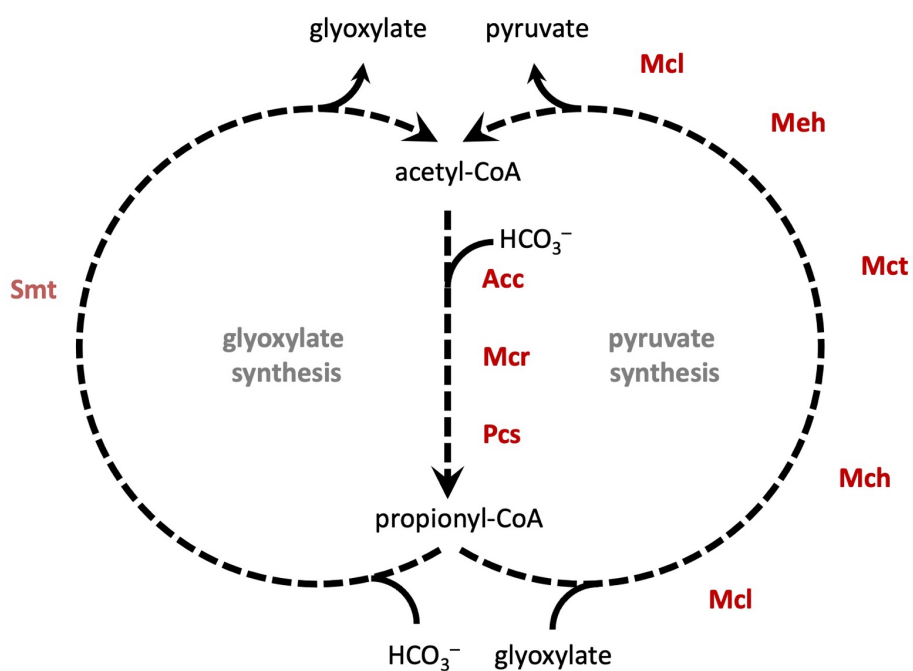

SFigure 9: Homologs of several *Chloroflexus aurantiacus* enzymes participating to the 3-hydroxypropionate bicycle for carbon fixation are found in *Porphyrobacter sp. ULC335* genome. A. Table of enzymes found in the *Porphyrobacter sp. ULC335*

genome. The AccA protein is not considered a signature protein, but is often found associated with Pcs and Mcr homologs in genomes encoding the full 3-hydroxypropionate bicycle. The Mcl and the SmtB have relatively high e-values; an SmtA homolog is missing; the pathway is therefore considered incomplete like the one found in *Erythrobacter* sp. NAP1[4]. B. Schematic representation of the 3-hydroxypropionate bicycle with the enzymes found the *Porphyrobacter* sp. ULC335 genome indicated in red.

A.

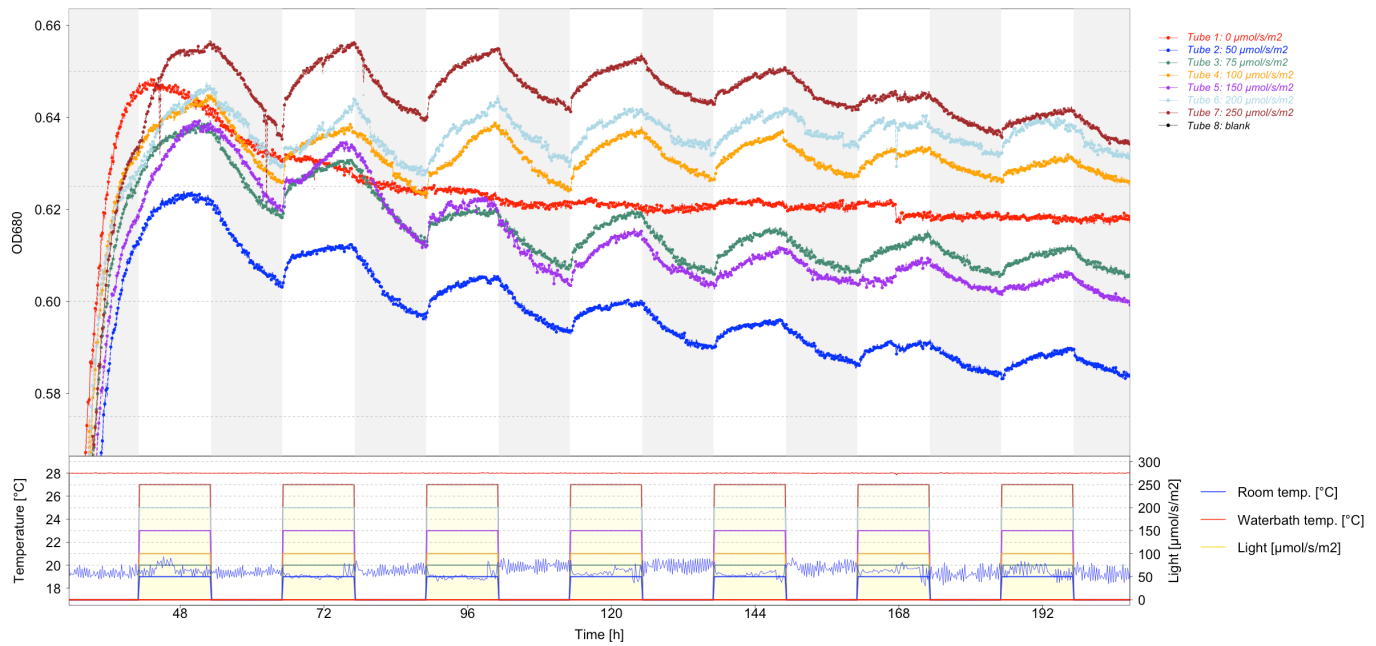

B.

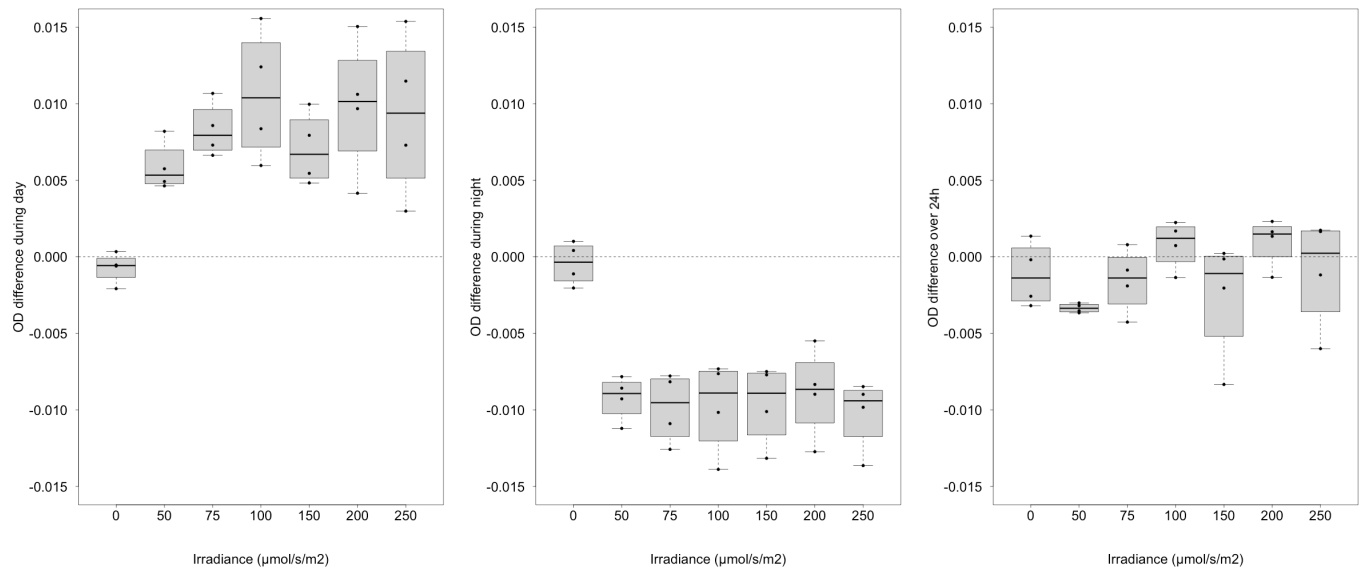

**SFigure 10: Growth curves of *Porphyrobacter* sp. ULC335 under 12:12 dark-light**

**alternance in a range of light intensities.** A. Rhythms are observed from 50  $\mu\text{mol/s/m}^2$  to 250  $\mu\text{mol/s/m}^2$ ; the maximal optical density tends to increase with light intensity. Growth curve above and conditions (light regime and water bath temperature; room temperature has no impact on culture conditions, but is added as a control) below. B. Boxplot showing the optical density differences (over the day, over

the night and the net difference over 24 hours). The differences were calculated over four full cycles starting at 89h. The increase in density during the day correlates with the light intensity up to  $100 \mu\text{mol/s/m}^2$ , where it saturates; the decrease in density during the night seems dependent on light exposure but independent on light intensity; the net difference is close to zero except for the  $50 \mu\text{mol/s/m}^2$  treatment, where the detrimental effect of light exposure observed during the night is not compensated by growth during the day.

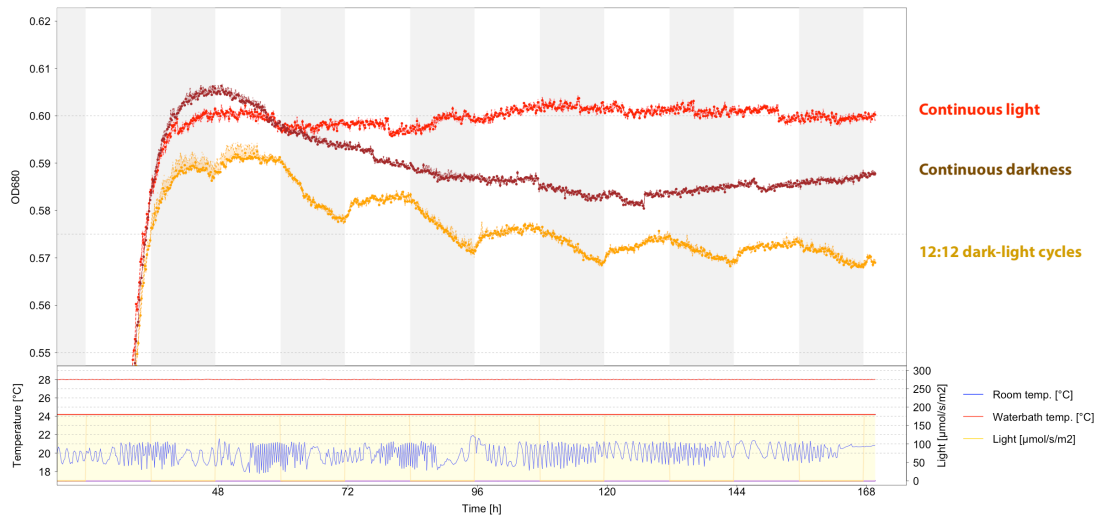

**SFigure 11: Growth curves of *Porphyrobacter* sp. ULC335 under continuous light (red), continuous darkness (dark brown), and 12:12 dark-light alternance (yellow), cultured in parallel. Rhythms are only observed under 12:12 dark-light alternance; the optical density under continuous light is consistently higher than under continuous darkness. Growth curve above and conditions (light regime and waterbath temperature; room temperature has no impact on culture conditions, but is added as a control) below.**

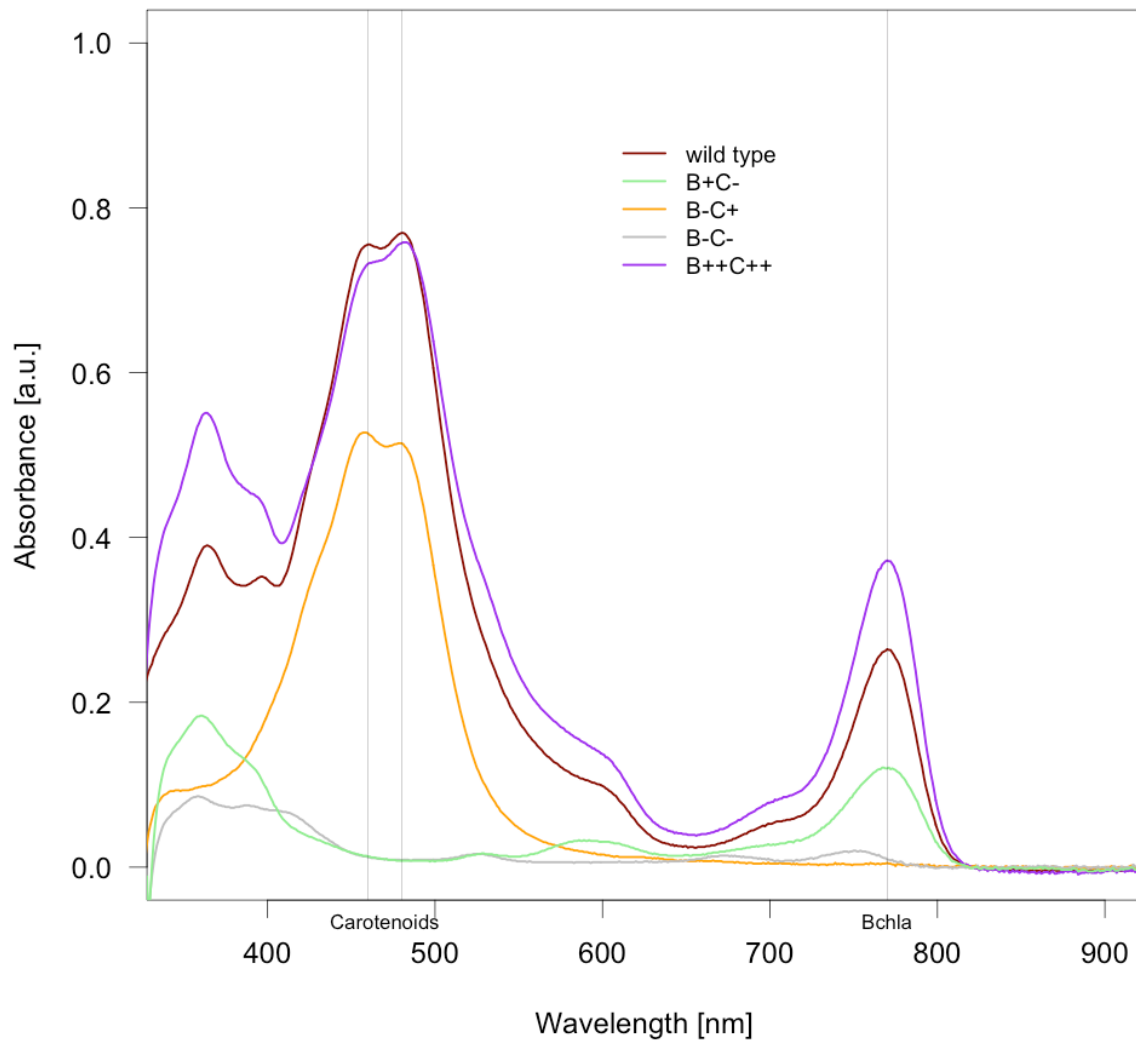

**SFigure 12: Absorbance spectra of *Porphyrobacter* sp. ULC335 and its four transposon mutants.** The figure shows the absorbance profile of 7:2 acetone-methanol extracts of 72-hour batch cultures of *Porphyrobacter* sp. ULC335 and four mutants: the carotenoid mutant B<sup>+</sup>C<sup>-</sup>, the bacteriochlorophyll *a*-null mutant B<sup>-</sup>C<sup>+</sup>, which produces less carotenoids as well, the carotenoid-bacteriochlorophyll *a*-null mutant B<sup>-</sup>C<sup>-</sup>, and the carotenoid-bacteriochlorophyll *a* overproducer B<sup>++</sup>C<sup>++</sup>. Bacteria were grown in the dark at 30°C.

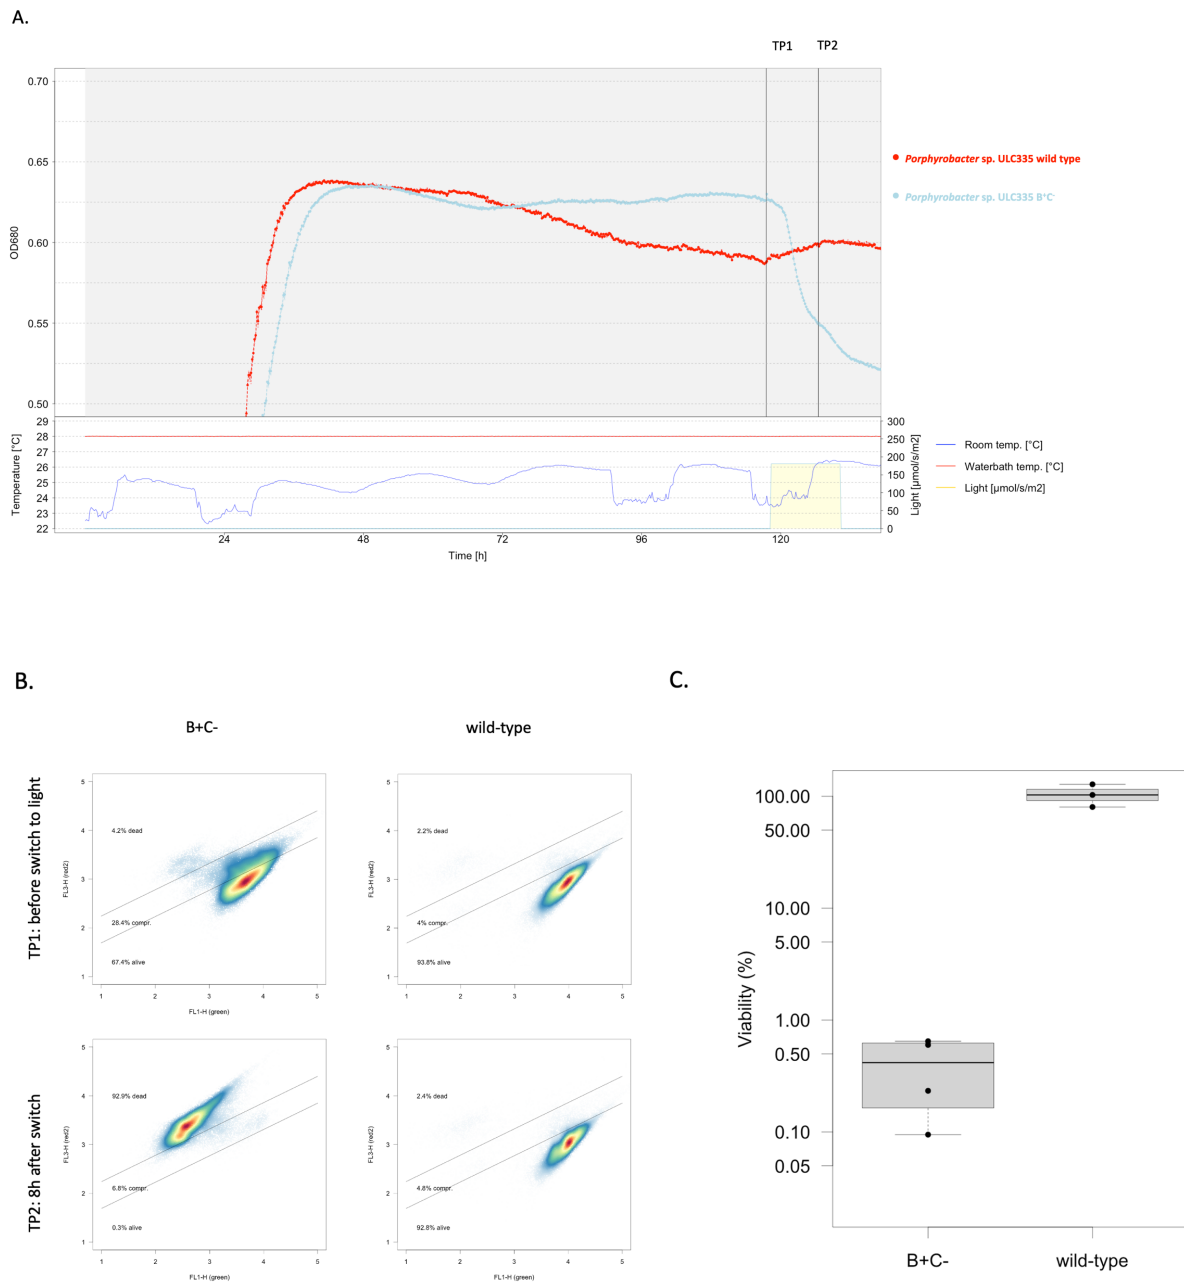

**SFigure 13: Upon light exposure strain B+C<sup>-</sup> loses viability.** A. Cultures of *Porphyrobacter* sp. ULC335 wild type and the carotenoid mutant B+C<sup>-</sup> were grown in the dark for five days and then exposed to light (180 μmol/s/m<sup>2</sup>) for twelve hours. The growth curve shows a clear decrease in optical density right after exposure to light in the carotenoid mutant. B. The cultures were tested for viability right before and

8 hours after the switch to light using Life/Dead staining. The density graphs show that light induces cell permeabilization (death) in the B+C- strain but not in the wild type strain under the same conditions. C. Colony-forming units [CFUs] confirm that the viability of the B+C- strain decreases by more than two orders of magnitude when the cultures are exposed to light while the viability of the wild type strain remains stable. The viability is the ratio of CFUs at TP1 divided by the CFUs at TP2 for each culture, expressed in percent.

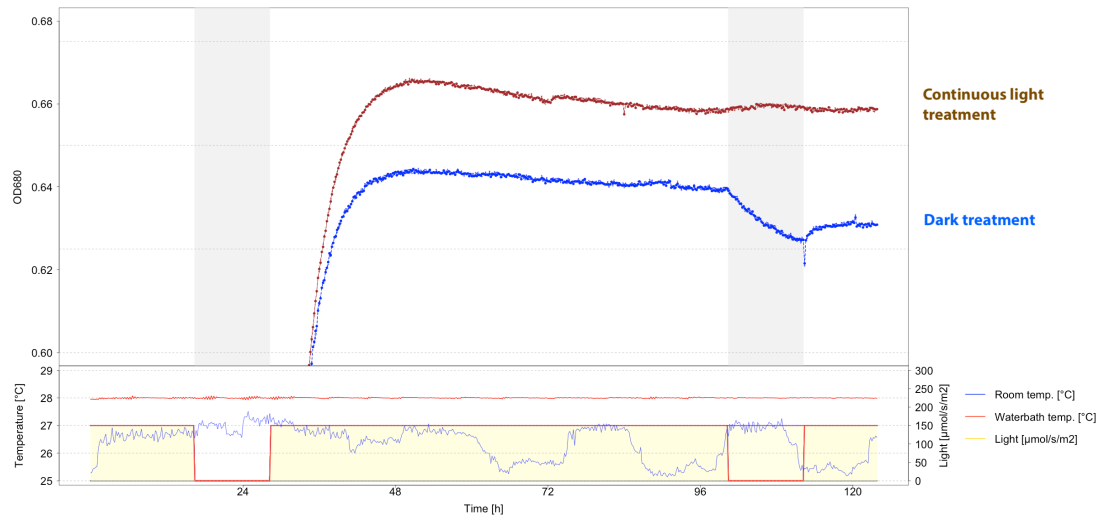

**Figure 14:** Actual data on which experimental design figure 3A is based. Growth curve above and conditions (light regime and waterbath temperature; room temperature is only indicative) below. The brown line is from a culture which has been maintained under continuous light as of stationary phase; the blue line is from a culture which has been switched to darkness at approximately 98 hours and switched back to light 12 hours after.

A.

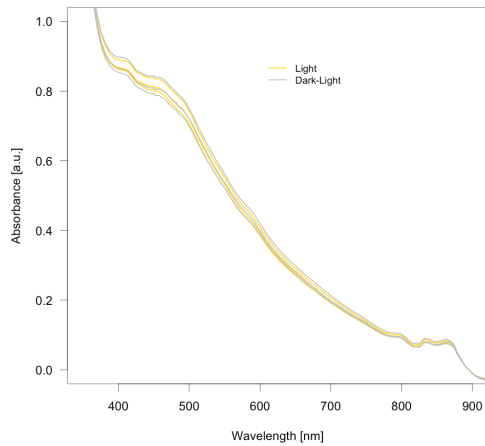

B.

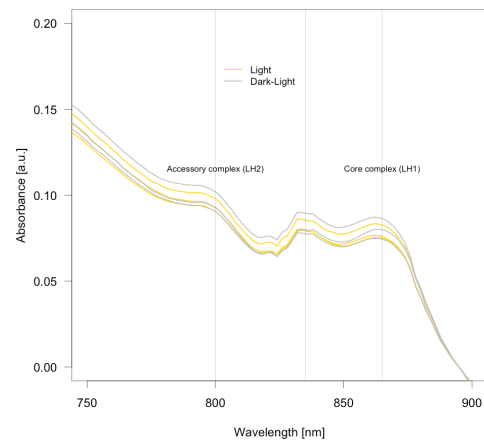

C.

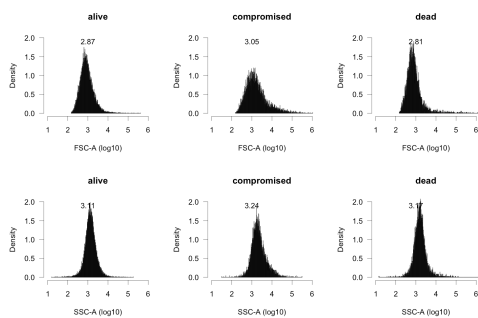

D.

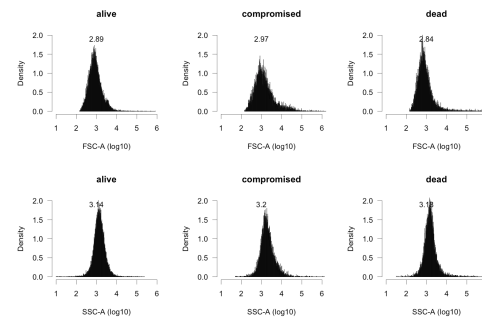

**SFigure 15: There is no difference in pigment content, cell size or cell aggregation between cells collected during a light or a dark phase.** A. and B. Whole-cell absorbance spectra of five-fold concentrated *Porphyrobacter* sp. ULC335 cultures grown under continuous light (“Light”) or right after a 12-hour exposure to darkness (“Dark-Light”). A. Spectra from 350 to 900 nm showing carotenoid peaks between 450 and 520 nm and the light harvesting complexes between 750 and 900 nm. B. Detailed spectra from 750 to 900 nm showing the peaks corresponding to light harvesting complexes LH1 (800 nm) and LH2 (865 nm). The peak at 835 nm is atypical but could correspond to a secondary peak of the accessory complex (observed around 850nm

in the anaerobic anoxygenic phototroph *Rhodobacter*)[5]. C. and D. Cell size (FSC-A) and cell granularity (SSC-A) of single cells from *Porphyrobacter* sp. ULC335 cultures grown under continuous light (C) or after a 12-hours exposure to darkness D); the values are ventilated based on their Live/Dead staining status. Neither the maxima nor the distributions show obvious differences between the two treatments suggesting that the cells are not different in size and do not aggregate in different ways in one treatment compared to the other

A

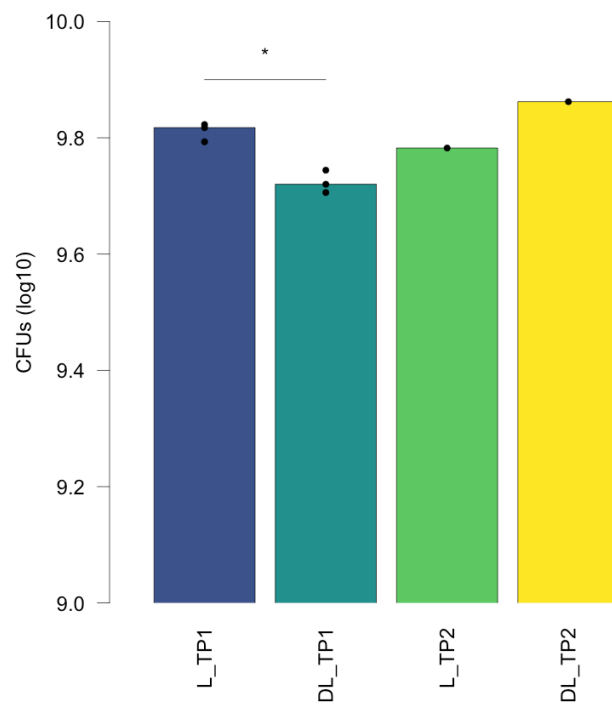

B.

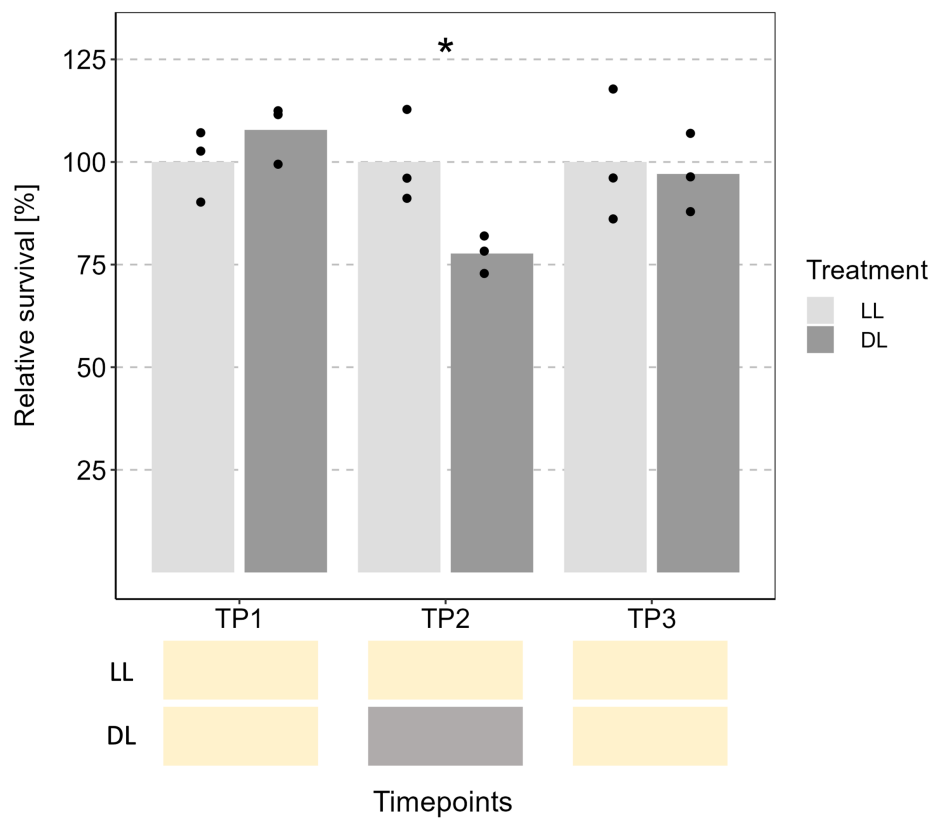

**SFigure 16: Colony forming units (CFUs) confirm the Live/Dead staining trend. A.**

This graph shows that the CFUs are significantly lower after an exposure to darkness than under continuous light. Only one sample was taken at the second time point, but it also confirms the recovery after re-exposure to light. The star indicates a statistically significant difference (bilateral Student's t-test,  $p\text{-value} < 0.05$ ). B. Results from an independent experiment, which show exactly the same trend. Six *Porphyrobacter* sp. ULC335 independent cultures were grown to stationary phase and maintained under continuous light ( $150 \mu\text{mol/s/m}^2$ ) for 72 hours; to allow for Bchl $a$  accumulation, cultures were exposed to darkness for 12 hours during exponential phase. Then, for three replicates (LDL treatment), light was switched off for 12 hours and switched back on, while the three other tubes were maintained under continuous light (LL treatment). Samples were taken from all six cultures one hour before the switch to darkness, six hours after switch to darkness, and twelve hours after re-exposure to light. In the DL treatment, the viability decreases significantly (paired bilateral Student's t-test,  $p\text{-value} < 0.05$ ) during the period of darkness compared to the control and increases back after re-exposure to light. Star:  $p\text{-value} < 0.05$ .

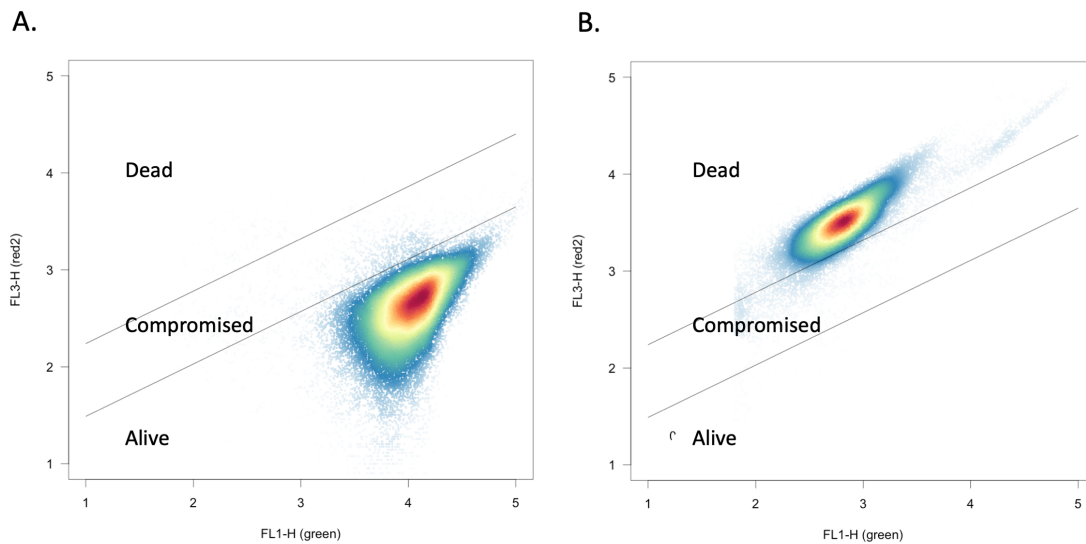

**Figure 17: Distribution of green and red fluorescence values in live and dead *Porphyrobacter* sp. ULC335 cells.** A. Live cells from a 36-hour culture show high green (FL-1) and low red signal (FL-3). B. Cells fixed with 2.5% glutaraldehyde show low green and high red signal. The zone in between the lines accommodate the high green and high red signal cells, that we consider “compromised” and in which the “dead dye”, propidium iodide, can enter, but at a slow speed.

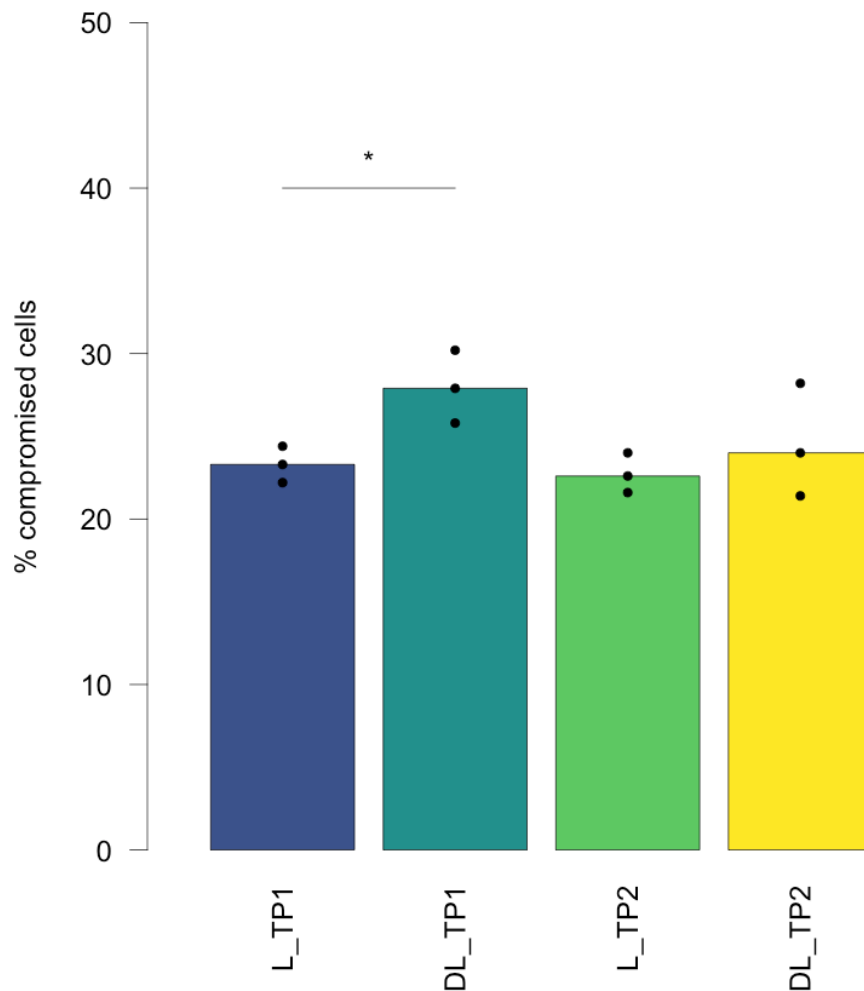

SFigure 18: The proportion of compromised cells is greater in the cultures subjected to a dark phase than in the cultures maintained under continuous light. This graph shows the proportion of cells falling in the “compromised” category, based on flow cytometry, is significantly higher after an exposure to 12-hour darkness than under continuous light. Like for dead cells, the proportions go back to baseline. The star indicates a statistically significant difference (bilateral Student's t-test,  $p\text{-value} < 0.05$ ).

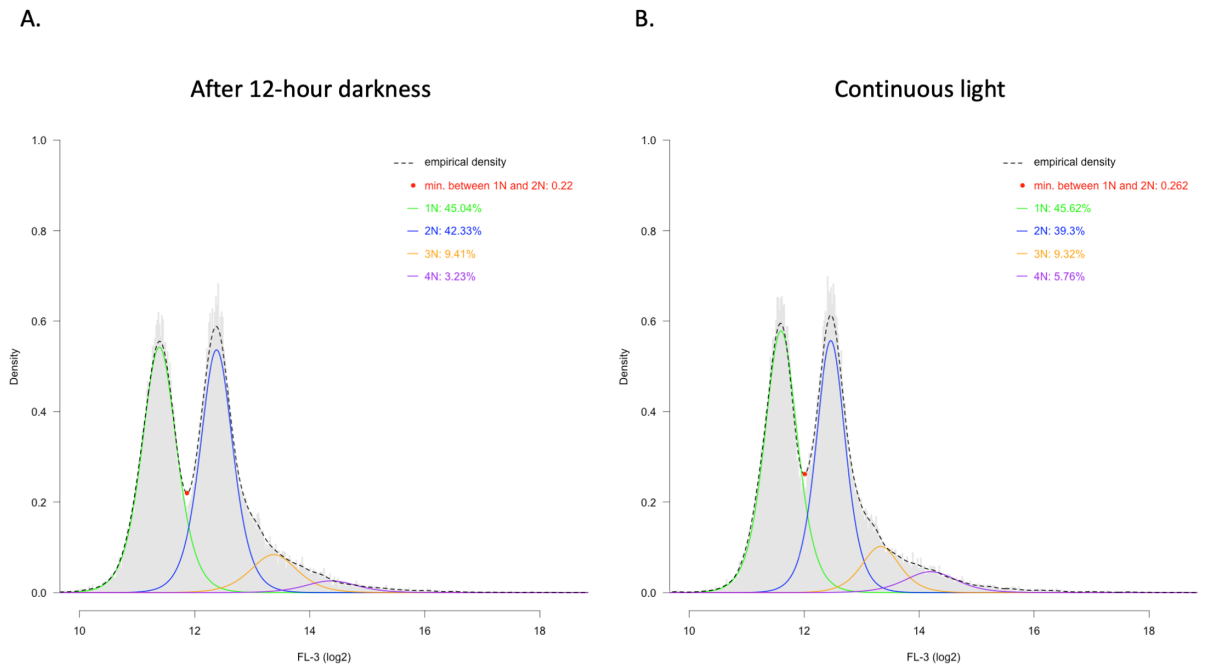

**SFigure 19: The replicating-cell population size differs between the dark (A) and continuous light (B) treatments.** The graphs show a histogram of the distribution of green fluorescence (FL-1) in DyeCycle Orange-stained cells as measured by flow cytometry. Overlapping the histogram, lines represent the smoothed empirical density over the population (ticked black line), the modelled 1N (green line), 2N (blue line), 3N (orange line), and 4N (purple line) chromosome content peaks as predicted from the location of the 1N and 2N peaks (local maxima and distance between two N values). In both treatments, more than 85% of the cells were likely arrested at 1N-chromosome (before the start of DNA replication) or at 2N chromosomes (after the end of chromosomal replication and before cell division) The relative proportions between the four peaks were not different between treatments. However, the lowest empirical density value between the 1N and the 2N peaks, which is a measure of the

actively replicating population, was significantly lower in cells exposed to the dark than in the cells maintained under continuous light.

A.

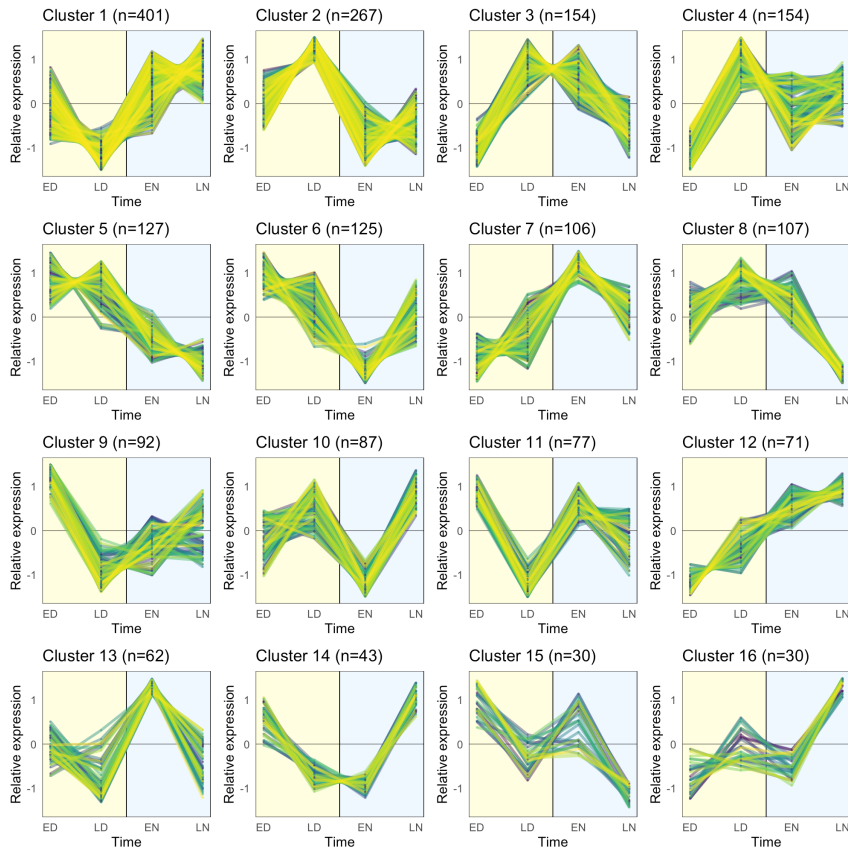

B.

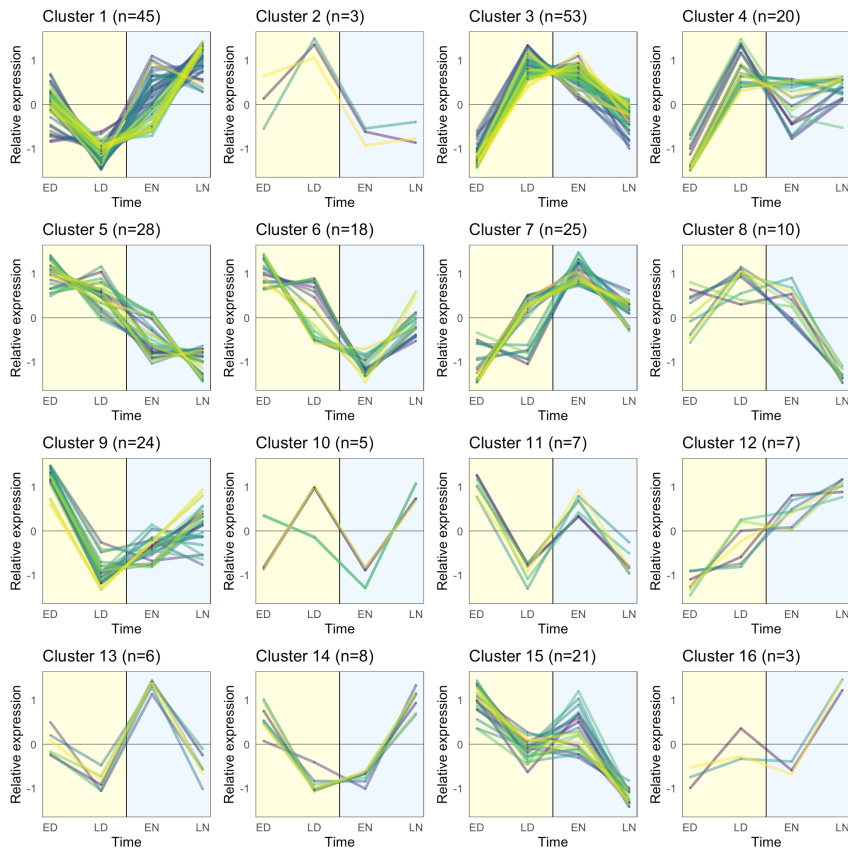

C.

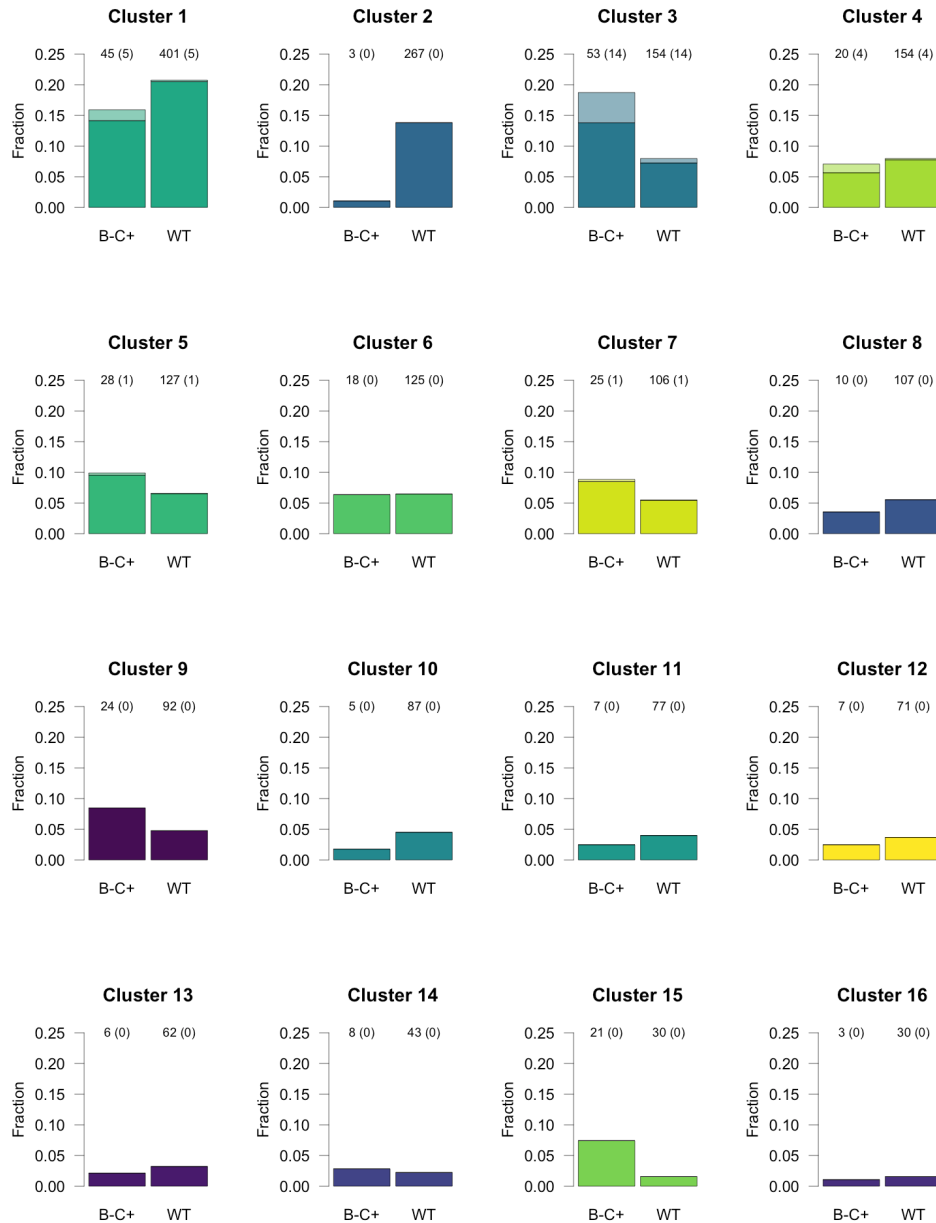

**SFigure 20: Clusters of temporally regulated genes in the wild type (A) and the B<sup>-</sup>C<sup>+</sup> mutant (B), and their representation in each strain (C).** The figure summarizes information about the temporal regulation of genes in the wild type strain and its Bchl*a* null mutant. A. and B. The clusters of genes showing a consistent light-response pattern in either the wild type (A) or the photosynthesis null mutant B<sup>-</sup>C<sup>+</sup> (B) are presented based on their temporal profile. The datapoints represent the relative transcription rates, i.e. the Z-scores of the rlog-transformed count data. C. The

barplots shows the fraction each cluster represents among temporally regulated genes in either (dark colors) or both (light colors) strains.

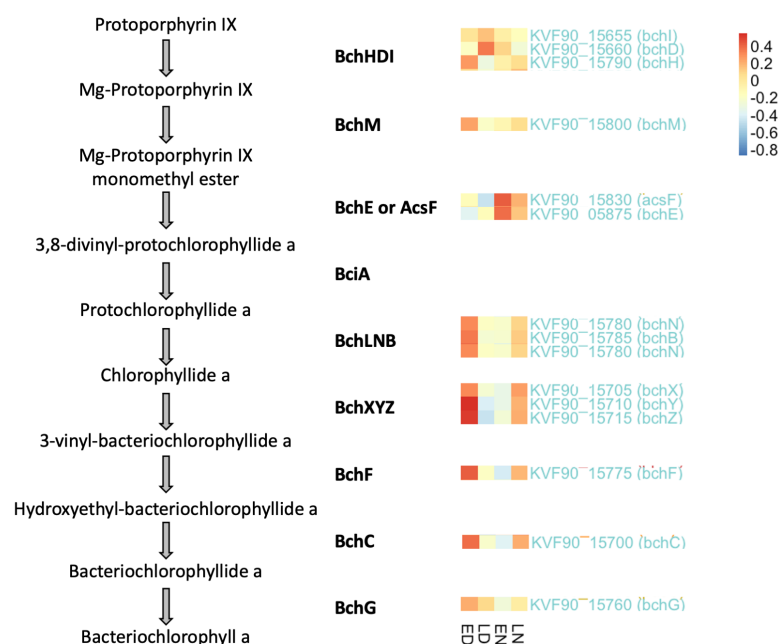

SFigure 21: Schematic representation of the bacteriochlorophyll *a* biosynthesis pathway together with the enzymes involved and their transcriptional profile in the wild type strain. The heatmaps have been normalized to the wild type strain. Three temporal profiles emerge: 1. *bchDI*, maximally expressed at LD, 2. *bchHM*, *bchLNB*, *bchXYZ*, *bchF* and *bchC*, expressed at LN and ED, 3. *bchE* and *acsF*, expressed at EN and LN. EN: early night; LN: late night; ED: early day; LD: late day.

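In the deposited counts of the wild type, *bchN*, *bchX*, *bchF* and *bchC* were highest at EN and lowest at ED, and these time points differed from the adjacent ones by the threshold. The largest of these counts was that of *bchC* (KVF90_15700), with 14314 ± 971 CPM (SD, n = 3) at EN and 2660 ± 312 at ED. *acsF* (KVF90_15830) was highest at LN and lowest at EN, with the adjacent steps called as well. *bchB* and *bchY* were lowest at ED and near equal at EN and LN (for *bchY* 4676 and 4547 CPM). The means of *bchH*, *bchM* and *bchZ* were highest at LN and lowest at ED, but LN was not separated from EN, nor ED from LD. *bchZ* (KVF90_15715) reached 4542 ± 1449 CPM at LN. *bchD* (KVF90_15660) fell from 210.2 ± 7.85 CPM at ED to 71.3 ± 22.2 at LN, and ED was not separated from LD. *bchI* (KVF90_15655) and *bchL* were not called over time. *bchI* had its lowest mean at LN and lay near the same level at ED, LD and EN. *bchL* had its highest mean at LN and its lowest at LD. *bchE* (KVF90_05875) was the least abundant and was higher at ED and LD (57.3 ± 10.7 CPM at LD) than at EN and LN (15.6 ± 4.86 at EN), without a difference between ED and LD or between EN and LN. From LD to LN, *bchD* fell by 1.25 and *bchE* by 1.58 on the log2 scale, although *bchE* was not called without wild-type replicate 2 (-1.47). *bchZ* rose by 1.77 (standard error 0.16, adjusted p = 2.3e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *bchY* by 1.57 and *acsF* by 1.17. *bchH*, *bchB*, *bchX*, *bchF* and *bchC* rose by between 0.76 and 0.97. *bchM* (0.76) and *bchL* (0.59) were not called without wild-type replicate 1 (0.32 and 0.27) or 2. *bchI* (-0.40) and *bchN* (0.31) were not called, but *bchI* was without wild-type replicate 1 (-0.58) and *bchN* without replicate 3 (0.46). *bchI* was also called with DESeq2 (-0.42), RLE factors (-0.42), total counts only (-0.46) and the culture as a block (-0.40). It was called in 1 fit of all 24 libraries (-0.47) too, and *bchN* with a mean of 100 counts or more (0.48). Of the 14 genes, 12 were called between LD and LN over all genes tested, and 13 when adjusted over the list alone.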

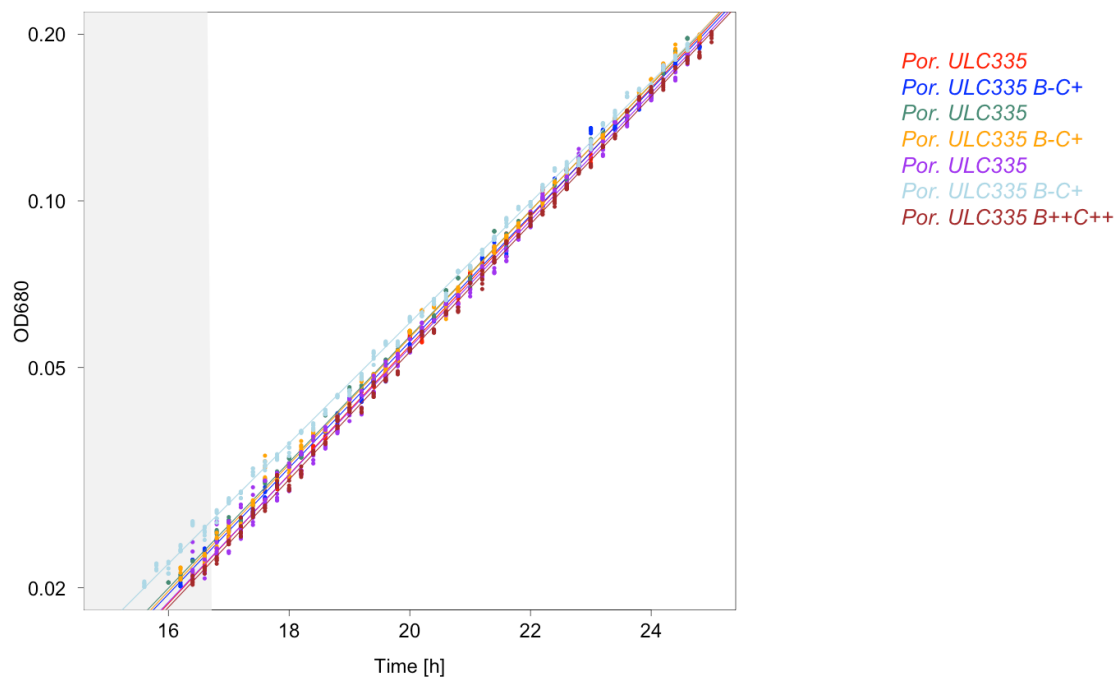

Figure 22: The growth rates of the wild type, the *Bchl $\alpha$* -null *B<sup>-</sup>C<sup>+</sup>* and the *Bchl $\alpha$* -carotenoid overproducer *B<sup>++</sup>C<sup>++</sup>* strains do not differ significantly. The figure represents the OD680 as a function of time of three wild type, three *B<sup>-</sup>C<sup>+</sup>*, and one *B<sup>++</sup>C<sup>++</sup>* replicates in early exponential phase. The slope does not significantly differ between the cultures, indicating that the growth rate of the three strains in exponential phase is very similar.

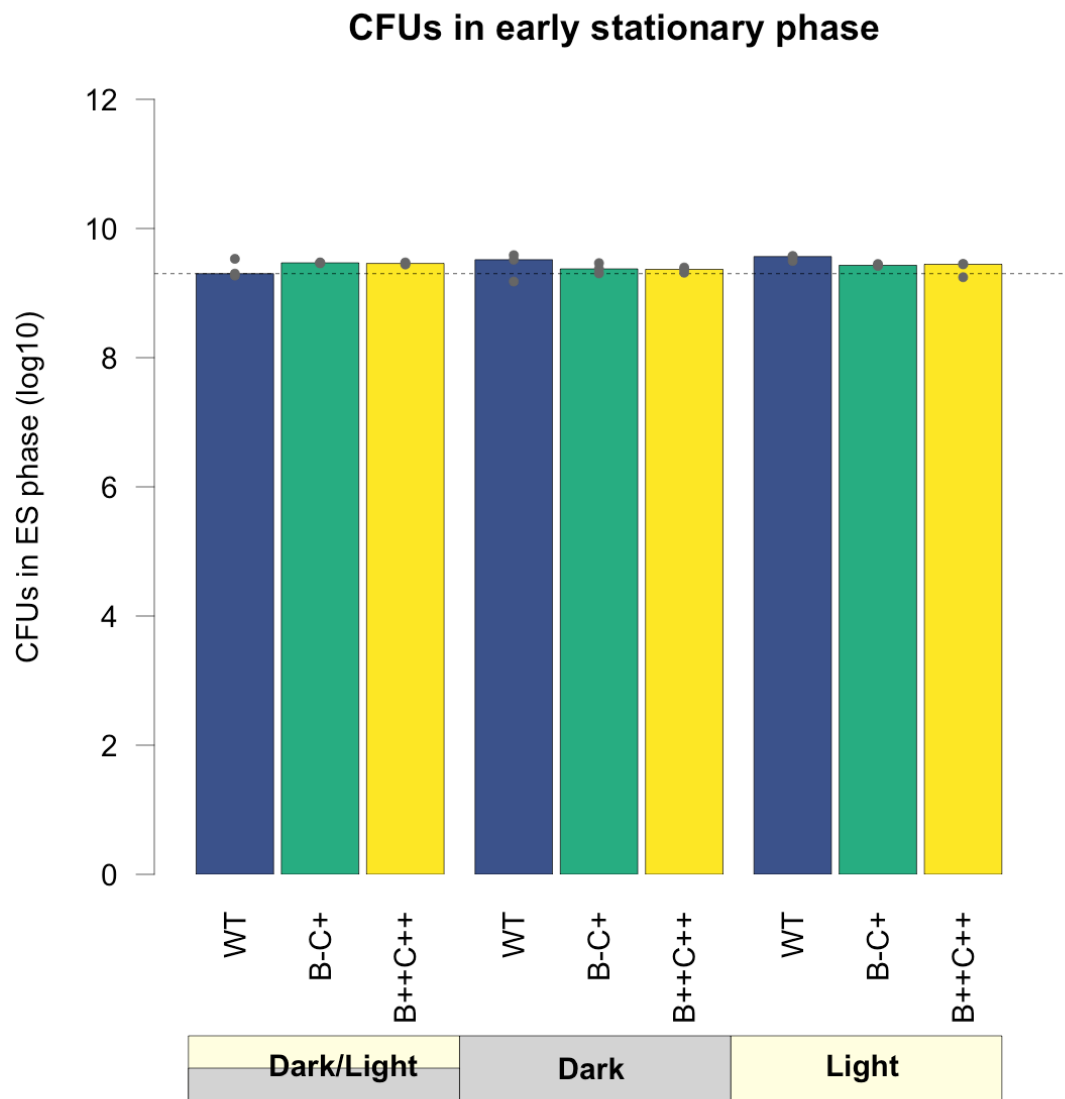

SFigure 23: The colony forming units (CFUs) of the three strains do not differ significantly in early stationary (ES) phase (after 48 hours), whatever the illumination regime. Histograms of CFUs obtained through plating the initial timepoint of experiments shown in Figure 5B. The treatments were compared using ANOVA (p-value > 0.05).

A.

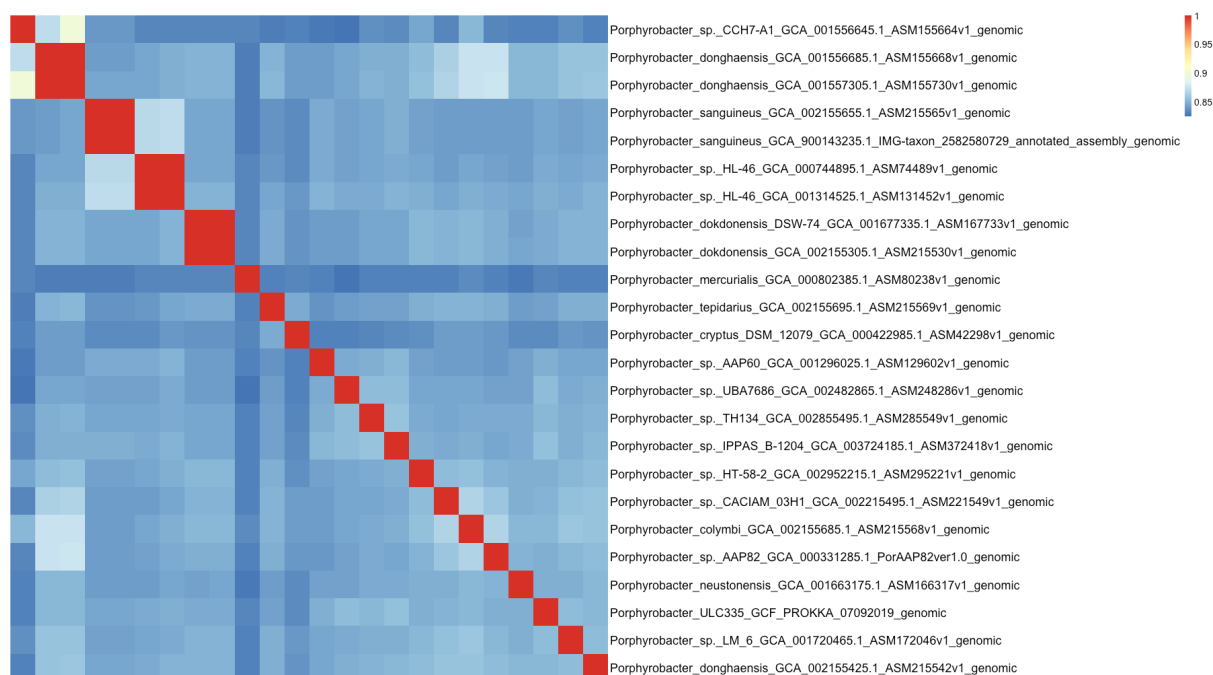

B.

Phylogenetic tree showing the relationships between various bacterial strains, primarily from the genus *Erythrobacter*. The tree is rooted on the left and branches to the right. Bootstrap values are indicated at the nodes. The strains are listed on the right, with their accession numbers and taxonomic information. The tree shows a high degree of similarity within the *Erythrobacter* genus, with some strains showing closer relationships to other genera like *Porphyrobacter* and *Porphyrobacter*.

Key taxa and their accession numbers (from top to bottom):

- Erythrobacter\_amosus*\_GCF\_009828055.1\_ASM982805v1\_genomic\_NZ\_WTY80100001.1\_1
- Erythrobacter\_amosus*\_GCF\_014195675.1\_ASM1419567v1\_genomic\_NZ\_JACICE01000001.1\_1
- Porphyrobacter\_sp.\_SILTP*\_GCF\_009905735.1\_ASM990573v1\_genomic\_NZ\_JAAL01000004.1\_1
- Porphyrobacter\_sp.\_TH134*\_GCF\_002855495.1\_ASM285549v1\_genomic\_NZ\_PKRO01000721.1\_1
- Erythrobacter\_sanguineus*\_GCF\_002155655.1\_ASM215565v1\_genomic\_NZ\_MUYH01000003.1\_1
- Erythrobacter\_sanguineus*\_GCF\_900143235.1\_IMG-taxon\_256259729\_annotated\_assembly\_genomic\_NZ\_FRDPO100003.1\_1
- Porphyrobacter\_sp.\_AAP60*\_GCF\_001296025.1\_ASM129602v1\_genomic\_NZ\_LJHV01000014.1\_1
- Porphyrobacter\_ULJ338*\_GCF\_PROKKA\_07092019\_genomic\_gn[PLJGKCPNHEK\_K\_1\_1]
- Erythrobacteraceae\_bacterium\_CQH12-C2*\_GCF\_001556995.1\_ASM155699v1\_genomic\_NZ\_LSKF01000026.1\_1
- Erythrobacter\_donghaensis*\_GCF\_002155425.1\_ASM215542v1\_genomic\_NZ\_MJYG01000008.1\_1
- Erythrobacter\_donghaensis*\_GCF\_001556555.1\_ASM155655v1\_genomic\_NZ\_LJSB01000341.1\_1
- Erythrobacter\_donghaensis*\_GCF\_001556895.1\_ASM155689v1\_genomic\_NZ\_LSJZ01000238.1\_2
- Erythrobacter\_donghaensis*\_GCF\_001556715.1\_ASM155671v1\_genomic\_NZ\_LSKJ01000282.1\_1
- Erythrobacter\_donghaensis*\_GCF\_001556685.1\_ASM155668v1\_genomic\_NZ\_LSJO01000150.1\_1
- Erythrobacter\_donghaensis*\_GCF\_001556855.1\_ASM155685v1\_genomic\_NZ\_LSJM01000230.1\_1
- Erythrobacter\_donghaensis*\_GCF\_001557455.1\_ASM155745v1\_genomic\_NZ\_LSKMD10001197.1\_1
- Erythrobacter\_donghaensis*\_GCF\_001557325.1\_ASM155732v1\_genomic\_NZ\_LJSJS01000322.1\_1
- Erythrobacter\_donghaensis*\_GCF\_001557305.1\_ASM155730v1\_genomic\_NZ\_LSJM01000127.1\_1
- Erythrobacter\_columbi*\_GCF\_002155685.1\_ASM215568v1\_genomic\_NZ\_MUYK01000003.1\_1
- Erythrobacter\_sp.\_CCH5-A1*\_GCF\_001557115.1\_ASM155711v1\_genomic\_NZ\_LSKQ01000322.1\_1
- Porphyrobacter\_sp.\_AAP82*\_GCF\_000312851\_PorAAP82v1.0\_genomic\_NZ\_ANFX01000029.1\_1
- Erythrobacter\_neutrotonensis*\_GCF\_001663175.1\_ASM166317v1\_genomic\_NZ\_CP016033.1\_1
- Erythrobacter\_neutrotonensis*\_GCF\_001663175.1\_ASM166317v1\_genomic\_NZ\_CP016033.1\_2
- Porphyrobacter\_sp.\_YTH40*\_GCF\_006542605.1\_ASM654260v1\_genomic\_NZ\_CP041222.1\_1
- Porphyrobacter\_sp.\_LJM\_6*\_GCF\_001720465.1\_ASM172046v1\_genomic\_NZ\_CP071713.1\_1
- Porphyrobacter\_sp.\_HT-58-2*\_GCF\_00295215.1\_ASM29521v1\_genomic\_NZ\_CP02600.1\_1
- Erythrobacter\_tiptariae*\_GCF\_002155695.1\_ASM215569v1\_genomic\_NZ\_MUYJ01000004.1\_1
- Porphyrobacter\_sp.\_CACIAM\_03H1*\_GCF\_002215495.1\_ASM221549v1\_genomic\_NZ\_CP021378.1\_1
- Erythrobacter\_dokdonensis*\_DSW-74\_GCF\_001677335.1\_ASM167733v1\_genomic\_NZ\_LZYB01000003.1\_1
- Erythrobacter\_dokdonensis*\_GCF\_002155305.1\_ASM215530v1\_genomic\_NZ\_MUYI01000001.1\_1
- Erythrobacter\_cryptus*\_DSM\_12079\_GCF\_000422985.1\_ASM42298v1\_genomic\_NZ\_KJ83966.1\_1
- Erythrobacter\_sp.\_SDW2*\_GCF\_021431965.1\_ASM2143196v1\_genomic\_NZ\_CP090370.1\_1
- Erythrobacter\_sp.\_JL475*\_GCF\_000714765.1\_Ery\_JL475\_v1\_genomic\_NZ\_JMIV01000001.1\_1
- Erythrobacter\_litoralis*\_GCF\_000714795.1\_Ery\_DSM\_8509\_v1\_genomic\_NZ\_JMXD01000006.1\_1
- Erythrobacter\_litoralis*\_GCF\_001719165.1\_ASM171916v1\_genomic\_NZ\_CP017057.1\_1
- Erythrobacter\_sp.\_L111*\_GCF\_900105095.1\_IMG-taxon\_2623621020\_annotated\_assembly\_genomic\_NZ\_LT629743.1\_1

Scale bar: 0.006

Phylogenetic tree showing the relationships between various *Erythrobacter* species and other bacterial taxa, based on 16S rDNA sequences. The tree is rooted at the bottom left and branches upwards. Bootstrap values are indicated at the nodes. The scale bar represents 0.03 substitutions per site.

Species listed (from top to bottom):

- Erythrobacter\_amosus\_GCF\_009828055.1\_ASM982805v1*
- Erythrobacter\_amosus\_GCF\_014195675.1\_ASM1419567v1*
- Porphyrobacter\_sp.\_S1TP\_GCF\_000901673.1\_ASM901673v1*
- Porphyrobacter\_sp.\_TH134\_GCF\_002855495.1\_ASM285549v1*
- Porphyrobacter\_sp.\_AAP60\_GCF\_001296025.1\_ASM129602v1*
- Porphyrobacter\_ULC335\_GCF\_PROKKA\_07092019*
- Erythrobacteraceae\_bacterium\_CQ12-C2\_GCF\_001569995.1\_ASM156999v1*
- Erythrobacter\_neutonsensis\_GCF\_001663175.1\_ASM166317v1*
- Erythrobacter\_sanguineus\_GCF\_002155655.1\_ASM215565v1*
- Erythrobacter\_sanguineus\_GCF\_900143235.1\_IMG-taxon\_2582580729\_*
- Erythrobacter\_donghaensis\_GCF\_002155425.1\_ASM215542v1*
- Porphyrobacter\_sp.\_YT40\_GCF\_006542605.1\_ASM654260v1*
- Erythrobacter\_donghaensis\_GCF\_001556715.1\_ASM155671v1*
- Erythrobacter\_donghaensis\_GCF\_001557455.1\_ASM155745v1*
- Erythrobacter\_donghaensis\_GCF\_001557325.1\_ASM155732v1*
- Erythrobacter\_donghaensis\_GCF\_001556685.1\_ASM155668v1*
- Erythrobacter\_donghaensis\_GCF\_001556895.1\_ASM155689v1*
- Erythrobacter\_donghaensis\_GCF\_001557305.1\_ASM155730v1*
- Erythrobacter\_donghaensis\_GCF\_001556555.1\_ASM155655v1*
- Porphyrobacter\_sp.\_AAP62\_GCF\_000331285.1\_PvAAP62ver1.0*
- Erythrobacter\_colymbi\_GCF\_002155685.1\_ASM215568v1*
- Porphyrobacter\_sp.\_CACIAM\_03H1\_GCF\_002215495.1\_ASM221549v1*
- Porphyrobacter\_sp.\_LM\_8\_GCF\_000720465.1\_ASM172046v1*
- Porphyrobacter\_sp.\_HT-58-2\_GCF\_002952215.1\_ASM295221v1*
- Erythrobacter\_cryptus\_DSM\_12079\_GCF\_000422985.1\_ASM42298v1*
- Erythrobacter\_tepidarius\_GCF\_002155695.1\_ASM215569v1*
- Erythrobacter\_dokdonensis\_DSW-74\_GCF\_00167735.1\_ASM167735v1*
- Erythrobacter\_dokdonensis\_GCF\_002155305.1\_ASM215530v1*
- Erythrobacter\_sp.\_SDW2\_GCF\_0021431965.1\_ASM214319v1*
- Altererythrobacter\_sp.\_BO-6\_GCF\_011047315.1\_ASM110473v1*
- Altererythrobacter\_epoxidivorans\_GCF\_001281485.1\_ASM128148v1*
- Erythrobacter\_sp.\_SCSIO\_43205\_GCF\_019904235.1\_ASM1990423v1*
- Opengyuarina\_sp.\_S6317L1\_GCF\_023015615.1\_ASM230156v1*
- Erythrobacter\_longus\_GCF\_000715015.1\_Ery\_DSM\_6697\_v1*
- Erythrobacter\_sp.\_Alg231-14\_GCF\_900149685.1\_Erythrobacter\_sp.\_Alg231\_14*
- Erythrobacter\_sp.\_KX5\_GCF\_005264115.1\_ASM526411v1*
- Erythrobacter\_sp.\_KAP1\_GCF\_000115285.1\_ASM11528v1*
- Erythrobacter\_sp.\_JL475\_GCF\_000717475.1\_Ery\_JL475\_v1*
- Erythrobacter\_sp.\_YT30\_GCF\_001542875.1\_ASM154287v1*
- Erythrobacter\_insulae\_GCF\_007004095.1\_ASM700409v1*
- Erythrobacter\_sp.\_F6033\_GCF\_023016005.1\_ASM230160v1*
- Erythrobacter\_rubeus\_GCF\_014705715.1\_ASM147057v1*
- Erythrobacter\_sp.\_WH131\_GCF\_019204025.1\_ASM1920402v1*
- Erythrobacter\_sp.\_THAF29\_GCF\_009363635.1\_ASM936363v1*
- Altererythrobacter\_luimaris\_GCF\_013371495.1\_ASM1337149v1*
- Erythrobacter\_litoralis\_GCF\_000714795.1\_Ery\_DSM\_8509\_v1*
- Erythrobacter\_litoralis\_GCF\_001719165.1\_ASM171916v1*
- Erythrobacter\_sp.\_HL-111\_GCF\_900105095.1\_IMG-taxon\_2623621020\_*
- Altererythrobacter\_ishigakiensis\_GCF\_001663155.1\_ASM1663155v1*
- Altererythrobacter\_ishigakiensis\_GCF\_007830695.1\_ASM783069v1*
- Altererythrobacter\_insulae\_GCF\_003444655.1\_ASM344465v1*
- Altererythrobacter\_xiamenensis\_GCF\_900177715.1\_IMG-taxon\_2718218510\_*

**SFigure 24: Average nucleotide identity [ANI] and digital DNA-DNA hybridization [DDH] between the genomes of *Porphyrobacter* sp. ULC335 and several other *Porphyrobacter* strains representative of the diversity of the genus.** A. ANI as calculated using PYANI [6]. The ANI of strain ULC335 is lower than 0.85 for a representative set of *Porphyrobacter* strains or species, which suggests that strain ULC335 may be a new *Porphyrobacter* species. B. The DDH was estimated using the digital Genome-to-Genome Distance Calculator algorithm recommended by the Leibniz Institute DSMZ (Formula 2) [7]. The DDH between *Porphyrobacter* sp. ULC335 and a representative set of *Porphyrobacter* strains or species is estimated below 30%, which suggests that strain ULC335 may be a new *Porphyrobacter* species. C. Phylogenetic tree of the closest relatives of strain ULC335 based on the full 16S rRNA gene sequence. D. Phylogenetic tree of the closest relatives of strain ULC335 based on 27 concatenated conserved proteins. Strain ULC335 is shown in red. *iqtree* bootstrap values are shown at the nodes (max. 100). Scale bars: average number of substitutions per site.

## Supplementary Methods

### RESSOURCE AVAILABILITY

#### Materials availability

#### Data and code availability

The *Porphyrobacter* sp. ULC335 genome is publicly available on the NCBI repository (SAMN19986570). The RNA-sequencing data is publicly available on the NCBI Gene Expression Omnibus (GEO) repository (GSE245047).

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

*Porphyrobacter* sp. ULC335 was isolated from a BG11 Petri dish on which *Snowella* sp. ULC335 and its associated community of heterotrophs were plated. It formed isolated small orange to red colonies on the agar. After two initial reisolation steps on PYE [8], it was confirmed pure by microscopy and stocked at -80°C in 20% glycerol. Further cultivation was done on BG11-P (see below). The ULC335 community, the *Porphyrobacter* sp. ULC335 strain and its transposon mutants used in this article are listed and referenced in the table below.

## METHOD DETAILS

### Standard growth conditions

*Porphyrobacter* sp. ULC335 was grown in BG11 media [10] supplemented with 0.5g/L tryptone (Oxoid) and 0.25g/L yeast extract (Oxoid), as well as 1/100 dilution of vitamin solution (hereafter, BG11-P). Vitamin solution contained (mg/L): Biotin (4), Folic acid (4), Pyridoxine-HCl (20), Riboflavine (10), Thiamine-HCl 2H<sub>2</sub>O (10), Nicotinamide (10), D-Ca-pantothenate (10), Vitamin B12 (0.2), p-Aminobenzoic acid (10). Standard batch growth took place at 30°C with agitation. Growth in the Photon Systems Instruments Multi-Cultivator MC1000 cultivating device took place at 28°C. Batch cultures for competition and survival experiments were done in 24-well plates at 28°C with agitation. *Escherichia coli* was grown in LB (tryptone, 10 g/L; yeast extract 5 g/L; NaCl, 5 g/L; tryptone and yeast extract from Oxoid) at 37°C. Solid media were supplemented with 1.5% technical agar.

### **Real-time optical density monitoring**

Real-time monitoring of the optical density of *Porphyrobacter* sp. ULC335 cultures was done in a Multi-cultivator MC1000 (Photon Systems Instruments) under warm-white LEDs at 150 to 180µmol/s/cm<sup>2</sup> at 28°C with mixing ensured by bubbling (eight culture tubes in parallel). OD680 was measured every 12 minutes (six individual measures per timepoint) with one tube used as blank to correct for measurement fluctuations due to changes in the room temperature. Transitions in illumination regimes (square wave) are reported on the graphs presented for each experiment. Cells were grown in BG11-P from an initial optical density <0.001.

## UV-visible-close IR spectra

Figure 2. The cell pellets collected from 12 ml of 48-hour old liquid cultures of *P. neustonensis* DSM9434 and *Porphyrobacter* sp. ULC335 were extracted with 700µl of 7:2 acetone-methanol solvent for 5 minutes; after centrifugation, the absorbance of the supernatant was measured over the UV-visible-close IR spectrum in quartz cuvettes (1 cm path length) with a UV-visible spectrophotometer (Thermo Scientific Genesys 10s).

Figure 11. For whole-cell spectra, cells were washed once with NaCl 0.9% and resuspended five-fold concentrated in NaCl 0.9%. 350 to 900 nm spectra were obtained from 200µl in a 96-well plate with a spectrophotometer (SpectraMax i3x, Molecular Devices).

## Thin Layer Chromatography

A 50 ml aliquot of three day-old batch cultures of relevant strains were centrifuged; the pellet was resuspended in 20 ml of NaCl 0.9% and centrifuged again. The pellet was resuspended into 1 ml of 7:2 acetone-methanol and left in the dark for 5 minutes; the supernatant was collected by centrifugation. About 100µl of supernatant were spotted onto a Silica 60 F<sub>254</sub> Thin Layer Chromatography (TLC) plate (Merk, art. 5554), previously dehydrated at 120°C for one hour, and left to dry. The TLC plate was migrated in 8:0.75:0.2:0.8:0.25 petroleum ether:hexane:isopropanol:acetone:methanol. Migration front and spots were used to calculate retardation factors for each pigment. The main red pigment was eluted into 7:2 acetone-methanol and its

UV-visible-close IR spectrum was measured in quartz cuvettes (1 cm path length) as stated above.

### Transposon library

5ml of 48-hours old *Porphyrobacter* sp. ULC335 culture were pelleted, washed twice with BG11-P, and combined with an equivalent pellet of a conjugation-competent *E. coli* strain harbouring pRL27 [11]. The mixture of bacteria was spotted on a BG11-P plate and incubated at 30°C for 4 hours. The bacterial spot was then collected and spread on a total of twenty BG11-P supplemented with 50µg/ml kanamycin and 10µg/ml chloramphenicol (to counterselect *E. coli*). About 5'000 colonies were collected and stocked at -80°C.

A collection of mutants whose color differed from the wild type was isolated on BG11-P plates or BG11 plates supplemented with 2.25g/L Tryptone and 0.75g/L Yeast extract. The B<sup>+</sup>C<sup>-</sup> and B<sup>-</sup>C<sup>-</sup> strains were white; the B<sup>-</sup>C<sup>+</sup> strain was orange to light red rather than dark red like the wild type; the B<sup>++</sup>C<sup>++</sup> was darker than the wild type. The mutants were restreaked twice to make sure that they were pure. The insertion sites were identified using the method previously published [11]. Briefly, the genomic DNA of the mutants was extracted using an ammonium-acetated-based protein precipitation protocol followed by ethanol-precipitation [12]. 1 µg of purified DNA was digested using BamHI (1 hour, 37°C); after deactivation of the restriction enzyme, the DNA was autoligated overnight at 4°C using the T4 ligase (NEB). The ligation product was transformed into *E. coli* DH5a-λpir using the heat shock method. The plasmid was

extracted and the insert was sequenced using the tpnRL17–1 primer (Microsynth). The insertion sites were identified using *blast* [13].

### *pufM* PCR

SFigure 1. The *pufM* PCR was carried out with pufM-F and pufM-R primers using GoTaq (M3001, Promega) on genomic DNA extracted using Quick-DNA Fungal/Bacterial Miniprep Kit (Zymo Research) from 500µl of overnight liquid culture in BG11-P. Annealing temperature was 55°C.

### Genome sequencing and annotation

The genomic DNA was purified from 3ml of *Porphyrobacter* sp. ULC335 48-hour culture using the Qiagen Genomic-tip 20/g kit. Sequencing was performed using the Pacific Biosciences (PacBio Sequel). The sequencer generated 38'568 polymerase reads (mean length: 31,681) and 262'709 subreads (mean length: 4'389 bps); mean final coverage was 314. The genome was assembled using PacBio CCS 4.1.0 for the read correction step and Flye 2.6 [14] with a target size of 5MB, 1000bps minimal overlap between reads, and five final polishing steps for the assembly. In its final state, the genome comprises only one circular contig.

The functional classification of the genome content was done using the online blastKOALA service (<https://www.kegg.jp/blastkoala/>) with the genus *Porphyrobacter* as a reference. The two first levels of the KEGG classification were used to make SFigure 7.

## RNA-sequencing

The wild type and B<sup>-</sup>C<sup>+</sup> strains were cultured under 12h/12h dark-light alternance with constant oxygenation in the MC1000 cultivation device (warm white LEDs, 150  $\mu\text{mol/s/cm}^2$ ). After three days in stationary phase, samples were taken at four different time points from three different replicates. Sampling was done one hour before and one hour after the light-dark or dark-light transition: Early Day (ED) was taken one hour after dark-light transition, Late Day (LD) one hour before light-dark transition, Early Night (EN) one hour after light-dark transition, Late Night (LN) one hour before dark-light transition. RNA was extracted from 1 ml culture (OD<sub>650</sub>=0.3) using TRIzol (Invitrogen) followed by purification on columns. Briefly, cells were lysed in 1 ml TRIzol Reagent at 65°C for 10 minutes and kept at room temperature for 5 minutes; 200  $\mu\text{l}$  of chloroform were added and, after mixing by inversion, incubation for 3 minutes at room temperature and centrifugation (15 minutes, 12000 x g, 4° C), 500  $\mu\text{l}$  of the upper phase were mixed with an equal volume of 70% EtOH and loaded on a RNeasy mini-kit column (Qiagen). After an on-column DNase treatment (RNase-free DNase set, Qiagen), columns were washed and RNA eluted in 40  $\mu\text{l}$  of RNase-free H<sub>2</sub>O according to the manual instructions. RNA was quantified using Nanodrop2000 (ThermoFisher Scientific) and Qubit 2.0 fluorometer (Qubit RNA Broad Range Assay kit, ThermoFisher Scientific), checked for degradation on an agarose gel, and checked for possible DNA contamination by qPCR using SybrGreen (Rotor-Gene SYBR Green PCR kit, Qiagen) on a Rotor-Gene Q thermocycler (Qiagen). RNA-sequencing was carried out at Novogene on Illumina NovaSeq systems after

ribosomal depletion and in-house library construction. An average of 40 to 70 million 150 bps pair-end reads were obtained per sample.

Reads were trimmed and filtered using *fastP* [15], and then mapped on the *Porphyrobacter* sp. ULC335 genome using *bowtie2* [16]. The number of reads per coding sequence was counted using *featureCounts* [17]. Exploratory analysis and statistical testing were carried out using *R*. A first analysis, based on the *DESeq2* package [18] and workflow, was used to determine which genes were differentially expressed in the wild type and B<sup>-</sup>C<sup>+</sup> strains at each of the four time points (pairwise comparisons for each timepoint, adjusted p-value < 0.01). A second analysis, based on the *ImpulseDE2* package [19], was used to determine which genes were temporally regulated across the four time points in either the wild type or the mutant strain (adjusted p-value < 0.01). To assign each temporally regulated gene to a specific temporal profile (cluster), we used *hclust* (Euclidian algorithm, 15 clusters) on the Z-scores of the *rlog*-transformed count data for all four time points. The *ggVennDiagram* [20] and *ggplot* [21] libraries were used to plot the summary figures.

## Phylogenetic analysis

The proteomes of alphaproteobacterial genera containing at least four complete genomic sequences were downloaded from the NCBI repository and searched, using *blastp* [13] (e-value<10E-5), for homologs of fourteen proteins belonging to the anoxygenic phototrophy superoperon (BchH, BchD, BchB, BchY, BchZ, BchN, PpsR, BchC, BchX, BchI, BchL, BchO, BchM, BchF from *Roseobacter denitrificans* OCh114). For genomes containing the full set, the fourteen proteins were concatenated, the

sequences were aligned using *muscle* 3.8.31 [22] and a phylogenetic tree was constructed using *iqtree* 2.1.1 [23] with default parameters (evolution model chosen automatically). In parallel, the homologs of a set of conserved ribosomal proteins, elongation factors and gyrases (L2, L3, L4, L5, L6, L14, L15, L16, L17, L18, L22, L23, L24, L29, L30, L36, S3, S4, S5, S7, S8, S10, S11, S12, S13, S14, S17, S19, Tu, G, GyrA, and GyrB from *Pseudomonas aeruginosa* PAO1) were retrieved from the same proteomes and a phylogenetic tree was constructed following the same procedure. The Erythrobacteraceae ribosomal and superoperon trees were constructed in a similar way; however, since the genomes available on NCBI repository are not always complete, alignments had to be curated semi-automatically to avoid artefacts due to missing proteins. The 16S ribosomal RNA gene tree of the strains most closely related to *Porphyrobacter* sp. ULC335 was extracted from a tree comprising all Erythrobacteraceae plus *Caulobacter crescentus* NA1000 (outgroup); the 16S ribosomal RNA gene was extracted using *rnammer* 1.2 [24]; the nucleotide sequence alignment was done using *muscle* 3.8.31 [22] and a phylogenetic tree was constructed using *iqtree* 2.1.1 [23] with default parameters (evolution model chosen automatically) and 1000 bootstrap. The DDH (digital DNA-DNA hybridization) was estimated using the digital Genome-to-Genome Distance Calculator algorithm recommended by the Leibniz Institute DSMZ (Formula 2) [7]. The ANI (average nucleotide identify) as calculated using PYANI [6].

SFigure 3. Strains were considered to encode the anoxygenic phototrophy superoperon if they gave positive *blastp* matches with at least 13 out of the 14 proteins listed above. The strains were assigned to a genus and class based on NCBI classification scheme.

## Analysis of the ULC335 community

SFile 1. The trace sequences from the ULC335 metagenome (SRR6814902) were downloaded from NCBI repositories, trimmed using *fastp* [15] reassembled using *metaspades* with standard parameters [25], and resulting contigs were classified using the *CLASSIFIER* software (<http://rdp.cme.msu.edu/classifier/classifier.jsp>)[26].

## Flow cytometry and fluorescence microscopy

Live-dead staining. Cells from 500µl of culture were resuspended in the same volume of NaCl 0.9% and incubated in the dark for 30 minutes after the addition of 1µl Invitrogen BacLite Live/Dead stain (mixture of equal volumes of components A and B). Cells were analyzed by flow cytometry and fluorescence microscopy. For the flow cytometry, cells were analyzed on a BD Accuri C6 Plus Flow Cytometer from a 1/100 dilution in NaCl 0.9%. Thresholds: 500 on FSC-H and 6000 on SSC-H. The zones corresponding to the dead, compromised, and live subpopulations were determined empirically based on the density distribution of live and 2.5% glutaraldehyde-fixed cells on a FL1 (green; excitation at 488nm, 533/30 emission filter) and FL3 (red; excitation at 488nm, 670LP emission filter) scatter plot. Visualization and quantification was done with R [27] using the *flowCore* [28] library after margin and doublet events removal using *PeacoQC* [29]. The same cells were analyzed using fluorescence microscopy (Leica DM4 B, Leica DFC7000 T camera, 100x objective : Leica 1.25 oil PH3 (506313)) with GFP and RFP settings; cells on phase-contrast, GFP, and

RFP images were counted with FIJI [30] using a customized semi-automated script; analysis and plotting was performed with R base functions. Only dead and live subpopulations could be distinguished with fluorescence microscopy; a high-GFP and high-RFP signal “compromised” subpopulation could not be reliably identified, presumably because of the different optical settings and detection limits of flow cytometry and fluorescence microscopy.

DyeCycle Orange staining. Cells from 500µl of culture were resuspended in the same volume of NaCl 0.9%, fixed with 2.5% glutaraldehyde for 15 minutes, and incubated in the dark for 30 minutes after the addition of 1µl Invitrogen DyeCycle Orange stain. Cells were analyzed by flow cytometry on a BD Accuri C6 Plus from a 1/100 dilution in NaCl 0.9%. Thresholds: 500 FSC and 6000 SSC. Subpopulation analysis was done using R with base functions. The coordinates of the highest density in the regions of the 1N and 2N peaks were determined from the density of a 1024-break histogram of the FL1 fluorescence using the *density* function. The distance between the 1N and the 2N coordinates was used to predict the theoretical position of 3N and 4N peaks. The best combination of underlying 1N, 2N, 3N, and 4N logistic density distributions explaining the empirical density distribution was determined by tuning the scale factors. The lowest density point between the 1N and the 2N peaks on the empirical density plot was used as a proxy for the “actively replicating” population, the assumption being that high replication rates would lead to a continuum between the 1N and 2N peaks and the minimum between the two could be used as a replication index.

## **Survival and competition experiments**

Bacteriochlorophyll *a* content depending on the growth phase. Strains of interest were grown in BG11-P medium for approximately 60h at 28°C with a 170 rpm shaking, in dark conditions. Cultures were adjusted to OD<sub>650</sub> = 0.001 in BG11-P medium and distributed in a 24-well plate: 12 wells per strain containing 1.3 ml of culture. Three identical plates were prepared for the three light conditions tested: continuous light, continuous dark and 12h/12h dark-light cycles. Plates were incubated at 28°C with shaking. After 18h, 24h, 48h, 72h and 96h of growth, the cultures of two wells per strains were collected on each plate and OD<sub>650</sub> measured in a SpectraMax i3x plate reader (Molecular Devices). 900µl of culture were centrifuged and pellets were resuspended in 1 ml of a 0.9% NaCl solution. After centrifugation, pellets were resuspended in 250µl of methanol, centrifuged again and the clear supernatant was transferred in a new tube. Tubes were kept in the fridge and protected from light. 200µl of supernatant were loaded in a 96-well plate with flat bottom. Absorbance at 771 nm was measured to evaluate the production of bacteriochlorophyll *a* by the strains of interest in the different conditions. A full spectrum from 350 to 1000 nm (every 2 nm) was also recorded to evaluate the presence of other pigments. Measures were acquired in a SpectraMax i3x plate reader; samples were proceeded in two sets of 6 to avoid evaporation. The relative amounts of Bchl*a* and carotenoids (460 and 480 nm) were obtained by dividing the absorbances by the absorbance for the wild type DL condition (reference).

Survival depending on the genotype and the culture conditions. Late exponential phase cultures of the strains of interest (wild type, B<sup>-</sup>C<sup>+</sup>, B<sup>++</sup>C<sup>++</sup>) were diluted to OD<sub>650</sub>=0.001 in BG11-P and grown in 24-well plates (28°C, 170 rpm) under continuous light, continuous dark, or 12h/12h dark-light cycles in triplicates. At the

beginning of stationary phase (at 48h), cultures were homogenized by pipetting and 100µl of a  $1.6 \times 10^{-5}$  dilution of each replicate were plated on BG11-P; the colony forming units (CFUs) were calculated from the plate counts. After four additional days spent in stationary phase (at 144h), the procedure was repeated and CFUs were calculated again. The CFUs at 48h were used as a baseline and survival was calculated as the percent remaining cells at 144h.

Competition experiments. Late exponential phase cultures of the two mutant strains ( $B^-C^+$  and  $B^{++}C^{++}$ ) were mixed with the wild type strain in equal proportions ( $OD_{650}=0.001$ ) and grown in 24-well plates (28°C, 170 rpm) under continuous light, continuous dark, or 12h/12h dark-light cycles in triplicates. The dual cultures were plated at 48h and 144h like for the survival experiment, and the ratios of the mutant to the wild type were calculated for both timepoints based on CFUs.

### Primers used in this study

### QUANTIFICATION AND STATISTICAL ANALYSIS

Details on the quantification and statistical analyses performed can be found in the relevant subsections of the “METHOD DETAILS” and in the figure legends.

## ADDITIONAL RESOURCES

None.

## References

How the deposited data were processed for this re-analysis (not part of the article)

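RNA was sequenced from 3 replicate cultures of the wild type and 3 of the Bchl*a* null mutant B-C+ at 4 time points of a cycle of 12 h of light and 12 h of darkness, after 3 days in stationary phase. The deposited counts are read pairs per gene, which the authors obtained by trimming with fastP, mapping with bowtie2 to the genome of the strain and counting with featureCounts 2.0.0, as the file headers and the methods state. Counting was strand-specific, needed both ends mapped, and left out pairs that map to several places or overlap several genes. Versions of fastP and bowtie2 are not given in the headers or the methods. The counts are not normalized, and replicates are not pooled. All 3420 genes are listed for each library, of which 3372 coding sequences were analyzed, and the 3 rRNA genes, 44 tRNA genes and the tmRNA gene were used for shares of counts only. Positions come from the deposited counts, symbols from the RefSeq annotation, which held 3413 of the 3420 genes and gave a symbol to 629 coding sequences, and products from the paper's supplementary files. The median total of counts per library was lowest in the wild type at LN (787886) and highest in B-C+ at LN (5018576).

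Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr at a minimum count of 10, libraries were scaled with TMM factors, and differences were tested with edgeR's quasi-likelihood test with default settings and Benjamini-Hochberg adjustment. In the fit of all 24 libraries there were 8 groups and 16 residual degrees of freedom. Contrasts in this fit were B-C+ against the wild type at each time point and averaged, the interaction of strain and time, and the differences between strains in day against night and in LN against LD. In the fit of each strain the 12 libraries form 4 groups. Contrasts were any change over time, day (mean of ED and LD) against night (mean of EN and LN), LN against LD, and each step from 1 time point to the next. Calls needed an adjusted p below 0.01, between strains with a fold change above 2. Sets of genes were tested with camera of limma 3.58.1 with a preset correlation of 0.01, on log2 CPM, with Benjamini-Hochberg adjustment over 30 tests. The ribosomal protein, respiratory chain and ATP synthase, DNA repair, and tRNA ligase and translation factor sets were taken from RefSeq symbols, in place of patterns in product names, and the AAnP set is the phototrophy locus with *bchE*, *bchJ* and *crtY*. Similarity of B-C+ libraries to wild-type time points was measured as the root mean square difference of log2 CPM.

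Gene names in the text follow a rule. They are the genes that the paper names in its text on the transcriptome, the legend of Supplementary Fig. 21, Supplementary Fig. 7C and Supplementary Fig. 9A, and the 3 genes with the largest rise and the 3 with the largest fall that were called, without overlap between the libraries of both sides. This was applied to the strains averaged over time, and to day against night in each strain. Values of some of these genes in the paper's figures and Supplementary File 2 had been seen. The light-harvesting genes KVF90_07585 and KVF90_07590, and KVF90_15670 and KVF90_15740 of the phototrophy locus, are outside the rule, and were chosen after their values had been seen.

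The same 3 cultures of a strain were sampled at the 4 time points. Within B-C+, deviations from the group means correlated above 0.1 between libraries with the same replicate number in 12 of 18 pairs (median 0.169), and within the wild type in 8 of 18 (median 0.087). Libraries of different strains with the same number did so in 0 of 12 pairs. The culture was therefore an alternative block for contrasts within a strain, and between strains the replicate number is only a number. These correlations are across genes, which are not independent replicates.

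The comparisons of single genes, and day against night for gene sets, were tested on simulated data. Counts of 3342 genes were drawn with the depths of the libraries and 1 spread per gene for both strains, and 200 genes were changed by 2-fold or 4-fold, for changes over time and the interaction at LN only and for a step at its later time point. A call needed an adjusted p below 0.01. It also needed the right direction, except for changes over time and the interaction, which have no single direction. The 2-fold limit on calls between strains was not applied. The shares of 2-fold changes found between strains can therefore be lower with that limit. For B-C+ against the wild type averaged over time points, 99% of 4-fold and 96% of 2-fold changes were called. At single time points, 2-fold changes were called in 84% of cases at ED, 87% at LD, 76% at EN and 66% at LN. For changes over time, 87% of 4-fold and 69% of 2-fold changes were called in the wild type, and 100% and 89% in B-C+. For day against night, 83% of 2-fold changes were called in the wild type and 95% in B-C+. For the steps, between 67% (LN to ED) and 83% (ED to LD) of 2-fold changes were called in the wild type and between 83% (LD to EN) and 87% in B-C+. For the interaction, 88% of 4-fold and 55% of 2-fold changes were called, and for the differences between strains 82% of 2-fold changes in day against night and 54% in LN against LD. Unchanged genes made up between 0% and 4.29% of the calls. A simulated set of 40 genes shifted by 0.5 was found by camera of limma, and 0% of 100 unshifted sets were called by camera, while fry called 2% of them in B-C+ and 0% in the wild type. Genes were drawn independently there, so these shares do not cover sets whose genes vary together. In the data, camera called 19 of 30 tests with the preset correlation and 1 with an estimated one.

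Alternatives were RLE factors and total counts only in place of TMM, DESeq2 1.42.0 in place of edgeR, no filter on low counts, a filter on a mean of 100 counts, all RNA genes in the library sizes, the 10 most abundant genes left out, and all libraries thinned to 717817 coding counts. Further alternatives were the culture as a block, each culture left out in turn, only the 6 libraries of a time point, 1 fit of all 24 libraries for changes over time, other thresholds, other measures of similarity and other gene selections, fry and an estimated correlation for gene sets, and, added later, the ED and EN labels exchanged. Random draws used the seed 20231. Number of replicates, with 3 cultures per strain, limits all tests. ImpulseDE2, which the authors used for changes over time, was not run. Enrichment of KEGG categories and a set of transporters were left out, because no table at hand assigns every gene a category or product. rRNA genes were left out of the tests, since RNA had been depleted of ribosomal RNA, and tRNA and tmRNA genes with them.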

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

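The tests of the interaction of strain and time against depth, scaling and abundant genes, of the AAnP genes against scaling, of the position of genes along the locus, and of the shares of tmRNA and rRNA were chosen only after the results were seen.

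The response to time differed between the strains, by a test of the interaction itself, in 1884 genes. The difference between day and night differed in 1105 genes, and the difference between LN and LD in 1314. Unequal depth, the scaling of the libraries and a few abundant genes were weighed as technical sources. After thinning to equal depth 1422 genes passed the threshold, with total counts only 1918 did, and without the 10 most abundant genes 1874 did, so the tests argue against each as the whole cause. Among the 10 ways to split the 6 cultures into 3 and 3, the real split gave 1884 genes and every other split 0. With 10 splits the share (here 1 of 10) cannot fall below 0.1, so this test cannot decide on chance. The strain and the set of cultures grown for it cannot be told apart. What stays open are loss of Bchl*a*, effects of the transposon on neighboring genes, and other differences between the cultures of the strains, none of which was separated here.

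Among the AAnP genes, 24 shifted more toward higher expression at LN, relative to LD, in B-C+ than in the wild type, by the sign of the difference. By the size of the change, 22 of the 29 genes that differed changed more in B-C+ and 7 less. The log2 difference between strains was 4.77 for *bchH*, 2.36 for *bchD*, 1.32 for *bchI*, 4.55 for *bchN*, 4.28 for *bchB*, 4.31 for *bchX*, 4.04 for *bchY*, 4.03 for *bchZ*, 4.17 for *bchF* and 3.64 for *bchC*. It was -1.25 for *acsF*, which lies downstream of the transposon. The number was 23 of the 39 genes tested after thinning and 21 with total counts only, which argues against depth and scaling as the whole cause. The transposon divides the locus. At LN the genes downstream of it on the strand of *bchH* had a median log2 fold change of -5.53 between strains, and those upstream 0.84. At LN this is consistent with a polar effect of the insertion, and argues against lower expression of the whole locus. At LD the upstream genes were lower too (median -3.01, against -4.98 downstream), so lower expression of the whole locus stays open there, and at ED (-0.84) and EN (-0.02) their medians lay between. The polar effect may reduce the time course of *acsF* in B-C+ as well, which was not tested separately. The shifts upstream stay open between a response to the missing Bchl*a* and an effect of the insertion upstream of it.

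Of the genes named in the paper, the day and night difference differed between strains for KVF90_05705 (-1.16), KVF90_08400 (0.49), KVF90_16685 (-1.03), *Mch* (-0.84), *Meh* (1.55) and *Mct* (1.05), as B-C+ minus wild type. No technical explanation was tested for single genes beyond the alternatives in scaling, filter and depth, and none of them lies in the phototrophy locus. The wild-type call of KVF90_08400 was lost with total counts only (-0.25). A biological explanation, a response to light that depends on Bchl*a*, is untested.

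The share of tmRNA in all counts, which the paper does not report on, was 4.17% in the wild type at LN (SD 0.586, n = 3), against 2.56% at EN, 1.28% in the wild-type day and 1.21% in B-C+. The share of rRNA was 3.36% in the wild type at LN, 1.18% at EN, 0.525% in the day and 3.68% in B-C+. Incomplete ribosomal depletion stays open for the tmRNA, because rRNA and tmRNA rise together in the wild type, although B-C+ libraries with as much rRNA reached at most 1.53% tmRNA. Carry-over of short RNAs would raise tRNA, but tRNA was 0.130% in the wild type at LN and 0.168% in the day, which argues against it for the difference from the day. At EN tRNA was 0.101%, so for the difference from EN it stays open. Depth stays open for the rRNA, since depth and time point go together in the wild type. Open as well is a difference in RNA composition of the wild type at night, or a difference in how these libraries were made, and no batch is named in the labels or the paper.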

How the results depend on the processing

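The exchange of the ED and EN labels was chosen only after the result was seen, and so was the choice of set members by RefSeq symbol, while the other settings, the thresholds and the rule for the genes named were chosen before the data were examined.

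RLE factors, no filter on low counts, a mean of 100 counts or more, all RNA genes in the library sizes, and the 10 most abundant genes left out kept each of the 24 counts of genes (28 for RLE) within 1.5 times its value. Of the named gene values, 86 of 87 stayed on their side of the threshold and in their direction with RLE factors, 87 of 87 without filter, 75 of 76 with the stricter filter, 86 of 87 with all RNA genes, 84 of 84 without abundant genes, 84 of 84 after thinning, 86 of 87 with DESeq2 and 86 of 87 with the culture as a block. Of the 2047 genes called over time in the wild type, 2043 were shared with DESeq2, 2017 with RLE factors and 1710 with the thinned libraries. Only the 6 libraries of a time point kept each of 7 counts within 1.5 times its value, and 1 fit of all 24 libraries kept 15 of 15 within it.

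With DESeq2, the genes called over time in B-C+ became 399 and those in both strains 340, and the steps in B-C+ became 266 from ED to LD, 121 from LD to EN and 85 from EN to LN. The other counts stayed within 1.5 times. The cause was not tested.

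With total counts only, the genes higher in B-C+ at 1 or more time points became 1457 and the genes lower 448, because TMM centers the median and total counts do not. In B-C+, genes called over time became 499, in both strains 441, day against night 414, LD to EN 139 and EN to LN 99. LD to EN in the wild type became 1345. AAnP genes that shifted less toward LN in B-C+ became 8. The respiratory chain set was called between day and night in B-C+ with a median of 0.047, against -0.18 with TMM. The median of all B-C+ genes was then 0.23, so the set still lay below it. Of 87 named gene values, 77 stayed on their side, 4 lost the call, 5 gained one and 1 reversed, KVF90_08400 between strains averaged over time (0.011).

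With all libraries thinned, ED to LD in the wild type became 367, and the other counts stayed within 1.5 times. Fewer counts are the construction of this setting. With the culture as a block, the genes over time in B-C+ became 467 and in both strains 406, ED to LD in B-C+ 335, LD to EN 154 and EN to LN 92. All 246 genes called over time in B-C+ were among the 467. The DNA repair set in the wild type lost its call with a median of 0.26.

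With an adjusted p below 0.05, the genes over time in B-C+ became 471 and in both strains 417, ED to LD 915 in the wild type and 359 in B-C+, LD to EN in B-C+ 152 and EN to LN in B-C+ 99. Without the fold limit, 1671 genes differed between strains at ED, 1690 at LD, 1738 at EN, 1185 at LN, 2624 at 1 or more time points (1549 higher and 1478 lower) and 2192 on average. Tested against a 2-fold change, the numbers were 339, 302, 441, 124, 692 (336 higher and 363 lower) and 269. With a 2-fold limit as well, the genes over time were 1276 in the wild type, 120 in B-C+ and 76 in both strains. These limits change the numbers by construction.

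Without the genes from *bchH* on, the AAnP genes that shifted less toward LN in B-C+ became 0 by edgeR, and 0 at an unadjusted p below 0.05 and by DESeq2. Libraries of B-C+ nearest to the wild type at LD became 3 with the Spearman correlation, 3 with only the genes that varied over time in the wild type, and 3 without the phototrophy locus. The cause was not tested.

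By fry, the respiratory chain (-0.33) and tRNA ligase sets (-0.30) in the wild type between day and night, and the DNA repair set at LD (-0.30) and EN (-0.29) and the AAnP set at LN between strains, passed the threshold, the last as lower in B-C+ although its median is 0.37. The ribosomal protein set in B-C+ between day and night (0.17) did not. With an estimated correlation, the medians are the same by construction, but 18 calls were lost. These were, between day and night, ribosomal proteins (-1.19), AAnP (-0.51) and DNA repair (0.26) in the wild type and ribosomal proteins (0.17) in B-C+. Between strains, they were ribosomal proteins at ED (2.04), LD (1.83), EN (1.88) and LN (-0.65), AAnP at ED (-1.18), LD (-3.07) and EN (-0.51), the respiratory chain at ED (0.47), LD (0.85) and EN (1.06), tRNA ligases at ED (0.93), LD (0.73) and EN (0.89), and DNA repair at LN (0.55). Their adjusted p values ranged from 0.0422 to 0.439 (camera of limma). The AAnP set between day and night in B-C+ was the call that held. A larger correlation between genes makes the test weaker by construction.

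With ED and EN exchanged, the steps by construction trade places. In the wild type ED to LD became 884 and LD to EN 587, and in B-C+ ED to LD became 73, LD to EN 174, EN to LN 154 and LN to ED 43. Day against night in the wild type reversed for *ftsZ* (0.033), KVF90_01410 (0.90), KVF90_08400 (0.47), *Mch* (-0.18), *Meh* (0.079), *Pcs* (-0.42), KVF90_08220 (-0.89), KVF90_08215 (-1.94), *cobA* (-1.12) and KVF90_05710 (0.18). In B-C+ it reversed for *AccA* (-0.54), *Pcs* (-1.73), *Mcr* (-1.46), KVF90_06925 (-0.82), KVF90_12265 (-0.14) and KVF90_11545 (-0.97).

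With 1 culture left out, fewer libraries are tested, which lowers counts by construction. Genes between strains ranged from 688 to 723 at ED, 660 to 746 at LD, 896 to 984 at EN, 386 to 538 at LN, 1445 to 1568 at 1 or more time points (765 to 870 higher and 727 to 799 lower) and 446 to 512 on average. The interaction ranged from 1530 to 1719 genes. In the wild type, genes over time ranged from 1383 to 1855, day against night from 696 (without replicate 2) to 1146, ED to LD from 193 (without replicate 2) to 514, LD to EN from 358 (without replicate 2) to 774, EN to LN from 982 to 1318, and LN to ED from 916 (without replicate 2) to 1275. In B-C+, genes over time ranged from 124 (without replicate 3, and 148 without replicate 2) to 199, day against night from 108 to 158, ED to LD from 94 (without replicate 3) to 126, LD to EN from 47 (without replicate 3) to 76, EN to LN from 3 (without replicate 3, and 9 without replicate 2) to 40, and LN to ED from 108 to 144. Genes in both strains ranged from 105 (without replicate 3 of B-C+, and 125 without replicate 2) to 186. Opposite steps ranged from 59.4% to 61.7% in the wild type and from 58.9% to 66.9% in B-C+. AAnP genes over 4-fold ranged from 5% to 7.5% in the wild type and from 43.9% to 46.3% in B-C+, those that shifted more toward LN in B-C+ from 23 to 25, and those that shifted less from 4 to 6. Libraries nearest to LN ranged from 4 to 7 and to LD from 2 to 7, where a B-C+ culture left out leaves 8 libraries. Without wild-type replicate 1, more libraries were nearest to LD (7) than to LN (5). The AAnP set in the wild type between day and night ranged from -0.57 to -0.36 and lost its call without wild-type replicate 1. The DNA repair set ranged from 0.20 to 0.35 and lost it without wild-type replicates 2 and 3. The respiratory chain set in the wild type ranged from -0.35 to -0.099 (without wild-type replicate 1) and was not called. In B-C+ it ranged from -0.20 to -0.14 and gained a call without B-C+ replicate 2. Of 306 named gene values, 290 stayed on their side, 12 lost the call, 4 gained one and 0 reversed in edgeR.

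Not run were sets by patterns in product names and a set of transporters, because no table at hand names every product. Depth limits the wild-type night most. In simulated data, without the fold limit, 2-fold changes between strains were called in 66% of genes at LN and in 84% at ED.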

Differences from the paper's values

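The comparison with the profiles drawn in the paper's figures with ED and EN exchanged was chosen only after the values were seen.

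The paper states a depth of 40 to 70 M reads per sample, as an average, whereas the deposited counts add up to between 0.772 and 5.63 M read pairs per library. Reads and counted read pairs are different quantities, and no alternative applies to this value. The counts of genes that the paper states were within 1.5 times the ones here, at 1500 genes between strains (the paper's 1533), 2047 over time in the wild type (the paper's 1933) and 246 in B-C+ (the paper's 283).

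Of the 5 gene sets, 1 goes against the paper's enrichment as far as the categories match, 1 is mixed, and 3 go with it. The paper places ribosome biogenesis among the functions lowered in B-C+, above all in the day. The median log2 fold change of 51 ribosomal protein genes was 2.04 at ED, 1.83 at LD and 1.88 at EN, higher in B-C+, and lower only at LN (-0.65). The paper's category may hold other genes than the set. Ribosomal proteins may instead belong to translation, which the paper places among the functions raised in B-C+. The set was called at ED and LD by fry as well but not with an estimated correlation (2.04 and 1.83). The paper places DNA repair among the functions raised in B-C+. The set here was mixed. It was higher at LN (0.55), the time point at which camera called it, while fry called it lower at LD (-0.30) and EN (-0.29). These medians turn positive with total counts only, which moves the median of all genes as well, to 0.40 at LD and 0.65 at EN. Photosynthesis genes (-1.18 at ED and -3.07 at LD) went as the paper states. So did translation, here tRNA ligases and translation factors only (0.93 and 0.73). Energy metabolism, here respiratory chain and ATP synthase genes only, did as well (0.47 and 0.85).

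Genes lower in B-C+ numbered 351 at ED, 315 at LD, 457 at EN and 284 at LN. The paper states that they are most numerous in the night, without naming a time point. By single time points, this holds at EN and not at LN, although at LN lower genes outnumbered higher ones (284 against 170). With total counts only, the numbers of lower genes were 172, 142, 167 and 266, and by single time points the statement holds at LN and not at EN.

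The paper states that a majority of the expressed AAnP genes changed by 4-fold between LN and LD in B-C+. Of 41 genes, 18 did (43.9%), and of the 38 in the locus alone 18 (47.4%). The set here may differ from the paper's. Among the carotenoid genes outside the locus it holds *crtY* alone, and it holds genes near the limit of detection, such as KVF90_15740 (2.37 CPM at LD in B-C+). It leaves out KVF90_07585 and KVF90_07590, which rose by 2.36 and 2.19 in B-C+. These 3 genes were named after their values had been seen. When the genes from *bchH* on were left out, an alternative set before the data were examined, 17 of 30 (56.7%) did, which reaches the statement.

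For oxidative phosphorylation, the paper states an enrichment among genes lower in the day. The respiratory chain set in the wild type had a median of -0.33 (-0.099 without wild-type replicate 1), which camera did not call and fry did.

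The legend of Supplementary Fig. 21 gives time points of expression for 14 Bchl*a* synthesis genes in the wild type. It names them as maximal for *bchD* and *bchI* only, and for the others they are taken as the highest here. In the deposited counts, 0 of the 14 had those time points highest, by ranks without a test. For *bchD* and *bchI*, ED ranked above LD, the legend's time point, but was not separated from it (adjusted p = 0.219 and 0.743, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With ED and EN exchanged, chosen after the values were seen, 11 of 14 did, and the day and night changes of *Pcs*, *Mch* and *Meh* then reverse. The strains' fold changes in the paper's Supplementary File 2 match the labels as deposited. Another 2 orders of the time points gave 12 of 14.

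The paper places *ftsZ* among genes with highest expression by the end of the day. Here *ftsZ* was highest at EN (2554 CPM) and lowest at ED (2008), and lower in the day (-0.28). *dnaA*, which the paper places in the day, was highest at LD (578 CPM).

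The paper's clusters 2, 10, 13 and 16 are described as rising in the day and falling in the night. Over all 4, 60.3% of genes tested did, but in cluster 2 the number was 37 of 152, against 47 that fell and then rose, while 142 of 152 were higher in the day. For clusters 1 and 4, 67.0% fell in the day and rose in the night, and in cluster 4 the number was 14 of 41, with 39 of 41 higher in the night. The text names 15 clusters, while Supplementary File 4 holds 16. The information sheet of Supplementary File 2 gives contradictory statements on the sign of the fold changes. Their values match those computed here with positive values for higher expression in B-C+, with the same sign in 100% of 968 values at ED.

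The paper's ranking of time points by the number of genes between strains, with most at EN (938) and least at LN (454), was the one found here, and LN was the nearest wild-type time point for 7 of 12 B-C+ libraries.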

Other observations

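The tests of spread between cultures as the whole cause and of the exchange of ED and EN were chosen only after the result was seen.

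More genes varied over time in the wild type than in B-C+. Low depth would lower the number in the wild type, and thinning all libraries to equal depth left 1738 genes in the wild type against 185 in B-C+, which argues against depth as the cause. A larger spread between replicate cultures in B-C+ may contribute, since the median biological coefficient of variation was 11.9% there and 9.97% in the wild type, and the prediction that it would be larger was written beforehand. Spread does not account for the whole, because the median range between time points over all genes tested, after thinning, was 0.376 in B-C+ and 0.976 in the wild type. With 1 spread for both strains, 2134 and 295 genes were called. Among 100 draws of time labels within cultures, the real order was the only one with as many genes in the wild type (1 of 100). The same held in B-C+ (1 of 100), so chance can be excluded for changes over time within each strain. These draws do not test the difference between strains, for which chance and the set of cultures grown for each strain stay open. A biological difference between strains stays open as well, as a hypothesis.

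Fewest genes were called between strains at LN, where the wild-type libraries are the shallowest and vary most. Thinning gave 423 genes at LN, still the lowest, and 16.0% of the genes changed by more than 2-fold without regard to a test, also the lowest. Depth and spread are therefore not the whole cause. For each time point the real split was the only one of 10 with as many genes (1 of 10). Every other split gave 0 genes. With 3 libraries against 3, which make 10 splits, the share cannot fall below 0.1, so this test cannot decide on chance. Averaged over the time points, whole cultures make 10 splits as well, with the same outcome (1 of 10).

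For day against night in the wild type, thinning gave 998 genes, leaving out the 10 most abundant genes gave 1260, and the Spearman correlation of coding length with the log2 fold change across genes was -0.0218 (-0.0492 in B-C+), where genes are not independent replicates. These argue against depth, a few abundant genes and a length bias from breakdown of RNA as the cause. Among 100 draws of day and night labels within cultures, 2 gave as many genes in the wild type and 2 in B-C+, the real one included, so chance can be excluded. The other draw was the pairing of ED and LN against LD and EN, with 1375 genes in the wild type and 186 in B-C+. A difference of that size is therefore not specific to day and night. For each step between time points, the real split was the only one of 10 with as many genes. This held in the wild type and in B-C+ (1 of 10 in all 8 cases), and every other split gave 0 genes. With 10 splits the share cannot fall below 0.1, so this test cannot decide on chance for the steps.

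Depth was also weighed for the nearness of B-C+ libraries to the wild type at LN. After thinning, 9 of 12 libraries were nearest to LN, which argues against depth as the cause, but the order depends on single cultures.

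The time courses in the legend of Supplementary Fig. 21 and the deposited counts differ. With ED and EN exchanged, 11 of 14 genes have the legend's time points highest. Of the 24 orders of time points, another 2 do better (12 of 14). An exchange and other orders can therefore not be told apart on these genes. Against an exchange between the files and the paper's comparison of strains, fold changes in Supplementary File 2 at ED differed from those here at ED by a root mean square of 0.0595 (log2), and at LD by 0.0446, at EN by 0.0784 and at LN by 0.0819. For the exchanged time points it was 0.980 at ED and 0.912 at EN, and the smallest value for any other pair of time points was 0.256. No explanation for the legend was found.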
